# Tissue-adapted Tregs harness inflammatory signals to promote intestinal repair from therapy-related injury

**DOI:** 10.1038/s41392-025-02476-5

**Published:** 2025-11-26

**Authors:** Julius C. Fischer, Sascha Göttert, Maximilian Giller, Paul Heinrich, Kaiji Fan, Omer Khalid, Caroline N. Walther, Maria Drießlein, Sophie M. Nefzger, Gabriel Eisenkolb, Vincent R. Timnik, Sebastian Jarosch, Lena Klostermeier, Thomas Engleitner, Nicholas Strieder, Claudia Gebhard, Sarah Diederich, Nicole A. Schmid, Laura Lansink Rotgerink, Laura Joachim, Sakhila Ghimire, Eva Vonbrunn, Maike Büttner-Herold, Marianne Remke, Katja Steiger, Rupert Öllinger, Roland Rad, Daniel Wolff, Markus Feuerer, Petra Hoffmann, Matthias Edinger, Michael Rehli, Markus Tschurtschenthaler, Oliver Kepp, Guido Kroemer, Erik Thiele Orberg, Stephanie E. Combs, Wolfgang Herr, Florian Bassermann, Dirk H. Busch, Ernst Holler, Simon Heidegger, Hendrik Poeck

**Keywords:** Bone marrow transplantation, Inflammation, Gastrointestinal diseases, Intestinal stem cells

## Abstract

Intestinal stem cells (ISCs) promote tissue repair after genotoxic or immune-mediated injury. However, ISCs are particularly sensitive to various stressors and primary targets of overwhelming immune responses, such as interferon γ (IFNγ)-mediated killing. In mouse models of radiation therapy-induced gut damage and in biopsies from patients who underwent allogeneic hematopoietic stem cell transplantation, we observed IFNγ expression by intestinal T_reg_ cells. T_reg_ cells leverage combined IFNγ and interleukin 10 (IL-10) stimulation of ISCs to nurture the growth of intestinal organoids through the activation of the mTORC1 and Myc pathways. Similarly, T_reg_ cells or the combined addition of recombinant IFNγ and IL-10 promoted the regeneration of organoids after irradiation, and both cytokines were essential for ensuring epithelial regeneration following acute intestinal tissue injury in vivo. The exposure of organoids to growth factor-free culture conditions revealed distinct EGF-like properties of IFNγ and Wnt-like properties of IL-10. While IFNγ rapidly induced epithelial proliferation, it depleted the pool of ISCs in vitro. Only the combination of IFNγ and IL-10 led to epithelial proliferation and organoid growth while simultaneously ensuring ISC maintenance over time. Our results reveal a context-dependent role of inflammatory signaling in ISCs, through which T_reg_ cells promote epithelial repair following therapy-induced injury.

## Introduction

Therapy-induced tissue injury represents a major challenge in oncology, limiting the efficacy and tolerability of many cancer treatments. The intestine is particularly vulnerable to damage from systemic therapies such as chemotherapy and immunotherapy, as well as from local interventions targeting tumors adjacent to or within the gastrointestinal tract (for example, radiation therapy).^1,2^ Both direct cytotoxic effects on epithelial and stromal cells and indirect immunological mechanisms, including cytokine-mediated inflammation, disruption of barrier homeostasis, and dysregulated immune activation, contribute to the pathogenesis of intestinal injury and related side effects.^1–3^ As gastrointestinal toxicity remains a major dose-limiting factor for numerous anticancer therapies, there is an urgent need for novel approaches that integrate experimental models with clinical observation to unravel these interconnected mechanisms and guide the development of targeted strategies to prevent and mitigate severe intestinal adverse events.

Regulatory T (T_reg_) cells are a specialized subset of CD4⁺ T cells that play a central role in maintaining immune tolerance and preventing excessive immune activation.^4^ Defined by the transcription factor Forkhead box P3 (Foxp3)^+^, T_reg_ cells exert potent immunosuppressive functions through several mechanisms, including the secretion of inhibitory cytokines such as IL-10 and TGF-β, metabolic disruption of effector T cells, and modulation of antigen-presenting cell activity.^4,5^ By controlling the magnitude and duration of immune responses, T_reg_ cells prevent autoimmune reactions and limit immunopathology during infection and inflammation. Their ability to suppress a broad range of immune cell types, including conventional T cells, B cells, and innate immune populations, positions them as key regulators of immune equilibrium.^4–6^ Dysregulation or functional impairment of T_reg_ cells is associated with autoimmunity, chronic inflammation, and other immune-mediated diseases, emphasizing their indispensable role in maintaining immunological balance.^4^ In addition to these immunosuppressive functions, T_reg_ cells also support tissue homeostasis and repair.^7–12^ However, their regenerative functions are tissue- and context-dependent, and the underlying mechanisms remain poorly understood.^4,8,13,14^ Nonetheless, adoptive T_reg_ cell transfer has been proposed as a strategy to alleviate immunopathogenic diseases, including graft-versus-host disease (GVHD), which is a serious complication of allogeneic hematopoietic stem cell transplantation (allo-HSCT).^15,16^ GVHD pathogenesis is initiated by the effects of pretransplant conditioning therapy, which causes tissue damage and inflammation.^16^ This leads to alloreactive priming, expansion, and excessive effector function of donor T cells, ultimately resulting in GVHD.^17^ Several studies have demonstrated that maintaining intestinal epithelial barrier function after conditioning therapy and promoting intestinal stem cell (ISC)-driven epithelial repair can limit the development of severe GVHD.^18–21^ More broadly, intestinal epithelial damage is a common side effect of cancer therapies, including chemotherapy, immunotherapy, and radiation therapy. Thus, promoting epithelial regeneration represents an important therapeutic strategy.^1,3,22^

Intestinal epithelial function and the stem cell niche, including ISC properties, can be studied in three-dimensional multicellular organoid cultures.^23–25^ Organoids have recently revealed how different T-cell subsets and their cytokines affect ISC renewal and differentiation, thereby contributing to epithelial regeneration after injury.^18,20,25–28^ Among other functions, T_reg_ cells and their key cytokine IL-10 have been shown to help maintain the ISC niche and its stem-like function.^27^ This contrasts with other T helper cell effector cytokines, which reduce ISC renewal and promote ISC differentiation.^27^ In the context of tissue injury, recent studies in mice revealed that allogeneic T cells invade intestinal tissue and epithelial crypts early after allogeneic bone marrow transplantation (allo-BMT) and kill ISCs via epithelial IFNγ receptor (IFNγR) activation.^29,30^ This may explain previous studies linking IFNγ to aggravated GVHD and epithelial tissue damage in infectious and autoinflammatory colitis.^26,31–42^ However, GVHD is worsened in allo-BMT recipients receiving IFNγ-deficient donor T cells.^43–49^ Thus, the role of IFNγ in intestinal injury remains controversial, and reconciling these seemingly conflicting findings has been a longstanding challenge.^26,29,31–41,43–55^

Here, we report that the infiltration of IFNγ-producing T cells into the intestinal epithelium contributes to both intestinal damage and subsequent regeneration. Single-cell RNA sequencing (scRNA-seq) analyses of murine and human intestinal T_reg_ cells revealed IFNγ expression specifically after tissue adaptation upon intestinal injury. T_reg_ cells promote repair by orchestrating concomitant IFNγ and IL-10 signaling in intestinal epithelial cells, thereby skewing toxic IFNγ effects toward regenerative signals. scRNA-seq identified that T_reg_ cells and simultaneous IFNγ/IL-10 stimulation activate mTORC1 and *Myc* signaling in ISCs, thereby promoting regeneration. Our data identify a hitherto undefined mechanism whereby tissue-adapted T_reg_ cells integrate inflammatory signals to directly foster intestinal tissue repair. These results open opportunities to selectively promote regenerative immune signaling to limit intestinal side effects. Targeting this mechanism could prevent excessive tissue damage while supporting mucosal recovery.

## Results

### Excessive intestinal tissue injury and regeneration are linked by IFNγ and Treg cells

To investigate the relationship between damage severity and subsequent regeneration of the ISC compartment, we performed murine allo-BMTs with varying numbers of co-transplanted allogeneic T cells. The mice that experienced the most prominent acute weight loss following BMT also presented the greatest potential for weight recovery after passing the nadir (Fig. S1a, b), as indicated by the positive correlation between the severity of initial weight loss and the extent of subsequent clinical recovery (Fig. 1a). Immunohistochemical analyses and bulk transcriptomic profiling of small intestinal tissue one week after allo-BMT revealed that co-transplantation of T cells dose-dependently increased intestinal T-cell homing, activation, and disease activity (Fig. S1c, d, Tables S1–3) but also induced genes related to tissue repair (e.g., type I interferon signatures and tryptophan metabolism) (Fig. S1e, Tables S1, 2).^20,56^ Thus, the highest dose of allogeneic T cells caused the most pronounced weight loss, followed by the strongest regenerative response.

**Fig. 1:**
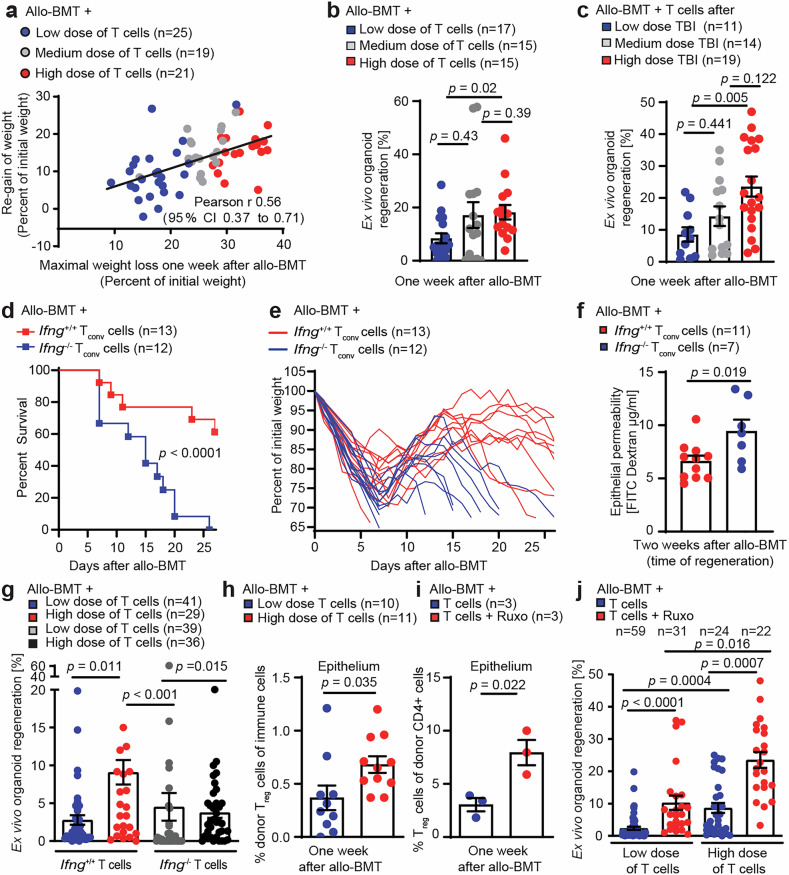
Excessive intestinal tissue injury and regeneration are linked by IFNγ and T_reg_ cells. **a** BALB/c mice received 9 Gy TBI followed by allo-BMT (C57BL/6 J donors) of BM ± allogeneic T cells (low dose: 0.1 × 10^6 ^T cells; medium dose: 0.5 × 10^6 ^T cells; high dose: 2.5 × 10^6 ^T cells). Correlation between maximum weight loss (day 7) and peak weight recovery 2 weeks after allo-BMT. The data were pooled from 3 independent experiments. **b** Ex vivo small intestine (SI) organoid regeneration rate ( = number of established organoids on day 4 after starting ex vivo organoid culture divided by the number of cultured crypts, see Fig. S1f for details) on day 7 after allo-BMT in mice co-transplanted with increasing numbers (low, medium, high) of allogeneic T cells or (**c**) increasing doses of TBI conditioning prior to allo-BMT with a medium dose of T cells. The data were pooled from 3 independent experiments. **d** Survival and **e** weight loss of individual mice after they received TBI (9 Gy) followed by allo-BMT (C57BL/6 J donors) with *Ifng*^+/+^ BM and *Ifng*^+/+^ or *Ifng*^−/−^ T_conv_ cells (C57BL/6 J donors). Pooled data from 2 independent experiments. **f** Intestinal FITC-dextran permeability assay two weeks (d16) after allo-BMT. Pooled data from 3 experiments. **g** Allo-BMT with WT BM and a low or high dose of *Ifng*^+/+^ or *Ifng*^−/−^ T cells. Ex vivo SI organoid regeneration rate. Pooled data from 4 experiments. **h** SI intraepithelial leukocytes were isolated one week after allo-BMT and analyzed via flow cytometry after 4 h of restimulation in vitro. Frequency of FoxP3^+^ CD4^+^ donor (H-2K^b+^) T_reg_ cells among all live CD45^+^ immune cells. **i** Allo-BMT with BM and 1 × 10^6 ^T cells ± ruxolitinib treatment (30 mg/kg body weight, administered orally twice daily from day –1 prior to allo-BMT until the day before analysis). The intraepithelial donor T_reg_ cells are depicted on day 7 after allo-BMT. **j** Allo-BMT with BM and a low or high dose of T cells ± ruxolitinib treatment from d-1 onward (30 mg/kg body weight, administered orally twice daily). Ex vivo SI organoid regeneration rate on day 7 after allo-BMT. Pooled data from 4 independent experiments. The data of the control group, which included a low dose of T cells and a high dose of T cells, are also shown in Fig. 1g. The data in Fig. 1b, c, f–j are presented as the means ± S.E.M.s and were analyzed via unpaired two-tailed t tests or Kruskal‒Wallis tests (Fig. 1b, c, g, j) with Dunn’s multiple comparisons test for multiple comparisons. The number of biological replicates (*n*), indicating the number of mice analyzed, is shown in the figure for all individual experiments

Given the fundamental role of the ISC niche in promoting intestinal healing, we next analyzed the capacity of the ISC compartment to support regeneration after injury (assessed by the percentage of isolated crypts that survive and form organoids during in vitro culture) (Fig. S1f). We observed that co-transplantation of greater numbers of allogeneic T cells resulted in enhanced ex vivo regeneration of small intestine (SI) organoids (Fig. 1b). Similarly, increasing intestinal T-cell infiltration by increasing the conditioning dose of total body irradiation (TBI) (Fig. S1g) enhanced ex vivo regeneration of SI organoids (Fig. 1c).

Intestinal infiltration and effector function (e.g., IFNγ expression) of conventional T (T_conv_) cells are hallmarks of GVHD pathogenesis and are linked to increased mortality.^16^ We therefore performed allo-BMTs using *Ifng*^−/−^ donors. Compared with those of mice co-transplanted with *Ifng*^*+/+*^ T_conv_ cells, the survival of allo-BMT recipients co-transplanted with *Ifng*^*−/−*^ T_conv_ cells was strongly reduced (Fig. 1d). Indeed, the recipients of *Ifng*^−/−^ T_conv_ cells failed to recover from acute injury during the second week after allo-BMT (Fig. 1e). Consistently, we observed a significant reduction in intestinal epithelial integrity (as indicated by enhanced FITC-dextran translocation from the gut lumen to the bloodstream) two weeks after allo-BMT with the co-transfer of *Ifng*^−/−^ T cells (Fig. 1f). Next, we studied ex vivo SI organoid regeneration in allo-BMT recipients co-transplanted with varying numbers of *Ifng*^+/+^ or *Ifng*^−/−^ T cells to explore the contribution of IFNγ to intestinal regeneration. Unlike mice co-transplanted with high doses of *Ifng*^+/+^ T cells, those receiving high doses of *Ifng*^−/−^ T cells failed to exhibit an increase in ex vivo organoid regeneration (Fig. 1g).

In summary, our findings suggest that IFNγ expression by infiltrating intestinal T cells supports ISC niche regeneration after injury.

We next characterized intestinal T-cell infiltration after allo-BMT and discovered that mice transplanted with high numbers of T cells presented an increased abundance of allogeneic T_reg_ cells at the peak of intestinal tissue injury (Figs. 1h, S1h). The Janus kinase (JAK1 and JAK2) inhibitor ruxolitinib reportedly promotes T_reg_ differentiation and ameliorates GVHD.^57–59^ Accordingly, treatment with ruxolitinib increased the frequency of epithelial T_reg_ cells following allo-BMT (Figs. 1i, S1h, i), reduced acute GVHD morbidity (Fig. S1j), and enhanced ex vivo organoid regeneration. This regenerative effect of ruxolitinib was independent of the number of co-transplanted T cells but was greatest in the mice that received high numbers of allogeneic T cells (Fig. 1j).

Collectively, these results demonstrate that (i) gut-infiltrating IFNγ-expressing T cells contribute to epithelial regeneration after allo-BMT and (ii) that increased epithelial T_reg_ cell frequencies are linked with improved regeneration of the ISC niche. By combining both aspects, we hypothesized that gut-invading and IFNγ-producing T_reg_ cells might stimulate intestinal regeneration.

### T_reg_ cells adapt to intestinal epithelial tissue injury via IFNγ expression

The adoptive transfer of donor Treg cells is a promising strategy for the prevention of GVHD. A recent study discovered that T_reg_ cells that were injected into mice and then recovered from different tissues (spleen, liver, and large intestine) acquired organ-specific gene expression profiles within one week after allo-BMT.^60^ We re-analyzed the corresponding scRNA-seq data (Fig. 2a) and discovered that T_reg_ cells isolated from the intestine but not input T_reg_ cells (and less so T_reg_ cells isolated from the spleen or liver) noticeably expressed IFNγ mRNA (Fig. 2b, c). We performed allo-BMTs with co-transplanted T cells and then employed immunofluorescence cytometry of single-cell suspensions to confirm IFNγ expression by donor T_reg_ cells in the intestinal epithelium and lamina propria one week after allo-BMT (Fig. S2a, b).

**Fig. 2:**
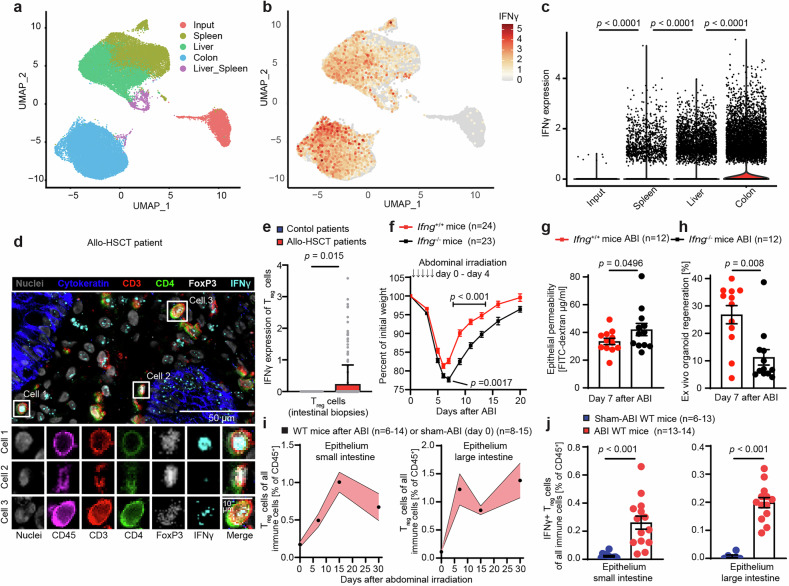
T_reg_ cells adapt to intestinal epithelial tissue injury via IFNγ expression. **a** A published scRNA-seq dataset (GEO accession number: GSE223798) was used.^60^ Briefly, donor T_reg_ cells were expanded in vitro, analyzed (input T_reg_ cells) or supplied to recipient mice and then extracted from the respective tissues. Plots of single cells in UMAP space for all experimental conditions, colored by their origin or **b** colored by their IFNγ expression (library size normalized and log-transformed UMI counts). **c** IFNγ expression (library-size normalized and log-transformed UMI counts) in tissue and input T_reg_ cells (Input *n* = 3068, Colon *n* = 14,862, Liver *n* = 10,153, Spleen *n* = 8606, 3 mice). Differential expression testing was performed with the Wilcoxon test, and the resulting *p*-values were corrected for multiple testing with the Bonferroni method. **d** Exemplary image of chip cytometry of intestinal biopsies of human allo-HSCT recipients. Upper image: overlay of all indicated markers in a larger area (scale bar = 50 µm). Lower images: high-resolution images of single markers and their overlay for three representative single cells (scale bar = 10 µm). **e** IFNγ expression (library-size normalized UMI counts) of T_reg_ cells was analyzed via scRNA-seq of cells isolated from large intestinal biopsies of allo-HCST recipients (*n* = 22 patients, with *n* = 208 identified T_reg_ cells) or control patients who did not undergo allo-HSCT (*n* = 5 patients with *n* = 34 identified T_reg_ cells). **f** C57BL/6 J *Ifng*^+/+^ or *Ifng*^−/−^ mice received abdominal irradiation (ABI, 5 × 4.5 Gy/day from day 0 until day 4), and body weight was monitored. Pooled data from 2 experiments. Statistical comparisons are shown for the day of weight nadir (day 6) and for days 9, 11, and 13 of the recovery phase. **g** Intestinal FITC-dextran permeability assay on day 7 following ABI (5 × 4.5 Gy/day). Pooled data from 2 independent experiments. **h** Ex vivo SI organoid regeneration rate on day 7 following ABI in *Ifng*^+/+^ or *Ifng*^−/−^ mice. Pooled data from 2 experiments. **i** SI and large intestine (LI) intraepithelial leukocytes were analyzed by flow cytometry. The cells were isolated at different time points (7, 15, and 30 days) following ABI of the C57BL/6 J WT mice. Control mice without an ABI were pooled and are shown as day 0 after ABI. The graphs show the percentages of T_reg_ cells among all live CD45^+^ immune cells. Pooled data from 7 experiments. **j** Graph showing the percentage of IFNγ^+^ T_reg_ cells among all live CD45^+^ intraepithelial leukocytes in C57BL/6 J WT mice on day 15 after the start of ABI, as analyzed by flow cytometry after in vitro restimulation. The data were pooled from 3 independent experiments. The data are presented as the means ± S.E.M.s and were analyzed via unpaired two-tailed t tests, Mann‒Whitney tests (**e**, **h**), or ordinary one-way ANOVA (with Dunn’s multiple comparisons test) for multiple comparisons. The data presented in (**g**) were analyzed via an unpaired one-tailed *t* test on the basis of the hypothesis of increased injury in *Ifng*^−/−^ mice, as suggested by the results shown in (**f**). The number of biological replicates (*n*), indicating the number of mice analyzed, is shown in the figure for all individual experiments

We next analyzed T_reg_ cells in gastrointestinal tissue biopsies from human allo-HSCT recipients via chip cytometry^61,62^ and identified T_reg_ cells with varying levels of IFNγ expression in close proximity to the intestinal epithelium (Fig. 2d). Comparative analyses of scRNA-seq data from allo-HSCT recipients and control patients confirmed the presence of intestinal T_reg_ cells with similar FOXP3 expression levels (Fig. S2c). However, IFNγ expression was detectable only in intestinal T_reg_ cells from allo-HSCT recipients but not in T_reg_ cells from control patients (Fig. 2e). Thus, in human patients, allo-HSCT is also associated with the reprogramming of intestinal T_reg_ cells toward IFNγ production.

The pathogenesis of GVHD following allo-BMT is complex, as it is initiated by cytotoxic pre-transplant conditioning and exacerbated by allogeneic T-cell responses. To generalize our findings, we employed a simpler model of intestinal damage relying on abdominal irradiation (ABI), which directly damages the intestinal epithelium. Compared with *Ifng*^*+/+*^ control mice, ABI-treated *Ifng*^−/−^ mice presented more severe radiogenic enteritis, as demonstrated by increased acute weight loss, impaired intestinal epithelial integrity, and prolonged weight loss (Fig. 2f, g). Moreover, we detected reduced ex vivo SI organoid regeneration in *Ifng*^−/−^ mice following ABI (Fig. 2h). As this occurs after allo-BMT, ABI leads to increased T_reg_ cell abundance in both large and small intestinal tissues, accompanied by elevated IFNγ expression (Figs. 2I, j, S2d–g).

We conclude that IFNγ expression by T_reg_ cells occurs after intestinal tissue damage and may subsequently contribute to epithelial regeneration.

### T_reg_ cell-mediated intestinal organoid growth requires epithelial IFNγ-receptor signaling

To explore the role of IFNγ in the interaction between intestinal epithelial cells and different T-cell subsets, including T_reg_ cells, we co-cultured intestinal organoids with T cells and then assessed the number of developing organoids after the first passage (Fig. S3a). Allogeneic wild-type (WT) CD4^+^CD25^-^ conventional T (T_conv_) cells impaired SI organoid growth. In contrast, WT CD4^+^CD25^+^ T_reg_ cells enhanced organoid growth (Fig. 3a). Consistent with prior studies demonstrating the toxic effects of IFNγ on ISCs, IFNγ-deficient (*Ifng*^−/−^) T_conv_ cells failed to reduce organoid counts (Fig. 3b).^26,29^ Intriguingly, T_reg_ cell-promoted organoid growth was also IFNγ dependent, as *Ifng*^–/–^ T_reg_ cells failed to increase organoid counts (Fig. 3b). Moreover, the beneficial effect of T_reg_ cells on organoid growth was abolished by neutralizing anti-IFNγ antibodies (Fig. 3c).

**Fig. 3:**
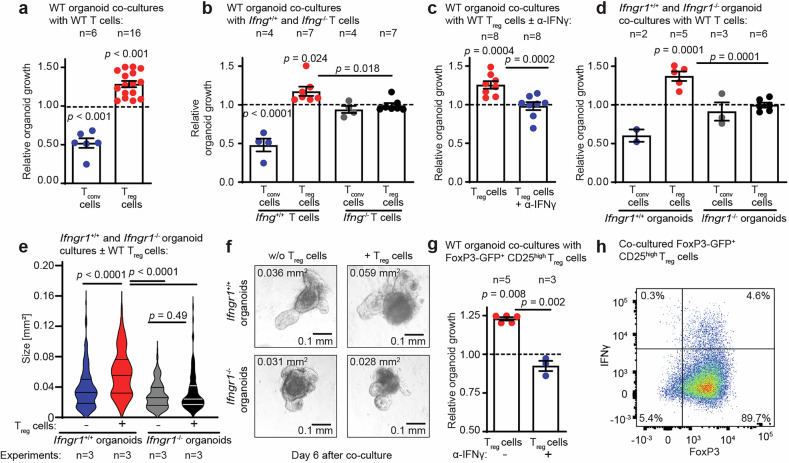
T_reg_ cell-mediated intestinal organoid growth requires epithelial IFNγ receptor signaling. **a** Relative organoid growth of murine SI organoids co-cultured with allogeneic and stimulated (IL-2 + beads) CD4^+^CD25^-^ T_conv_ cells or CD4^+^CD25^+^ T_reg_ cells MACS-isolated from splenocytes of WT C57BL/6 J mice (detailed description of “relative organoid growth” in the methods section and Fig. S3a). The dotted line represents the growth of control organoids cultured without any T cells. **b** Relative organoid growth of murine SI organoids co-cultured with allogeneic T_conv_ or T_reg_ cells isolated from *Ifng*^+/+^ or *Ifng*^−/−^ mice. Relative organoid growth of murine SI organoids co-cultured with **c** allogeneic WT T_reg_ cells in the presence of IFNγ blocking antibody (anti-IFNγ = α-IFNγ) (control organoids were cultured without any T cells but were also stimulated with IL-2 and α-IFNγ) **d** Murine SI organoids isolated from *Ifngr1*^+/+^ or *Ifngr1*^−/−^ mice (C57BL/6 J) were co-cultured with allogeneic WT T_reg_ cells (BALB/c) to analyze relative organoid growth and **e** mean size (area) after co-culture. Area of murine SI organoids on day 6 after co-culture; number of measured organoids: untreated *Ifngr1*^+/+^ (*n* = 167) and *Ifngr1*^−/−^ (*n* = 163) organoids; *Ifngr1*^+/+^ (*n* = 116) and *Ifngr1*^−/−^ (*n* = 113) organoids with T_reg_ cells. **f** Exemplary images (converted to grayscale) of organoids after co-culture. **g** Relative murine SI organoid growth after co-culture with flow cytometry-sorted (CD4^+^ CD25^hi^ eGFP-Foxp3^+^) T_reg_ cells ± α-IFNγ (left panel), and **h** IFNγ expression of T_reg_ cells after removal from co-culture on day 4 and 4 h restimulation (eBioscience™ Cell Stimulation Cocktail plus protein transport inhibitors) (right panel). Violin plots (**e**) showing the distribution of values with medians and quartiles indicated. All other data are presented as the mean ± S.E.M. and were analyzed via an unpaired two-tailed t test or ordinary one-way ANOVA (with Dunn’s multiple comparisons test) for multiple comparisons. The number of biological replicates (*n*), indicating the number of separate organoid culture experiments, is shown in the figure for all individual experiments

*Ifngr1*^–/–^ T_reg_ cells (which cannot respond to IFNγ owing to the absence of the IFNγ receptor) retained their ability to promote organoid growth (Fig. S3b). In contrast, *Ifngr1*^–/^– epithelial cells failed to increase their growth in response to WT T_reg_ cells (Fig. 3d), indicating that the IFNγ receptor must operate in epithelial cells, not T_reg_ cells, to stimulate SI organoid growth. Moreover, co-culture with *Ifng*^+/+^ T_reg_ cells increased the size of developing organoids, which was dependent on epithelial IFNγR activation (Fig. 3e, f). This effect on organoid size was also lost when WT T_reg_ cells were replaced with *Ifng*^–/–^ T_reg_ cells or when IFNγ was neutralized by antibodies (Fig. S3c). When we increased the stringency of T_reg_ purification (by flow cytometric purification of CD4^+^CD25hi FoxP3-eGFP^+^ cells), we continued to observe IFNγ-dependent SI organoid growth stimulation by T_reg_ cells. This occurred in spite of the fact that only ~5% of Tregs contained immunofluorescence-detectable IFNγ (Fig. 3g, h).

In summary, IFNγ plays a dual role in the intestinal response to stress. IFNγ produced by T_conv_ cells drives epithelial damage, whereas IFNγ produced by T_reg_ cells apparently promotes intestinal organoid growth.

### T_reg_ cell-mediated IL-10 and IFNγ co-stimulation promotes murine and human intestinal organoid growth and repair from injury

Next, we measured IFNγ concentrations in vitro and found that T_reg_ cells produced low levels of IFNγ when cocultured with SI organoids (Fig. S4a). Notably, such low doses of recombinant (r)IFNγ did not affect organoid growth, although they restored the ability of *Ifng*^−/−^ T_reg_ cells to induce intestinal organoid growth in vitro, suggesting that IFNγ is not the sole factor produced by T_reg_ cells that contributes to intestinal repair (Fig. 4a). We observed significantly increased epithelial permeability during the recovery phase in mice co-transplanted with *Ifng*^−/−^ T_conv_ cells and *Ifng*^+/+^ T_reg_ cells compared with that in recipients of both *Ifng*^*+/+*^ T_conv_ and T_reg_ cells (Fig. 4b). Reduced epithelial barrier function in allo-BMT recipients co-transplanted with *Ifng*^−/−^ T_conv_ cells and *Ifng*^+/+^ T_reg_ cells was associated with significantly reduced survival (Fig. S4b). We concluded that non-T_reg_ cell-derived IFNγ (T_conv_ cell IFNγ) is indeed important for tissue regeneration during allo-BMT. Together with our in vitro finding that rIFNγ was not sufficient to promote organoid growth in the absence of T_reg_ cells (Fig. 4a), these data suggest that T_reg_ cells need to provide at least one additional signal along with epithelial IFNγR signaling for successful intestinal recovery after allo-BMT.

**Fig. 4:**
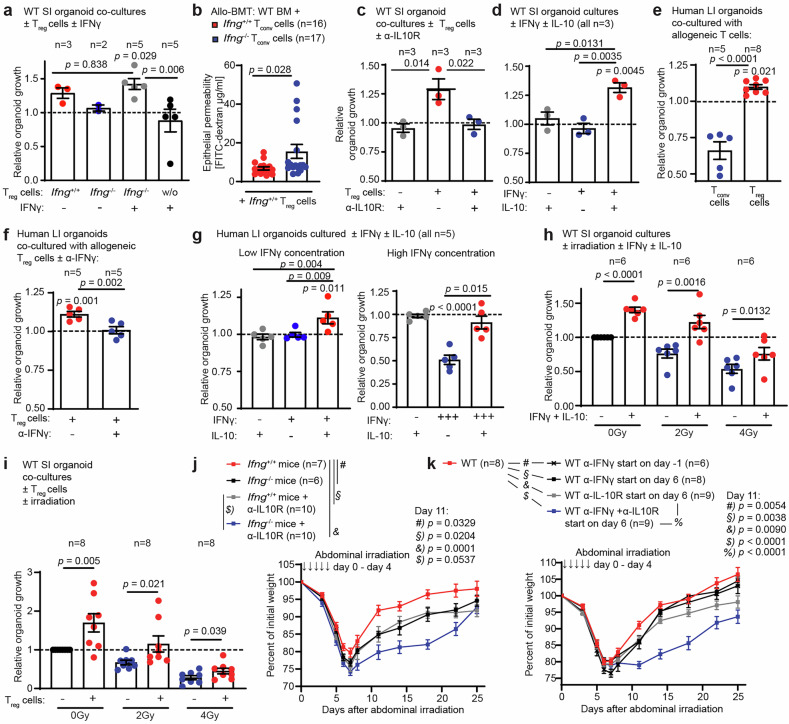
T_reg_ cell-mediated IL-10 and IFNγ co-stimulation promotes murine and human intestinal organoid growth and repair from injury. **a** Relative growth of murine SI WT organoids co-cultured with allogeneic T_reg_ cells isolated from *Ifng*^+/+^ or *Ifng*^−/−^ mice ± stimulation with 0.25 ng/mL rIFNγ. The dotted line represents the growth of control organoids cultured without any T cells. **b** Allo-BMT with WT BM plus WT T_reg_ cells and *Ifng*^+/+^ or *Ifng*^−/−^ T_conv_ cells. Intestinal FITC-dextran permeability assay 2 weeks (d16) after allo-BMT. Pooled data from 3 experiments**. c** Relative organoid growth of murine SI WT organoids co-cultured with allogeneic WT T_reg_ cells ± anti-IL-10R antibody (α-IL10R) or **d** stimulated with ± 10 ng/mL rIL-10 and ± 0.25 ng/mL rIFNγ in the absence of T_reg_ cells. Relative organoid growth of human patient-derived LI organoids co-cultured with **e** allogeneic T_conv_ or T_reg_ cells, **f** with allogeneic T_reg_ cells ± α-IFNγ, or **g** stimulated ± rIL-10 ± rIFNγ. Left panel: rIFNγ 0.25 ng/mL; right panel: rIFNγ 5 ng/mL. **h** Relative growth of murine SI organoids after in vitro irradiation ± cytokine stimulation or **i**) subsequent co-culture with syngeneic T_reg_ cells. **j** *Ifng*^+/+^ or *Ifng*^−/−^ mice received ABI (5 × 4.5 Gy/day from day 0 until day 4), and body weight was monitored (treatment schedule is depicted in Fig. S4h; α-IL10-R injections on day-1, day 3, 7, 10, and 14). Pooled data from 2 experiments. **k** WT mice received ABI (5×4.5 Gy/day from day 0 until day 4) ± α-IFNγ ± α-IL-10R at the indicated time points (the treatment schedule is depicted in Fig. S4j; group day 1: injections on days 1, 3, 6, 9, 13, and 16; group day 6: injections on days 6, 9, 13, and 16). Pooled data from 2 experiments. Body weight during regeneration (day 11) was analyzed via ordinary one-way ANOVA plus Fisher’s LSD. The data were analyzed via two-tailed or one-tailed methods (**i**, on the basis of the hypothesis of improved T_reg_-mediated regeneration, as suggested by the results shown in Fig. 3a, (**d**, **h**). Unpaired t-test or ordinary one-way ANOVA for multiple comparisons (with Dunn’s multiple comparisons test) and are presented as the means ± S.E.M. The number of biological replicates (*n*), indicating the number of separate organoid culture experiments or the number of mice analyzed, is shown in the figure for all individual experiments

Seeking this complementary T_reg_ cell signal, we found that following allo-BMT, T_reg_ cells adapt toward IL-10 expression upon tissue adaptation but independent of the invaded tissue side (Fig. S4c). This finding contrasts with the IFNγ expression observed predominantly in T_reg_ cells after intestinal tissue adaptation (Figs. 2a–c, S4d). Consistently, we also observed an increase in the fraction of IL-10–expressing T_reg_ cells following intestinal irradiation, revealing that this model also shows an increase in both IFNγ- and IL-10–expressing T_reg_ cells after intestinal injury (Fig. S4e, f). Hypothesizing that IL-10 serves as the secondary signal supporting regeneration in IFNγR-activated SI organoids, we found that blocking IL-10 receptor signaling completely abolished the organoid growth-promoting effect of T_reg_ cells (Fig. 4c). Stimulation of intestinal organoids with the combination of rIFNγ and rIL-10 but not with either single cytokine alone was sufficient to induce organoid growth (Fig. 4d).

Next, we aimed to confirm our findings in a human organoid model. Therefore, we established an in vitro allogeneic co-culture of patient-derived intestinal organoids (large intestine) and T-cell subsets isolated from unrelated healthy volunteers (Fig. S4g). We found that human T_conv_ cells decreased the number of co-cultured large intestine (LI) organoids, whereas T_reg_ cells promoted organoid growth (Fig. 4e). In line with our murine data, T_reg_ cell-mediated organoid growth was completely dependent on IFNγ (Fig. 4f). Moreover, only the combined addition of rIL-10 and rIFNγ (but not that of either cytokine alone) induced human LI organoid growth. In addition, high rIFNγ doses resulted in direct organoid toxicity that was largely counterbalanced by co-supplementation with rIL-10 (Fig. 4g).

Next, we characterized the role of IL-10 and IFNγ in non-T-cell-mediated cytotoxicity and tissue regeneration by analyzing intestinal organoids after irradiation in vitro. As expected, irradiation resulted in a dose-dependent reduction in organoid growth (Fig. 4h). Simultaneous stimulation with IFNγ and IL-10 enhanced organoid regeneration despite exposure to irradiation (Fig. 4h). A similar effect was observed when irradiated organoids were co-cultured with syngeneic T_reg_ cells (Fig. 4i).

In conclusion, T_reg_ cells can promote murine and human intestinal organoid growth via the combined effects of IFNγ and IL-10. Through this mechanism, T_reg_ cells stimulate recovery from immune-mediated and radiation-induced intestinal injury. However, since combined stimulation with recombinant cytokines promoted organoid growth, our data suggest that this effect can, in principle, occur independently of the cytokines’ cellular origin. To further delineate the synergistic effect of both cytokines during intestinal regeneration in vivo, we performed ABI in *Ifng*^*−/−*^ and *Ifng*^*+/+*^ controls, with or without additional IL-10R blockade starting prior to irradiation (Fig. S4h). We observed increased acute weight loss and delayed recovery in both *Ifng*^*−/−*^ and *Ifng*^*+/+*^ mice treated with anti-IL-10R antibodies (Figs. S4i, 4j). Notably, *Ifng*^*-−/−*^ mice receiving IL-10R blockade presented aggravated signs of injury and markedly delayed regeneration, indicating that IFNγ and IL-10 do not have redundant functions in vivo and that simultaneous disruption of both pathways severely impairs recovery from irradiation-induced intestinal injury (Fig. 4j). We subsequently sought to determine the time window during which both cytokines promote regeneration. First, we found that in vivo neutralization of IFNγ starting on day -1 prior to ABI led to increased acute weight loss and delayed regeneration (Figs. 4k, S4j–k). Next, we administered dual cytokine blockade beginning at the nadir of weight loss on day 6 following ABI and observed delayed recovery from weight loss in both IFNγ-blocked and IL-10R-blocked WT animals (Figs. S4j, k, 4k). The recovery of the mice that received dual cytokine blockade was the most severely impaired. Taken together, these findings indicate that IFNγ not only contributes to the acute response to irradiation-induced injury but also plays a critical role during the later phase of recovery. Moreover, they suggest that IFNγ and IL-10 are capable of promoting intestinal regeneration at time points following fulminant injury.

### T_reg_ cells promote organoid growth via mTORC1 and Myc activation in ISCs

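Organoids grown from small intestinal crypts of BALB/c mice were exposed to 6 conditions for 4 days in 3 experimental replicates and analyzed via single-cell RNA sequencing (scRNA-seq) with cell hashing. The conditions were culture alone (control), co-culture with 100000 CD25 highFoxP3-GFP+ T_reg_ cells per well, co-culture in the presence of antibodies against IFNγ, against the IL-10 receptor (IL-10R) or against both at 10 µg/mL, and stimulation with 0.25 ng/mL rIFNγ plus 10 ng/mL rIL-10 in the absence of T cells. Co-cultures contained 30 U/mL IL-2 and beads that activate T cells. Live EpCAM+ cells were sorted, and the cells of each condition carried an antibody with an oligonucleotide tag of its own (hashtag), so that each library holds all 6 groups. The paper does not report on the sequenced groups with a single antibody, although it gives organoid growth with each antibody alone. The authors mapped the combined reads of both sequencing runs to GRCm38 with Cell Ranger and deposited the number of unique molecular identifiers (UMIs) counted for each gene and hashtag in each cell, without normalization. Replicates 1 and 2 consist of 2 libraries each and replicate 3 of 1, because the authors excluded the 6th library. The 5 libraries used held between 5387 and 7995 cells and 148214378 and 128917456 UMIs (replicate 1), 140305041 and 223155304 UMIs (replicate 2) and 149972247 UMIs (replicate 3). The group of each cell was called from its hashtag counts with HTODemux at a positive quantile of 0.99 in each library, and cells without a hashtag or with several hashtags were removed, as in the paper. Further doublets were called from their similarity to simulated doublets with a method written for this purpose in place of scDblFinder. Cells with 10000 to 90000 UMIs, 3000 to 10000 genes and no more than 8.5% mitochondrial UMIs were kept, which are the limits of the paper. The 11577 remaining cells comprised 1787 control cells, 2027 cells from T_reg_ cell co-culture, 1928 from co-culture with both antibodies and 1750 from cytokine stimulation, with a median of 43994, 44393, 43739.5 and 42915 UMIs per cell. Cell classes were built from the control cells alone, because the reference dataset of the paper was not used here. The clusters of control cells were named with fixed marker genes, which did not part ISC-like, TA-like and EP-like clusters cleanly. Over 443 genes, without interferon and antigen presentation genes, each cell of every group received the class of the control cluster that it correlated with best. This gave 1963 ISC-like, 4945 TA-like, 1350 enterocyte progenitor-like (EP-like), 2194 enterocyte-like, 561 goblet/Paneth-like and 214 endocrine-like cells. When the control cells of 1 replicate were assigned from the clusters of the others, 86.8% to 88.9% received their own class. The UMIs of all cells of one class, group and replicate were then summed, so that replicates and not cells were compared, and the sums of the 5 classes tested held between 415059 and 24166433 UMIs. Differential expression was tested on these sums with the quasi-likelihood test of edgeR with TMM normalization, a filter on low counts and replicate as a block, and with Benjamini-Hochberg adjustment within each class and comparison. Exact permutation tests were two-sided, and 3 replicates against 3 cannot give a p below 0.1.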

To elucidate the molecular mechanisms underlying our observations, we conducted scRNA-seq of murine SI organoids i) cultured alone, ii) co-cultured with T_reg_ cells, iii) co-cultured with T_reg_ cells in the presence of IFNγ/IL-10R blocking antibodies, or iv) stimulated with rIFNγ and rIL-10 (technical details are provided in the Supplementary Materials, including Figs. S5, S6).

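Clustering of the cells of all groups (Leiden algorithm at a resolution of 1, each library centered) yielded 16 clusters. In 3 of them, clusters 6, 9 and 12 with 898, 437 and 290 cells, less than 1% of the control cells and more than 10% of the cells stimulated with rIFNγ plus rIL-10 were found. This rule was chosen after the clusters had been seen. The 3 clusters together held 66.1% ± 11.4 (SD, n = 3) of the cytokine-stimulated cells and 0 of 1787 control cells, which allows a share of up to 0.168% (counting error only). Among co-cultured cells, they held 6.93% ± 9.58 (SD, n = 3) of the cells, namely 0.44%, 17.9% and 2.43% in replicates 1, 2 and 3. Without replicate 2, the mean share in co-culture was 1.43%. Because the rule selects clusters by their control and cytokine-stimulated cells, these shares were not tested against control. Cluster 6 held 28.9% of all cytokine-stimulated cells and 6.46% of all co-cultured cells, cluster 9 held 18.5% and 2.32%, and cluster 12 held 16.4% and 0.05%. Of the 10 genes with the highest fold change in cluster 6, 9 belong to the interferon or antigen presentation lists, as do 6 in cluster 9 and 1 in cluster 12. The clusters thus rest in part on the response genes, and the clustering was repeated without the 71 variable genes of these lists. Of the 15 clusters obtained, 2 met the rule and held 40.7% ± 20.7 (SD, n = 3) of the cytokine-stimulated and 0.96% ± 1.32 (SD, n = 3) of the co-cultured cells.

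**Figure D1:**
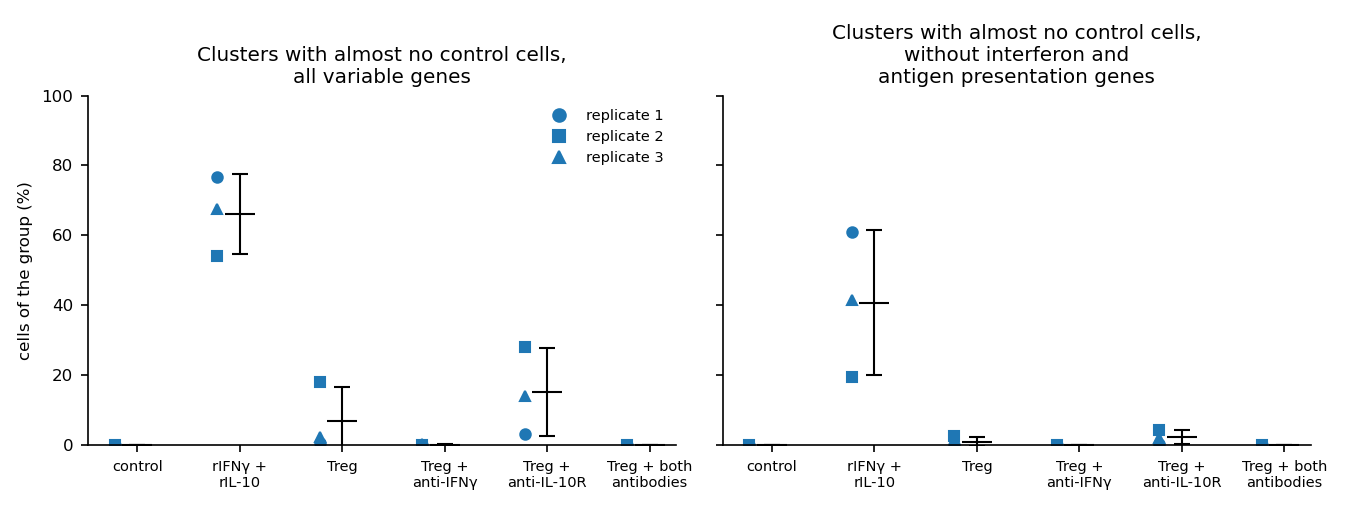
Share of the cells of each treatment group (y axis, percent) in the clusters that held less than 1% of the control cells and more than 10% of the cytokine-stimulated cells, with all variable genes and without interferon and antigen presentation genes. Symbols show the 3 replicates, horizontal lines their mean and error bars the SD, of which the lower end is drawn no further than 0. The share was 66.1% with rIFNγ plus rIL-10 and 6.93% in T_reg_ cell co-culture with all variable genes, and 40.7% and 0.96% without the response genes.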

Graph-based clustering analysis of cells yielded distinct clusters that emerged prominently after stimulating organoids with rIFNγ plus rIL-10 and also appeared in T_reg_ cell co-culture (Clusters 7, 8 and 12 in the UMAP (Uniform Manifold Approximation and Projection) visualization in Fig. S5a). 

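In the presence of antibodies against IFNγ and IL-10R, 0 of 1928 cells from T_reg_ cell co-culture lay in clusters 6, 9 and 12, which allows a share of up to 0.156%. The mixing of treated and control cells was also measured without cluster borders, as the share of control cells among the 30 nearest neighbors of each cell within its library, after the 6 groups had been drawn to 1318 cells each. This share was 23.2% ± 2.4 (SD, n = 3) around control cells, 17.3% ± 3.4 (SD, n = 3) around co-cultured cells, 2.0% ± 0.9 (SD, n = 3) around cytokine-stimulated cells and 23.0% ± 2.5 (SD, n = 3) around co-cultured cells with both antibodies. Over all classes, the 3 replicates of co-culture lay below those of the control and of co-culture with both antibodies (exact permutation test, p = 0.1 for each). Within replicates, co-culture lay below co-culture with both antibodies in 3 of 3 in TA-like, EP-like and enterocyte-like cells. In ISC-like cells, the difference was 0.71, -11.99 and -0.56 percentage points in replicates 1, 2 and 3, so that it rests on replicate 2 there. Co-culture with both antibodies and control had overlapping replicates (exact permutation test, p = 0.8). These tests are unpaired, and differences within replicates were computed after the shares had been seen. Co-culture minus control was -1.27, -12.4 and -4.03 percentage points in replicates 1, 2 and 3 (exact sign-flip permutation test, p = 0.25, the smallest p possible), and co-culture with both antibodies minus control was 0.02, -0.05 and -0.72 (exact sign-flip permutation test, p = 0.5). By class, the latter was lower in 3 of 3 replicates in ISC-like (-2.09 ± 1.64, SD, n = 3) and enterocyte-like cells (-1.62 ± 1.05, SD, n = 3), higher in 3 of 3 in EP-like cells (1.43 ± 1.17, SD, n = 3; exact sign-flip permutation test, p = 0.25 for each of the 3) and higher in 2 of 3 in TA-like cells (0.15 ± 0.50, SD, n = 3).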

Notably, this shift was diminished when IL-10 R and IFNγ signaling was inhibited. On the basis of a scRNA-seq reference dataset from the murine intestine,^63^ we identified ISC, transit-amplifying (TA), and enterocyte progenitor cell subsets in clusters 7 and 12. 

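By the classes built from control cells, cluster 6 consisted of 78.3% TA-like and 20.9% EP-like cells, and cluster 9 of 50.1% ISC-like and 46.9% TA-like cells. Control cells of these classes lay in other clusters. For example, cluster 0, which is 99.1% TA-like, held 19.2% of the control cells and 0.11% of the cytokine-stimulated cells, and cluster 5, which is 92.6% ISC-like, held 9.46% and 0.63%. All genes with the highest fold change in cluster 0, apart from Olfm4 and Neil3, were histone genes, and the ISC-like class in control organoids was led by genes of the entry into S phase such as Cdt1 and Mcm4 together with the stem cell marker Olfm4, so that these classes are partly defined by the cell cycle.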

Cluster 8 corresponds to enterocytes and enterocyte progenitors (Fig. 5a, S5b). 

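Enterocyte-like cells made up 87.6% of the 290 cells of cluster 12, and EP-like cells made up 10.3%. Only 0.05% of the cells from T_reg_ cell co-culture lay in this cluster, compared with 16.4% of the cells stimulated with rIFNγ plus rIL-10.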

When clustering at a lower resolution, which yields larger clusters corresponding to a less fine-grained categorization of cells, the less differentiated cells belonging to treatment-related clusters 7 and 12 already emerge as a separate cluster (Cluster 4, Fig. S5c). This indicates that cytokine treatment and co-culture produce a very distinct gene expression pattern in cells at this level of differentiation. On the other hand, the more differentiated cells belonging to treatment-related cluster 8 do not form a separate cluster at lower resolution but rather stay associated with untreated cells (in cluster 1, Fig. S5c). This, together with the observation that there are no shifted clusters for endocrine and goblet/Paneth cells, indicates that co-culture of organoids with T_reg_ cells or combined rIL-10/rIFNγ stimulation induces more pronounced changes in less differentiated cell types, which play critical roles as mediators of intestinal renewal and regeneration. 

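At a resolution of 0.3, clustering with the same settings yielded 7 clusters. None of them held less than 1% of the control cells together with more than 10% of the cytokine-stimulated cells. Of the 898 cells of cluster 6, 69.5% joined a cluster of 3749 cells that was 97.6% TA-like and held 604 control cells, and 30.3% joined a cluster of 2052 cells that was 60.0% EP-like and held 345 control cells. Of the 437 cells of cluster 9, 79.0% joined a cluster of 2336 cells that was 77.8% ISC-like and held 378 control cells.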

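All 290 cells of cluster 12, the enterocyte-like cells found almost exclusively after cytokine stimulation, joined a cluster of 2239 cells at a resolution of 0.3 that was 93.4% enterocyte-like. Control cells made up 13.5% of it.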

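The clusters of goblet/Paneth-like and endocrine-like cells contained control and stimulated cells. Clusters 11 and 13, which were 79.2% and 100.0% goblet/Paneth-like, held 2.18% and 1.34% of the control cells and 5.09% and 5.71% of the cytokine-stimulated cells. Cluster 14, which was 98.2% endocrine-like, held 1.45% and 3.77%. With equal numbers of cells drawn per group, library and class, the share of control cells among the 30 nearest neighbors in the library fell from 24.4% ± 2.3 (SD, n = 3) in control ISC-like cells to 2.1% ± 1.0 (SD, n = 3) after cytokine stimulation, and from 23.7% ± 3.7 (SD, n = 3) to 0.7% ± 0.5 (SD, n = 3) in TA-like cells (exact permutation test, p = 0.1 for each). For goblet/Paneth-like cells, 45 per group could be drawn over 5 libraries. Within replicates, a comparison made after the shares had been seen, cytokines minus control was -1.88, -3.33 and -3.94 percentage points (exact sign-flip permutation test, p = 0.25). With both antibodies, the difference from control was 4.17, 1.48 and 1.52. With so few cells, the size of these differences cannot be compared with that in other classes. Of endocrine-like cells, 17 per group could be drawn. There, 30 neighbors are too many to tell the groups apart, and the share lay above control in every treated group and replicate. Whether endocrine-like cells were displaced was therefore not measured.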

Differentiated cell types, such as enterocytes and enteroendocrine, Paneth and goblet cells, appear to be less affected under these specific conditions (Fig. 5a).

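Enterocyte-like cells were also displaced from control cells, with 22.9% ± 2.2 (SD, n = 3) of control cells among the 30 nearest neighbors of control cells and 2.4% ± 2.8 (SD, n = 3) after stimulation with rIFNγ plus rIL-10 (exact permutation test, p = 0.1). In T_reg_ cell co-culture, this share was 18.4% ± 4.5 (SD, n = 3; p = 0.2) in ISC-like, 17.3% ± 3.8 (SD, n = 3; p = 0.1) in TA-like and 17.1% ± 2.5 (SD, n = 3; p = 0.1) in enterocyte-like cells by the exact permutation test against control cells of the class. This test is unpaired, and within replicates the share was lower than in control in 3 of 3 in each of these classes (exact sign-flip permutation test, p = 0.25, added after the shares had been seen). The number of genes that changed in expression after cytokine stimulation, at an adjusted p below 0.05 in edgeR's quasi-likelihood test, was 1638 in ISC-like, 3866 in TA-like, 2194 in EP-like, 3267 in enterocyte-like and 170 in goblet/Paneth-like cells. These numbers also depend on the cells per class and were 323, 789, 621 and 918 in the first 4 classes without the replicate block. With equal numbers of cells per group and replicate, for example, the number in ISC-like cells was 1090. With T_reg_ cells, 26, 47, 27 and 11 genes changed in ISC-like, TA-like, EP-like and enterocyte-like cells. These numbers depend on the processing and were 1, 5, 3 and 1 without the replicate block and 118, 329, 211 and 180 without the filter on low counts. In goblet/Paneth-like cells, edgeR called 0 genes changed in co-culture, while 545 had an unadjusted p below 0.05 and DESeq2 called 3 genes.

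**Figure D2:**
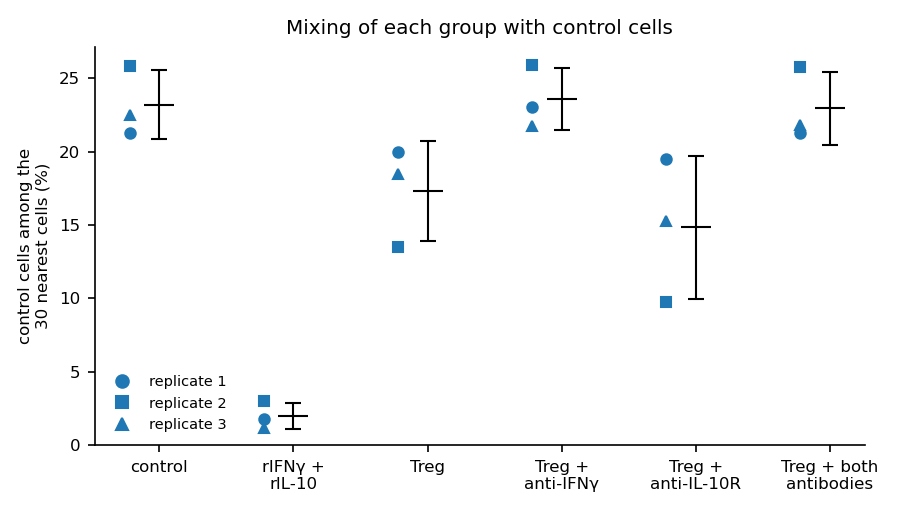
Share of control cells among the 30 nearest neighbors (y axis, percent) of the cells of each treatment group (x axis), over all cell classes. Symbols show the 3 replicates, horizontal lines their mean and error bars the SD. The mean was 23.2% in control organoids, 2.0% after stimulation with rIFNγ plus rIL-10, 17.3% in T_reg_ cell co-culture and 23.0% in co-culture with both antibodies.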

**Fig. 5:**
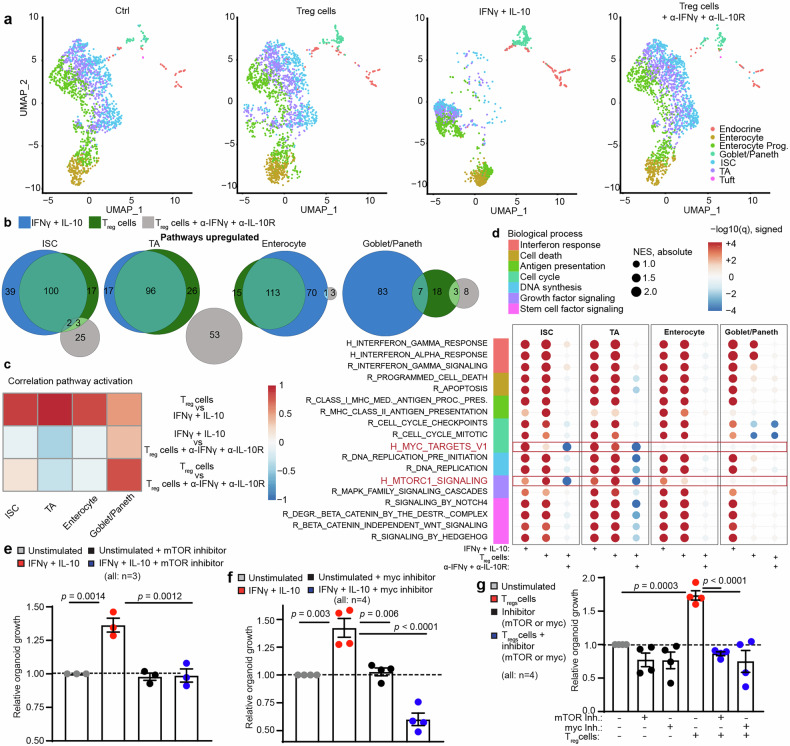
T_reg_ cells promote organoid growth via mTORC1 and Myc activation in ISCs. Murine SI organoids were co-cultured with CD25^high^FoxP3-GFP^+^ T_reg_ cells alone or in the presence of IFNγ and IL-10R blocking antibodies, or were stimulated with rIFNγ + rIL-10 for 4 days, and subsequently analyzed via scRNA-Seq. The data were pooled from 3 independent experiments. **a** Plots of single cells in UMAP space for all experimental conditions, colored by SingleR cell type annotation. **b** Venn diagrams indicating the overlap of upregulated pathways between experimental conditions and control organoids. Only gene sets/pathways significantly upregulated when controlling for an FDR of 10% were considered. **c** Heatmap of Pearson correlation coefficients obtained from correlating GSEA-derived NESs (normalized enrichment scores) between conditions. The values indicate correlations of regulated gene sets/pathway activation between different conditions in the indicated cell types. Only gene sets/pathways significantly up- or downregulated when controlling for an FDR of 10% were considered. **d** Dot plot of the GSEA results of selected pathways/gene sets for different cell types and treatments (vs. control). Dots are colored according to the negative log_10_ of the GSEA q value (FDR), and the sign indicates the direction of the regulation (up positive, down negative). The size of the dots corresponds to the GSEA NES. Gene sets/pathways are derived from the Hallmark (H) and Reactome (R) gene set collections of MSigDB. **e** Relative organoid growth of SI WT organoids ± stimulation with 0.25 ng/mL rIFNγ and rIL-10 and ± the mTOR inhibitor rapamycin (1 µg/mL) or control (DMSO), **f** ± myc inhibition (compound 10058-F4, 100 µM/mL) or control (DMSO), and **g** ± co-cultured T_reg_ cells ± myc inhibition ± mTOR inhibitor. The dotted line represents the growth of control organoids without stimulation. The number of biological replicates (*n*), indicating the number of separate organoid culture experiments, is shown in the figure. The data were analyzed via ordinary one-way ANOVA for multiple comparisons and are presented as the means ± S.E.M.s

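Sets of the Reactome collection with 15 to 500 tested genes, and with at least 70% of their genes tested, were compared with fgsea on genes ranked by the signed negative log_10_ p of edgeR's test, as in the paper, at an FDR of 10%. The Reactome sets shipped with fgsea were used, and up to 485 sets, in TA-like cells, could be tested. With T_reg_ cells, 89 of 400 sets were higher than in control organoids in ISC-like cells, 129 of 485 in TA-like, 107 of 402 in EP-like, 112 of 375 in enterocyte-like and 19 in goblet/Paneth-like cells, while 13, 35, 66, 17 and 50 sets were lower. After stimulation with rIFNγ plus rIL-10, 187, 202, 117, 134 and 102 sets were higher and 8, 39, 33, 23 and 23 lower. Of the higher sets, 85, 115, 103, 104 and 15 sets were higher in both comparisons. The same control cells enter both, but none of 10 simulations with unchanged groups against the same control gave a set shared by both. These simulations drew each gene independently and called few sets at all. They therefore cannot exclude that sets are shared through genes that vary together. The sets that were lower in both comparisons numbered 6 in ISC-like, 25 in TA-like, 31 in EP-like, 8 in enterocyte-like and 15 in goblet/Paneth-like cells. Many Reactome sets contain proteasome subunit genes. Without these genes, 49 of the 89 sets could still be tested in ISC-like cells and 1 remained higher in T_reg_ cell co-culture, as did 42 of 91 in TA-like, 28 of 66 in EP-like and 24 of 70 in enterocyte-like cells. fgsea permutes genes and takes them as independent. With a correlation between genes that was estimated from the replicates, camera called 0 sets higher in T_reg_ cell co-culture in each of the 5 classes. With cytokines, this setting also called 0 sets higher in ISC-like, TA-like, EP-like and enterocyte-like cells, and 6 in goblet/Paneth-like cells.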

GSEA comparing control and various treatments across different cell types revealed that both co-culture with T_reg_ cells and stimulation with rIFNγ/rIL-10 regulated numerous distinct pathways in intestinal organoids, with strong overlap between the two conditions (Fig. 5b, S5d). 

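Pearson's correlation of the normalized enrichment scores (NES) between T_reg_ cell co-culture and stimulation with rIFNγ plus rIL-10, over the Reactome sets past an FDR of 10% in either comparison, was 0.610 in ISC-like, 0.940 in TA-like, 0.974 in EP-like, 0.929 in enterocyte-like and 0.531 in goblet/Paneth-like cells. With each replicate left out in turn, it stayed between 0.565 and 0.637 in ISC-like cells and between 0.696 and 0.952 in TA-like cells, where replicate 2 moved it most. Over every set tested, the correlation was 0.406 in ISC-like and 0.806 in TA-like cells, while 10 simulations with unchanged groups that share the control reached 0.569 and 0.379, so that the value in ISC-like cells lay within their range. The correlation was also computed over the log2 fold changes of all tested genes. It was 0.651 in ISC-like, 0.742 in TA-like, 0.727 in EP-like, 0.720 in enterocyte-like and 0.678 in goblet/Paneth-like cells. Both comparisons share the control, and 10 simulations with unchanged groups gave a mean of 0.471, 0.466, 0.512, 0.543 and 0.602 and a maximum of 0.511, 0.496, 0.529, 0.561 and 0.628. The observed values lay above these maxima. Genes were drawn independently in the simulations, so that the simulated ranges of both correlations may be too narrow. Without replicate 2, only the correlation in TA-like cells (0.547) did, and it was 0.431 in ISC-like, 0.513 in EP-like, 0.500 in enterocyte-like and 0.509 in goblet/Paneth-like cells. With the control cells split between both comparisons, so that none was shared, the correlation was 0.455 in ISC-like, 0.642 in TA-like, 0.533 in EP-like and 0.464 in enterocyte-like cells. These correlations are across gene sets or genes, which are not independent replicates.

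**Figure D3:**
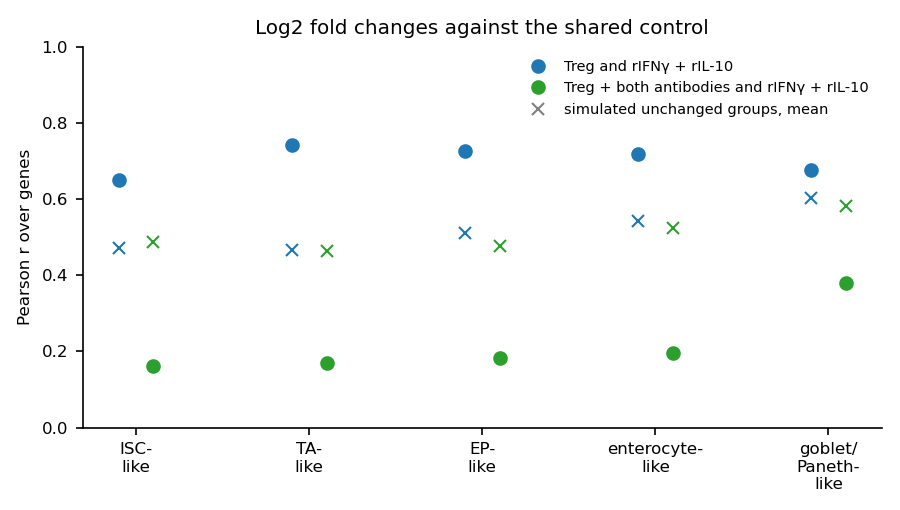
Pearson's correlation of log2 fold changes against control (y axis) between pairs of treatment groups for each cell class (x axis). Circles show the observed values and crosses the mean of 10 simulations of unchanged groups that share the control. For T_reg_ cell co-culture and rIFNγ plus rIL-10, the observed correlation was 0.651 in ISC-like cells and the simulated mean was 0.471.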

In line with this overlap, a high correlation of pathway regulation was observed when Pearson correlation analysis was performed on the basis of the GSEA-derived normalized enrichment scores (Fig. 5c). This effect was prominent in ISCs, TA cells and enterocytes but not in goblet/Paneth cells. In contrast, pathway regulation overlaps or correlations were scarce between, on the one hand, the effects of T_reg_ cells under IFNγ/IL-10 blockade and, on the other hand, T_reg_ cell co-culture or rIFNγ/rIL-10 stimulation (Fig. 5b, c).

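In goblet/Paneth-like cells, 15 sets were higher under both conditions, 15 were lower under both and 11 changed in opposite directions. Their NES correlation ranged from 0.507 to 0.826 when 1 replicate was left out. The sums of UMIs behind these values were smaller than those of the other classes, with 16, 23 and 16 control cells and 22, 55 and 18 co-cultured cells in replicates 1, 2 and 3, and whether the correlation differs between classes was not tested.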

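In T_reg_ cell co-culture with antibodies against IFNγ and IL-10R, 16 sets were higher and 129 lower than in control organoids in ISC-like cells, 6 and 87 in TA-like, 0 and 5 in EP-like, 10 and 134 in enterocyte-like and 1 and 3 in goblet/Paneth-like cells. Sets that were higher both with these antibodies and in co-culture without them numbered 2, 0, 0, 7 and 1. Sets that were higher both with the antibodies and after cytokine stimulation numbered 4, 0, 0, 3 and 0. In opposite directions, 63 sets changed in ISC-like cells, 64 in TA-like cells and 76 in enterocyte-like cells between co-culture with and without the antibodies. The NES correlation between co-culture with antibodies and cytokine stimulation was -0.073, -0.501, 0.332, 0.109 and 0.191 in ISC-like, TA-like, EP-like, enterocyte-like and goblet/Paneth-like cells, and that between co-culture with and without antibodies was 0.077, -0.401, 0.173, 0.142 and 0.812. In ISC-like cells, the first turned to 0.093 without replicate 2 and the second to -0.144 without replicate 1. The log2 fold changes correlated with those of cytokine stimulation at 0.162 in ISC-like and 0.169 in TA-like cells, below the means of 0.487 and 0.463 from simulated unchanged groups that share the control, and at -0.010 and 0.031 when the control cells were split. Single genes were tested with edgeR. Between co-culture with both antibodies and control, 1 gene changed in ISC-like cells (664 with an unadjusted p below 0.05, 0 by DESeq2), namely Gm38405, which was looked up only after the count had been seen, and 0 in TA-like cells (511 with an unadjusted p below 0.05, 1 by DESeq2). Between co-culture without and with both antibodies, 47 genes changed in ISC-like and 80 in TA-like cells.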

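Irf1 (ENSMUSG00000018899, chromosome 11 of GRCm38 from 53770014 to 53778374) encodes a transcription factor of the interferon response. Summed UMIs were scaled to the total of each sum with TMM factors (CPM). In ISC-like cells, those of Irf1 were 8.46 ± 3.02 (SD, n = 3) in control organoids and 36.0 ± 8.42 (SD, n = 3) in T_reg_ cell co-culture. They were 126.1 ± 31.8 (SD, n = 3) after stimulation with rIFNγ plus rIL-10 and 10.6 ± 0.962 (SD, n = 3) in co-culture with antibodies against IFNγ and IL-10R. The log2 fold change of Irf1 in co-culture was 2.21 (standard error 0.26, adjusted p = 5.05e-05 from edgeR's quasi-likelihood test). Irf1 was higher in 3 of 3 replicates, and its log2 fold change stayed between 1.76 and 2.45 with each replicate left out in turn. After cytokine stimulation, it was 4.00 (standard error 0.22, adjusted p = 6.25e-12 from edgeR). H2-Aa (ENSMUSG00000036594, chromosome 17 from 34282744 to 34287823), an antigen presentation gene, rose from 0.521 ± 0.453 (SD, n = 3) CPM to 30.0 ± 35.3 (SD, n = 3) CPM in co-culture, with 4.70, 70.4 and 15.0 CPM in replicates 1, 2 and 3, and to 309.3 ± 68.2 (SD, n = 3) CPM after cytokine stimulation. The adjusted p of edgeR for H2-Aa was 0.00792 and 8.05e-10, and in co-culture it was 0.204 without the replicate block, 0.0504 without replicate 2 and 0.229 without replicate 3. Psmb8 (ENSMUSG00000024338, chromosome 17 from 34197721 to 34201454), a subunit of the immunoproteasome, had log2 fold changes of 3.14 (standard error 0.41, adjusted p = 1.09e-04 from edgeR) and 5.93 (standard error 0.36, adjusted p = 1.64e-11 from edgeR). Lists of genes were tested with fgsea, with p adjusted over the lists alone and an FDR of 10%. The antigen presentation list had an NES in co-culture of 2.76 in ISC-like, 2.74 in TA-like, 2.73 in EP-like, 2.73 in enterocyte-like and 2.53 in goblet/Paneth-like cells, and between 2.52 and 2.66 after cytokine stimulation. The interferon gamma list reached the required 70% of tested genes in TA-like cells alone, with an NES of 2.90 in co-culture, 2.73 after cytokine stimulation and 1.12 (adjusted p = 0.297 from fgsea) with both antibodies. The interferon alpha list had 2.64 and 2.48 there. Without this minimum, which was dropped only after the values had been seen, the interferon gamma list had an NES in co-culture of 2.60 in ISC-like, 2.86 in EP-like, 2.60 in enterocyte-like and 2.27 in goblet/Paneth-like cells. The cell death list was higher in co-culture in ISC-like (2.05), TA-like (2.04), EP-like (2.16) and enterocyte-like cells (1.83), and was not tested in goblet/Paneth-like cells. The cell cycle lists differed in direction between classes. The S phase list had an NES of 1.99 in TA-like, 1.53 in goblet/Paneth-like and -2.27 in EP-like cells in co-culture, and the G2/M list of -2.15 in TA-like, -1.98 in EP-like and -1.96 in goblet/Paneth-like cells and of 1.34 in enterocyte-like cells (adjusted p = 0.0993 from fgsea). In ISC-like cells, neither passed the FDR of 10%. After cytokine stimulation, the S phase list was higher in ISC-like, TA-like and goblet/Paneth-like cells (2.25, 2.26 and 2.04) and lower in EP-like and enterocyte-like cells (-1.51 and -1.61), and the G2/M list was higher in ISC-like cells (2.30) and lower in TA-like and EP-like cells (-2.49 and -2.21). Each adjusted p rests on fgsea, which takes genes as independent. Of the 26 calls among the mTORC1, MYC and interferon lists, 25 held with camera at its preset correlation, 8 with fry and 2 with camera at an estimated correlation.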

In search of the mechanisms of growth stimulation, we detected uniform upregulation of specific pathways in all epithelial cell types, including pathways (interferon signaling, cell death and antigen presentation) that have previously been associated with IFNγ^29,39,64^ and pathways associated with cell cycle regulation, DNA synthesis and growth factor signaling (Figs. 5d, S5e). 

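The mTORC1 list was written from memory after the Hallmark set, with which its membership was not compared, and holds 198 genes found in the files. In T_reg_ cell co-culture, its NES was 1.59 in ISC-like cells (adjusted p = 0.00103 from fgsea), 2.25 in TA-like cells (adjusted p = 2.79e-11 from fgsea), 2.12 in EP-like cells (adjusted p = 2.35e-09 from fgsea) and 1.44 in enterocyte-like cells (adjusted p = 0.00699 from fgsea). In goblet/Paneth-like cells, it was -1.46 (adjusted p = 0.00512 from fgsea). After stimulation with rIFNγ plus rIL-10, it was 1.99, 2.13, 2.07, 1.68 and 1.28, with an adjusted p of 0.0816 from fgsea for the last. The calls in ISC-like, enterocyte-like and goblet/Paneth-like cells in co-culture depended on the processing. In goblet/Paneth-like cells, the NES turned positive with classes from the clustering of all groups, without passing the FDR, and fry made no call. In ISC-like cells, the NES was 2.06 without replicate 1, 1.15 without replicate 2 and 1.04 without replicate 3, of which only the first passed the FDR of 10%. Without the replicate block, it was 1.25 and did not pass either. In enterocyte-like cells, the NES was 0.962 without replicate 3, 1.07 without the replicate block and 1.01 with genes ranked by log2 fold change, none of which passed. The mean log2 fold change of the list's genes in co-culture was 0.047 ± 0.064 (SD, n = 3; higher in 2 of 3 replicates) in ISC-like, 0.069 ± 0.039 (SD, n = 3; higher in 3 of 3) in TA-like and 0.054 ± 0.054 (SD, n = 3; higher in 3 of 3) in enterocyte-like cells. Without TMM factors, a scaling compared after the values had been seen, it was 0.072 ± 0.048 (SD, n = 3), 0.064 ± 0.034 (SD, n = 3) and 0.045 ± 0.028 (SD, n = 3), higher in 3 of 3 replicates in each class. After cytokine stimulation, it was 0.175 ± 0.055 (SD, n = 3), 0.188 ± 0.066 (SD, n = 3) and 0.120 ± 0.127 (SD, n = 3). Within replicates, the change in co-culture in ISC-like cells minus that in enterocyte-like cells was -0.007 ± 0.077 (SD, n = 3; exact sign-flip permutation test, p = 1.0), and that in TA-like cells minus that in enterocyte-like cells was 0.016 ± 0.065 (SD, n = 3; exact sign-flip permutation test, p = 1.0). Both differences are within the spread between replicates, and 3 replicates cannot give a p below 0.25 in this test. Mtor (ENSMUSG00000028991, chromosome 4 of GRCm38 from 148448611 to 148557683) itself had a log2 fold change of 0.25 (standard error 0.15, adjusted p = 0.738 from edgeR) in ISC-like cells in co-culture. Eif4ebp1 (ENSMUSG00000031490, chromosome 8 from 27260329 to 27276674), which encodes a target of the kinase, changed by 0.020 (standard error 0.086, adjusted p = 0.989 from edgeR) in co-culture and by 0.56 (standard error 0.086, adjusted p = 5.61e-05 from edgeR) after cytokine stimulation.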

Intriguingly, we observed a marked upregulation of mTORC1 signaling after stimulation with T_reg_ cells/cytokines, and the effect induced by T_reg_ cells appeared to be more pronounced in ISCs and TA cells than in enterocytes. Additionally, *Myc* signaling was upregulated in ISCs and TA cells under these conditions, whereas no effect was detected in enterocytes or goblet/Paneth cells. Both mTORC1 and *Myc* signaling upregulation was abolished when combining T_reg_ cell co-culture with IFNγ and IL-10 signaling blockade (Fig. 5d). 

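A pair of lists of Myc target genes was written from memory after the Hallmark sets V1 and V2, with which their membership was not compared. In T_reg_ cell co-culture, the V1 list had an NES of -1.61 in ISC-like cells (adjusted p = 3.08e-04 from fgsea), 1.80 in TA-like cells (adjusted p = 1.64e-05 from fgsea), 0.938 in EP-like cells (adjusted p = 0.632 from fgsea), -1.74 in enterocyte-like cells (adjusted p = 2.30e-05 from fgsea) and -2.29 in goblet/Paneth-like cells (adjusted p = 2.41e-13 from fgsea). After stimulation with rIFNγ plus rIL-10, it was 2.41, 2.61, 1.44, -1.82 and -1.43. The mean log2 fold change of its genes in co-culture was -0.018 ± 0.045 (SD, n = 3; higher in 1 of 3 replicates) in ISC-like, 0.029 ± 0.032 (SD, n = 3; higher in 3 of 3) in TA-like and -0.047 ± 0.057 (SD, n = 3; higher in 1 of 3) in enterocyte-like cells, and after cytokine stimulation it was 0.143 ± 0.061 (SD, n = 3), 0.160 ± 0.067 (SD, n = 3) and -0.134 ± 0.122 (SD, n = 3). Both changes in co-culture in ISC-like and enterocyte-like cells are smaller than the spread between replicates. Without TMM factors, a scaling that was compared after the values had been seen, the mean in co-cultured ISC-like cells was 0.008 ± 0.028 (SD, n = 3; higher in 2 of 3), and in EP-like cells with cytokines it was -0.016 ± 0.017 (SD, n = 3; higher in 0 of 3) compared with 0.044 ± 0.037 (SD, n = 3; higher in 3 of 3) with these factors, so that the direction of both depends on the scaling. In ISC-like cells, the NES of the V1 list in co-culture turned to 0.688 without replicate 1, and it was -1.96 without replicate 2 and -1.85 without replicate 3. The V2 list had an NES of -1.77 in ISC-like, 1.71 in TA-like and -2.35 in enterocyte-like cells in co-culture, and of 1.49, 2.13 and -2.48 after cytokine stimulation. In goblet/Paneth-like cells, it was -2.39 and -1.50. The transcript of Myc itself (ENSMUSG00000022346, chromosome 15 of GRCm38 from 61985391 to 61990374) was measured at 101.5 ± 9.22 (SD, n = 3) CPM in control, 94.4 ± 13.6 (SD, n = 3) CPM in co-cultured and 102.8 ± 11.2 (SD, n = 3) CPM in cytokine-stimulated ISC-like cells, with log2 fold changes of -0.11 (standard error 0.087, adjusted p = 0.834 from edgeR) and 0.007 (standard error 0.091, adjusted p = 0.978 from edgeR). In TA-like cells, Myc was at 80.0 ± 2.55 (SD, n = 3) CPM, 83.0 ± 5.28 (SD, n = 3) CPM and 92.0 ± 6.74 (SD, n = 3) CPM, and the increase with cytokines had a log2 fold change of 0.22 (standard error 0.063, adjusted p = 0.0127 from edgeR). In enterocyte-like cells, Myc fell by 0.81 on the log2 scale after cytokine stimulation (adjusted p = 0.00112 from edgeR).

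**Figure D4:**
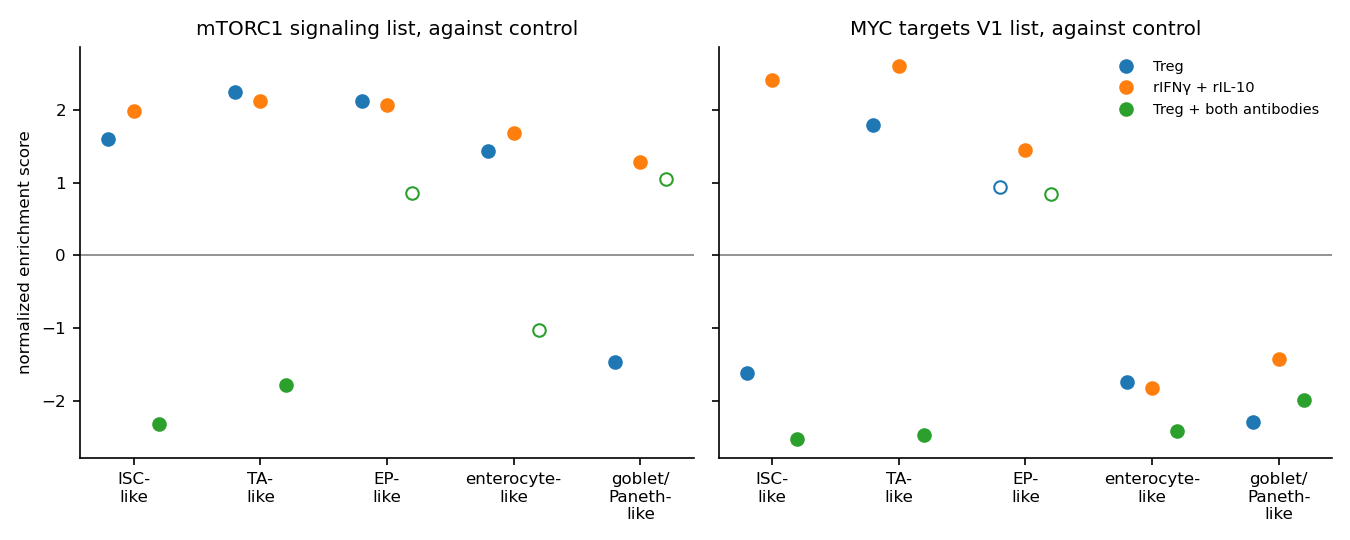
NES (y axis) of the mTORC1 list (left) and the Myc target list V1 (right) against control in each cell class (x axis) for T_reg_ cell co-culture (blue), rIFNγ plus rIL-10 (orange) and co-culture with antibodies against IFNγ and IL-10R (green). Filled circles pass an FDR of 10% and open circles do not. In ISC-like cells, the Myc target list V1 was at -1.61 in co-culture and at 2.41 after cytokine stimulation.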

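In T_reg_ cell co-culture with antibodies against IFNγ and IL-10R, the mTORC1 list had an NES of -2.32 in ISC-like, -1.78 in TA-like, 0.858 in EP-like and -1.02 in enterocyte-like cells, and the Myc target list V1 of -2.52, -2.47, 0.848 and -2.42. The mean log2 fold changes behind these values were -0.053 ± 0.080 (SD, n = 3; higher in 1 of 3 replicates) for mTORC1 and -0.049 ± 0.074 (SD, n = 3; higher in 1 of 3) for Myc targets in ISC-like cells, and -0.020 ± 0.035 (SD, n = 3; higher in 1 of 3) and -0.031 ± 0.016 (SD, n = 3; higher in 0 of 3) in TA-like cells. Without TMM factors, which was compared after the values had been seen, the means in ISC-like cells were -0.018 ± 0.076 (SD, n = 3) and -0.014 ± 0.069 (SD, n = 3). In enterocyte-like cells, the mean of the mTORC1 list was 0.011 ± 0.057 (SD, n = 3), whose sign is opposite to that of its NES. Compared directly, co-culture without antibodies was above co-culture with both antibodies, with an NES for mTORC1 of 2.64 in ISC-like, 2.59 in TA-like and 1.68 in enterocyte-like cells and for Myc targets V1 of 1.81, 2.58 and 1.31 (adjusted p = 0.0523 from fgsea for the last). The mean difference on the log2 scale was 0.099 ± 0.066 (SD, n = 3) for mTORC1 in ISC-like cells and 0.089 ± 0.019 (SD, n = 3) in TA-like cells, higher in 3 of 3 replicates in both (exact sign-flip permutation test, p = 0.25). For Myc targets V1 without TMM factors, ISC-like cells were at -0.025, 0.026 and 0.022 without antibodies and at -0.050, -0.058 and 0.066 with both. Replicate 3 thus went the other way. TA-like cells were at 0.001, 0.057 and 0.014 without and at -0.032, -0.037 and -0.018 with both antibodies.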

We thus hypothesized that both pathways may play essential roles in ISC/TA cells during T_reg_ cell-mediated intestinal organoid growth stimulation. Indeed, mTOR inhibition with rapamycin (1 µg/mL) or *c-myc* inhibition by compound 10058-F4 (100 µM) abrogated the growth-promoting effects of combined IFNγ and IL-10 stimulation, as well as those of co-cultured T_reg_ cells, on intestinal organoids (Fig. 5e-g).

We conclude that T_reg_ cell-promoted growth of intestinal organoids is mediated by IFNγ and IL-10 and that mTORC1 and c-*Myc* signaling are essential for these effects. On the basis of our results from scRNA-seq clustering and pathway analysis, we assume that the effects arise mainly through direct stimulation of ISCs and cells in the early phase of differentiation (e.g., TA cells) rather than through more differentiated cell types.

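The data can be set beside the paper's conclusion and beside its assumption on the cells in question. CPM of the receptor genes are UMIs over the total of the cells named, without TMM factors. In ISC-like cells of all groups, Ifngr1 (ENSMUSG00000020009, chromosome 10 of GRCm38 from 19591949 to 19610229) was detected at 103.1 CPM and with at least 1 UMI in 93.2% of 1963 cells. Il10rb (ENSMUSG00000022969, chromosome 16 from 91406164 to 91425834) was detected at 23.2 CPM and in 54.4% of the cells, while Il10ra (ENSMUSG00000032089, chromosome 9 from 45253837 to 45269149), the ligand-binding chain of the IL-10 receptor, had 0 UMIs in these cells, which allows cells with a UMI at a share of up to 0.153%. In enterocyte-like cells, Ifngr1 was detected at 139.0 CPM and in 96.9% of 2194 cells, and Il10ra in 0 of them. The share of cells with Ifngr1 was lowest in endocrine-like cells, at 45.8% and 43.7 CPM, where Il10rb was found in 53.3% of cells at 38.3 CPM. The median depth was 35759 UMIs per cell in ISC-like, 36667 in enterocyte-like and 19448.5 in endocrine-like cells. No class that should lack these genes was present, so that the share due to free RNA is unknown. The genes that responded to T_reg_ cell co-culture with an adjusted p below 0.05 in edgeR's test comprised 21 genes that were higher in ISC-like, 45 in TA-like, 24 in EP-like and 11 in enterocyte-like cells. The growth experiments with inhibitors of mTOR and Myc that the paper reports before this conclusion were not analysed here.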

### IFNγ and IL-10 compensate for the depletion of epithelial growth factors

In the intestinal crypt, stem cell factors tightly control the proliferation and maintenance of ISCs and epithelial differentiation. Among others, epidermal growth factor (EGF) is a key regulator of proliferation and is upregulated in response to intestinal damage, promoting regeneration.^65,66^ Moreover, the stem cell factor Wnt is fundamental for the maintenance and restoration of the ISC pool.^67^ We speculated that IFNγ and IL-10 might contribute to intestinal regeneration by substituting for EGF and/or Wnt.

To explore whether IFNγ can compensate for the absence of EGF, we cultured murine SI organoids in EGF-depleted NR media (containing Noggin and R-spondin) and simultaneously blocked endogenously produced EGF via the addition of a neutralizing antibody. As expected, this resulted in reduced organoid size and numbers compared with normal growth conditions in ENR media (containing EGF, Noggin, and R-spondin). Stimulation with IFNγ alone fully compensated for the absence of EGF. In contrast, IL-10 alone had no effect, and IL-10 also failed to augment the IFNγ effect (Fig. 6a–c). These effects were durable, as murine SI organoids could be cultured and passaged for several weeks without EGF when stimulated with IFNγ (Fig. 6d). Moreover, we observed that mTOR and c-myc inhibition impaired the growth factor-like effects of IFNγ under EGF-depleted culture conditions (Fig. 6e).

**Fig. 6:**
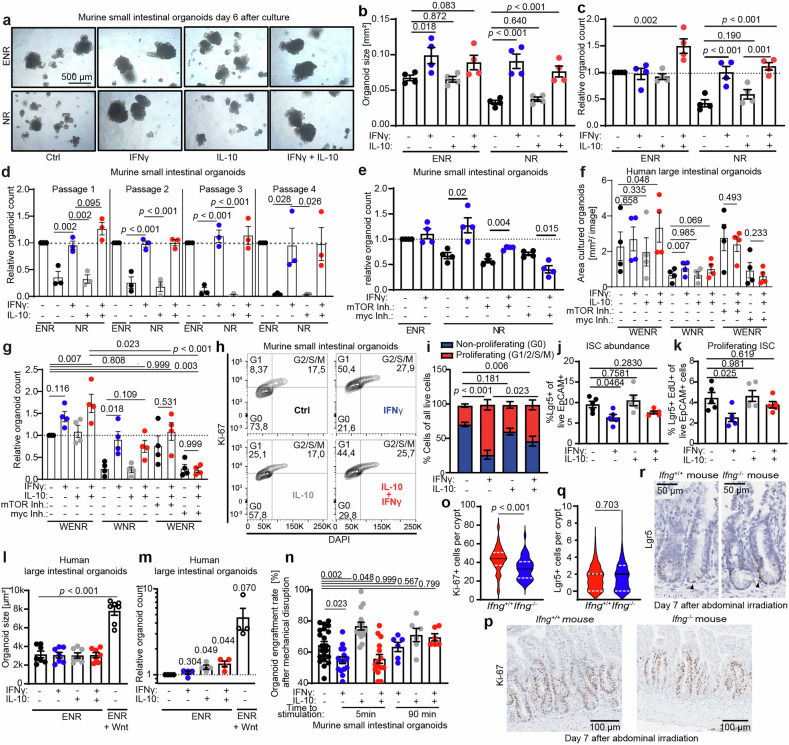
IFNγ and IL-10 compensate for the depletion of epithelial growth factors. Murine SI organoids were cultured under normal growth conditions (ENR) or EGF-depleted conditions (NR + anti-EGF antibody) and stimulated with the indicated cytokines. **a** Representative images, **b** quantification of organoid size on day 6 of culture, **c** relative organoid growth (number of organoids after first passage, compared with control conditions) (*n* = 4 independent experiments), and **d** relative organoid growth during long-term culture and several passages (*n* = 3 independent experiments). **e** Relative organoid growth of murine SI organoids as described above ± mTOR or myc inhibitors (*n* = 4 independent experiments). **f** Human LI organoids were cultured under optimal (WENR) or EGF-depleted (WNR) conditions and stimulated with the indicated cytokines ± mTOR or myc inhibitors. The area of viable organoids per image (used as a surrogate marker for organoid size) was determined on day 6, and **g**) the relative organoid growth (number of viable organoids) was determined after the first passage (*n* = 4 independent experiments). **h** Murine SI organoids were stimulated for 16 h with the indicated cytokines (representative plots). **i** The cell cycle phase was analyzed to distinguish proliferating (G1/2/S/M phase) and non-proliferating (G0 phase) cells (*n* = 6 independent experiments). The proportion of proliferating cells was statistically analyzed. **j** Murine SI organoids were stimulated for 5 days with the indicated cytokines, and the abundance of Lrg5+ ISCs among all viable epithelial cells (EpCAM^+^) and **k** the number of proliferating (EdU^+^) cells among all viable epithelial cells were determined via flow cytometry (*n* = 5 independent experiments). **l** Human LI organoids were subjected to Wnt-depleted conditions (ENR) and stimulated with the indicated cytokines or Wnt. Organoid size on day 6 of culture (*n* = 7 independent experiments). **m** Human LI organoids were cultured under Wnt-depleted conditions and stimulated with the indicated cytokines or Wnt. The number of viable organoids was determined on day 6 of culture (*n* = 4 independent experiments). **n** Murine SI organoids were cultured and mechanically disrupted. One hundred organoids were seeded into culture and stimulated with the indicated cytokines immediately ( < 5 min) or after 90 min. The number of viable organoids was determined on day 6 of culture (*n* = 6–15 engraftment culture wells from 3–6 independent experiments). **o** Analysis of *Ifng*^+/+^ and *Ifng*^−/−^ mice on day 7 after starting ABI (5 × 4.5 Gy/day from day 0 until day 4). The number of Ki-67^+^ epithelial cells within SI epithelial crypt cells was quantified, and **p** representative immunohistochemistry images are shown. Data from 2 independent experiments with *n* = 9 *Ifng*^+/+^ mice and n = 9 *Ifng*^−/−^ mice were pooled, and a total of 131 crypts were analyzed. **q** The number of Lgr5^+^ (Lgr5-GFP^+^) ISCs within small intestinal epithelial crypts was quantified, and **r** representative in situ hybridization images are shown. Data from 2 independent experiments with *n* = 7 *Ifng*^+/+^ mice and *n* = 9 *Ifng*^−/−^ mice were pooled, and a total of 993 crypts were analyzed. Violin plots (**o**, **q**) showing the distribution of values, with medians (solid lines) and quartiles (dotted lines) indicated. All the other data are presented as the means ± S.E.M. *p* values were calculated via two-tailed t tests or ordinary one-way ANOVA for multiple comparisons

Next, we sought to validate the EGF-compensating properties of IFNγ in human LI organoids. Consistent with our murine data, we observed that IFNγ compensated for the absence of EGF in WNR medium (containing Wnt, Noggin, and R-spondin), as reflected by maintained organoid size and organoid counts after the first passage. In contrast, IL-10 alone did not have such compensatory effects (Fig. 6f, g). Moreover, in the human system, the organoid growth-promoting effects of combined IL-10 and IFNγ stimulation under optimal conditions (EGF-containing WENR medium) were impaired after mTOR and c-myc inhibition (Fig. 6f, g), which is consistent with our findings in the murine SI model (Fig. 5e, f).

We subsequently evaluated the effects of IFNγ on the cell cycle in murine SI organoids. Compared with no treatment, IFNγ stimulation alone induced a rapid transition into the G1 and G2 phases (Fig. 6h, i). IL-10 alone did not significantly impact the cell cycle. However, when combined with IFNγ, IL-10 restricted the IFNγ-induced transition into proliferation, leading to an intermediate level of proliferation compared with that of controls and IFNγ alone (Fig. 6h, i). Therefore, we hypothesized that prolonged IFNγ-induced proliferation might impact the ISC pool. Indeed, five days after the onset of IFNγ stimulation, we observed a reduction in both the overall abundance of ISCs and the fraction of proliferating ISCs (Figs. 6j, k, S7). This depletion was reversed by combined IL-10 stimulation, which had no effect when applied alone (Fig. 6j, k).

Next, we sought to validate the capacity of IL-10 to support ISC retention. Since Wnt signaling is crucial for ISC maintenance in the intestinal crypt,^67^ we cultured highly Wnt-dependent LI human organoids under Wnt-depleted conditions. As expected for the LI organoids, the complete absence of Wnt drastically reduced the size and number of viable organoids after six days of culture compared with those in the Wnt-supplemented cultures (Fig. 6l, m). This decrease in organoid counts was partially reversed by IL-10 stimulation, either alone or in combination with IFNγ (Fig. 6m). However, IL-10 stimulation did not compensate for the reduced organoid size under Wnt-depleted conditions (Fig. 6l), which is consistent with our observation that the organoid size-promoting effects of cytokine stimulation are mediated primarily by IFNγ (Fig. 6a, b, f).

Overall, we conclude that IFNγ promotes organoid growth by enhancing epithelial proliferation but impairs the ISC pool. In contrast, IL-10 counterbalances this effect, preserves the ISC population, and independently supports the survival of highly stressed organoids, such as those cultured under Wnt-depleted conditions. To further investigate the latter, namely the role of IL-10 in supporting organoids under acute stress, we stimulated mechanically disrupted murine SI organoids immediately or, as in previous experiments, 90 min after passaging with IFNγ and/or IL-10 and determined the organoid engraftment rate (number of viable organoids grown). Immediate stimulation with IFNγ reduced the number of engrafted organoids, whereas IL-10 increased this number (Fig. 6n). Notably, under these conditions of acute injury, the negative impact of IFNγ could not be compensated for by co-administration with IL-10 (Fig. 6n). In contrast, delayed stimulation did not induce IFNγ-mediated toxicity but also failed to elicit the beneficial effects of IL-10 (Fig. 6n).

In summary, these results suggest that correctly timed and dosed IFNγ can drive epithelial proliferation and organoid growth. In this context, IL-10 prevents extensive epithelial proliferation and contributes to the maintenance of the ISC pool. The combination of both properties sustainably fosters organoid growth.

Finally, we aimed to confirm the role of IFNγ in epithelial proliferation during intestinal regeneration in vivo. To this end, we analyzed mice on day 7 after the start of irradiation, corresponding to the nadir of weight loss and the time point just before visible recovery began (Figs. 2f, 4j, k). Consistent with our conclusion that IFNγ drives epithelial proliferation, the number of Ki67⁺ proliferating cells in *Ifng*^*+/+*^ mice was greater than that in *Ifng*^*−/−*^ mice (Fig. 6o, p). As expected under these conditions, the abundance of Lgr5⁺ intestinal stem cells remained unchanged, suggesting that IFNγ-driven proliferation occurs without depletion of the ISC pool (Fig. 6q, r).

## Discussion

Excessive intestinal IFNγ^+^ T-cell activation is a hallmark of GVHD pathogenesis and drives other inflammatory intestinal diseases, such as immune checkpoint inhibitor-induced colitis.^68–70^ This may be explained by the capacity of IFNγ to kill ISCs via an on-target effect on IFNγR.^26,29,30^ Here, we discovered an additional regenerative function of IFNγ that becomes apparent in the context of simultaneous IL-10 activation (Fig. S8).

At the cellular level, we found that T_reg_ cells provide both signals (IL-10 and IFNγ) for intestinal regeneration. While IL-10 is an established key cytokine of T_reg_ cell biology, IFNγ-producing T_reg_ cells are less well characterized.^4,8,71,72^ Here, we demonstrate that IFNγ-producing T_reg_ cells (i) promote murine and human organoid regeneration in vitro, (ii) invade the intestinal epithelium almost exclusively after tissue injury in mice, and (iii) locate in close proximity to the epithelial cell layer of mucosal biopsies from allo-HSCT patients but not in healthy controls. The functional relevance of IFNγ^+^ T_reg_ cells is supported by a previous study demonstrating that IFNγ expression by T_reg_ cells is essential for the prevention of murine GVHD.^55^ Our data demonstrate that T_reg_ cells predominantly express IFNγ after adapting to intestinal tissue injury, suggesting the existence of mechanisms that cause intestinal T_reg_ cells to acquire this regenerative function. However, IFNγ produced by T_conv_ cells can contribute to intestinal repair by acting in synergy with IL-10-producing T_reg_ cells. Similarly, a recent study reported that IFNγ produced by CD8^+^ T cells stimulates the growth of bile duct organoids.^73^

At the level of cytokine signaling, the prominent role of IFNγ as a driver of intestinal epithelial regeneration is unexpected,^26,29^ in contrast with the established contribution of IL-10 to the prevention of inflammatory bowel disease.^74–78^ However, unlike the immunomodulatory function of IL-10, which may support intestinal repair through indirect mechanisms (such as reduced damage), its direct effects on the intestinal epithelium are poorly understood.^74–78^ Our results revealed distinct growth factor-like properties of both cytokines, which, when combined, potently promoted organoid growth. Consistently, previous reports have shown that IFNγ mediates IL-10 receptor induction in epithelial cells, suggesting possible interactions.^79^ In line with these findings, dual impairment of IL-10 and IFNγ signaling in vivo significantly aggravated intestinal tissue injury and resulted in markedly prolonged weight loss following injury in vivo and promoted regeneration of the ISC compartment in vitro. While it is known that high doses of IFNγ are toxic,^26,29^ we discovered that even lower levels of IFNγ can be detrimental to the injured ISC compartment (e.g., after mechanical destruction) but strongly promote the proliferation and growth of established organoids, even compensating for EGF depletion. This observation aligns with emerging evidence that IFNs drive intestinal stem cell proliferation in models of intestinal injury.^80,81^ In contrast, IL-10 ensures protection of the ISC niche after injury but is not sufficient to induce cell cycling, which is consistent with previous reports identifying IL-10 as a key factor in maintaining the ISC pool.^27^ Building on the established knowledge that Wnt stimulation markedly improves organoid formation,^82^ we found that IL-10 compensates for Wnt depletion. However, organoid growth remains highly dependent on Wnt signaling, and even combined IFNγ and IL-10 stimulation only partially compensates for Wnt-depleted culture conditions. Both EGF and Wnt can be provided by Paneth cells, which are often reduced upon intestinal injury, correlating with GVHD-related mortality.^20,83,84^ We conclude that the reduction in the number of growth factor-producing bystander cells after injury can—at least in part—be compensated for by combined IL-10 and IFNγ signaling. Taken together, our data support the concept that inflammatory cytokine signaling can serve a bridging function during tissue injury to temporarily ensure regeneration, which may be particularly important under conditions of limited growth factor availability. However, further studies are needed to explore in more detail how these cytokines influence signal transduction in different epithelial cell types and how their activation converges with growth factor signaling. In summary, we suggest a bivalent, dose-, timing- and context-dependent (presence or absence of IL-10) model of epithelial IFNγR signaling that can result in cell death but also favors regeneration.

At the molecular level, concurrent IFNγ/IL-10 stimulation or co-culture of T_reg_ cells with intestinal organoids promotes regenerative stimuli via mTORC1 and *Myc* signaling, particularly in ISCs and undifferentiated progenitor cells, as our results suggest. This finding is in line with the established role of *Myc* in regulating the epithelial cell cycle and differentiation, as well as emerging evidence that the IFNγ-STAT1-Myc axis promotes intestinal epithelial proliferation in allo-BMT models.^81,85^ Consistently, we observed that the activation of IFNγR on intestinal epithelial cells strongly promoted epithelial proliferation. The proposed pro-regenerative function of mTORC1 is in line with previous reports showing that its activation is critical for compensating for damage after radiation or heat exposure.^86–88^ Along these lines, mTORC1 activation has been linked to different aspects of stem cell renewal and proliferation.^89^ However, mTOR hyperactivation in intestinal epithelial cells can also trigger necroptosis, intestinal inflammation, barrier dysfunction and cancer.^90^ Moreover, IFNγ/mTORC1 signaling controls cell death of both undifferentiated (e.g., ISC) and differentiated intestinal epithelial cells (e.g., Paneth cells).^27,29,42^ Thus, the signaling strength of the mTOR pathway and/or co-activated pathways may tip the balance between tissue damage and regeneration. Our results refine this concept by demonstrating that IFNγ/mTORC1 activation stimulates ISC-mediated growth and repair in the presence of IL-10. Although we observed the most potent mTORC1 activation in ISCs and TA cells and no activation in differentiated bystander cells such as Paneth cells, we cannot formally exclude that its activation in differentiated enterocytes may contribute to enhanced epithelial regeneration. Nonetheless, it is reasonable to assume that ISCs and TA cells are particularly responsive to T_reg_ cell or IFNγ/IL-10 stimulation, which is further supported by our clustering of single cells obtained via scRNA-seq. The stronger shift observed for less differentiated cells than for differentiated cells upon stimulation reflects a more substantial change in gene expression patterns.

Our general conclusion that T_reg_ cells promote intestinal regeneration is based on research accomplishments of the last two decades. However, T_reg_ cell-mediated tissue protection is often explained by tolerance-inducing and immunosuppressive functions, which restrict inflammation and thus create a favorable environment for regeneration.^4^ Yet, direct links between T_reg_ cells and tissue repair remain scarce.^13,91,92^ Only a few landmark studies have shown that T_reg_ cells are able to directly induce regeneration via the release of amphiregulin or jagged 1.^7,11,12^ In the context of intestinal damage induced by allo-HSCT, T_reg_ cells were shown to restrain donor T_conv_ cell activation and proliferation in lymphoid organs and thus reduce damage to the gut.^4,70^ However, beyond this effect, the transfer of T_reg_ cells results in enhanced signs of intestinal regeneration after allo-BMT.^93^ Additionally, T_reg_ cells can increase ISC stemness, help maintain the ISC niche in vivo, and foster intestinal regeneration via IL-10 activation during helminth and bacterial infections.^27^

Our findings have translational implications. Using ruxolitinib to treat GVHD in mice, we were able to increase the proportion of intestinal epithelial T_reg_ cells, which was accompanied by enhanced regeneration of the ISC compartment. This finding is in line with our previous report of improved T_reg_ cell differentiation in ruxolitinib-treated mice after allo-BMT.^59^ Ruxolitinib is a JAK1/2 inhibitor that inhibits IFNγR/IL-10 R signaling, which may be incompatible with cytokine-mediated epithelial regeneration. However, therapeutic JAK inhibition in vivo most likely does not completely block epithelial cytokine signaling. Consistent with these findings, ruxolitinib showed the greatest potential to promote intestinal regeneration in mice transplanted with high numbers of allogeneic T cells and presumably potent residual IFNγ activation. We hypothesize that enhanced ruxolitinib-promoted epithelial T_reg_ infiltration paves the way for optimal regenerative responses.

The implications of our findings extend beyond T-cell-mediated diseases, as (i) mice with impaired IFNγ or IL-10 signaling exhibited delayed intestinal regeneration following abdominal irradiation, resulting in severe defects in the context of combined deficiency. Moreover, (ii) T_reg_ cells and IFNγ/IL-10 stimulation promoted the growth of intestinal organoids after irradiation as well. Notably, a previous report revealed that the treatment of mice with recombinant IFNγ prior to total body irradiation resulted in aggravated intestinal injury.^26^ Taken together, these findings i) broaden the proposed regenerative mechanisms of IFNγ/IL-10 to non-immune cell-mediated forms of tissue damage and ii) highlight context-dependent functions on the basis of timing, signaling strength and concurrent factors.

Our study has several limitations. Thus, we provide several lines of evidence that IFNγ and IL-10 are critical for promoting intestinal regeneration and that T_reg_ cells are able to provide both signals. However, to what extent other cellular sources of IFNγ and/or IL-10 contribute to intestinal regeneration by stimulating the same epithelial pathways currently remains unclear. While we provide data that T_conv_ cell-derived IFNγ is critical for restoring epithelial barrier function in vivo, we can only speculate about possible non-T_reg_ cell-derived sources of IL-10 (e.g., B cells, type 2 T helper cells, and macrophages). Importantly, we found that rIFNγ/rIL-10 stimulation promoted epithelial regeneration, which was completely independent of the cellular source. Our model suggests that appropriately timed and dosed IFNγ signaling, particularly in combination with IL-10, supports epithelial regeneration. The cellular sources of these cytokines are likely context-dependent and may vary across disease settings. While our data indicate that T_reg_ cells are capable of providing both IFNγ and IL-10, they are unlikely to be the sole contributors to this regenerative pathway. Further studies are needed to elucidate how IFNγ receptor activation can be precisely regulated to promote tissue repair while minimizing the risk of epithelial toxicity. Finally, we propose a model in which ruxolitinib promotes enhanced intestinal T_reg_ cell differentiation and thereby facilitates tissue repair; however, the broader immunomodulatory effects of JAK1/2 inhibition should be carefully considered when interpreting the corresponding experimental outcomes.

In conclusion, our study provides a new perspective on how the ISC niche responds to immune or non-immune cell-mediated injuries and integrates different cytokine signals to direct the fate of the intestinal epithelium toward tissue destruction or regeneration. While high-dose IFNγ or immediate IFNγ activation during injury is invariably toxic, low-dose IFNγ combined with IL-10 stimulation has a marked stimulatory effect on repair. Tissue-infiltrating T_reg_ cells can simultaneously provide both cytokines to achieve this favorable effect.

## Methods

### Human studies

Human studies were approved by the local authorities (Ethics Commission of the Technical University of Munich, School of Medicine, study number 458/17 S and the Ethics Commission of the University of Regensburg 14-101-0047). These studies included male and female patients regardless of sex.

### Mice

The animals were housed in specific pathogen-free (SPF) animal research facilities and were monitored for pathogens according to FELASA recommendations. The animal studies were approved by the local regulatory authorities. C57BL/6 J (H-2kb) and BALB/c (H-2kd) mice were purchased from Janvier Labs (France). Male or female mice were between 6 and 12 weeks of age at the onset of the experiments. IFNγ-deficient mice (*Ifng*^*−/−*^*)* (C57BL/6 J) and IFNγ receptor-deficient mice (*Ifngr1*^*−/−*^*)* have been described previously.^94,95^ FoxP3-EGFP mice were kindly provided by Bernard Malissen and have been described previously.^96^ Lgr5-GFP C57BL/6 J mice were obtained from Jackson Laboratory (RRID:IMSR_JAX:008875). The transgenic mice were co-housed with age- and sex-matched WT controls after weaning for a period of 4–6 weeks before starting *the* in vivo experiments.

### Induction of GVHD after allo-BMT and treatment with ruxolitinib

Induction of GVHD after allo-BMT with myeloablative TBI in a major mismatch (H-2kd/ H-2 kb) GVHD mouse model was performed as previously described.^97^ Treatment with ruxolitinib was performed as previously described.^59^ Briefly, BALB/c recipients were intravenously injected with 5 × 10^6^ allogeneic (C57BL/6 J donor mice) T-cell-depleted BM cells directly after myeloablative TBI with 2 × 4.5 Gy (medium dose). In some experiments, the mice received 2 × 4.0 Gy (low dose) or 2 × 5.0–5.5 Gy (high dose). Co-transplantation of allogeneic T cells was typically performed with 0.5 × 10^6^ purified allogeneic donor T cells (medium dose). In some experiments, the mice received 0.1 (low dose) or 1.5–2.5 × 10^6 ^T cells (high dose), as indicated in the figure legends. Details are described in the Supplementary Materials.

### Crypt isolation

The isolation of intestinal epithelial crypts was performed as previously described.^24^ Briefly, small intestines were cut longitudinally, washed and incubated in 10 mM ethylenediamine-tetraacetic acid (EDTA) for 25 min (4 °C) to dissociate the crypts. The supernatant containing the crypts was collected.

### Murine organoid culture (generation of organoids for further experiments)

Crypts were suspended in liquefied growth factor-reduced Matrigel (Corning) (33% ENR-medium or PBS; 66% growth factor-reduced Matrigel) at 4°C and plated in delta-surface Nunc 24-well plates in 30 μL drops, each containing approximately 200 crypts. After the Matrigel drops were polymerized, 500 µL of complete crypt culture medium was added to the small intestine crypt cultures. ENR medium was prepared as follows: advanced DMEM/F12 (Life Technologies), 2 mM L-glutamine (Sigma), 10 mM HEPES (Life Technologies), 100 U/mL penicillin, 100 μg/mL streptomycin (Life Technologies), 1.25 mM N-acetyl cysteine (Sigma), 1x B27 supplement (Life Technologies), 1x N2 supplement (Life Technologies), 50 ng/mL mEGF (PeproTech), 100 ng/mL rec. mNoggin (Peprotech), and 10% human R-spondin-1-conditioned medium from hR spondin-1-transfected HEK 293 T cells. All the plates were incubated at 37 °C / 5% CO_2_ and the medium was replaced every 2–3 days. After 7 days, the organoids were passaged via mechanical disruption with a 5-mL syringe and an 18-G needle.

### Ex vivo murine organoid culture (assessment of ex vivo organoid regeneration)

The isolation of murine small intestinal crypts was carried out as described above (section “Murine Organoid Culture”). Crypts were isolated on day 7 after allo-BMT during acute intestinal tissue injury and counted, and organoid culture was started with a defined number of crypts (*n* = 200/drop). At least two drops per mouse were generated (technical replicates). The number of viable organoids was counted on day 3 after seeding, divided by the number of crypts used, and reported in the figures as a percentage of initial crypts (x/200 × 100%). Figure S1f illustrates the experimental setup.

### Human organoid culture

For human organoids, healthy tissue from colon resections of colorectal cancer patients was used. The experiments were performed in a similar manner to the murine experiments but used specific human culture conditions, which are described in detail in the Supplementary Materials.

### Co-culture of organoids and allogeneic T cells

PBMCs from healthy human donors were isolated with Biocoll cell separation solution. T_reg_ cells were then isolated from PBMCs via the CD4^+^CD25^+^ Regulatory T Cell Isolation Kit (Miltenyi Biotec) according to the manufacturer’s protocol. Murine T cells were isolated from C57Bl6/J (*Ifng*^+/+^ or *Ifng*^−/−^) splenocytes with a CD4^+^CD25^+^ Regulatory T-Cell Isolation Kit (Miltenyi Biotec) according to the manufacturer’s protocol. CD4^+^CD25^+^ cells were used as T_reg_ cells, and CD4^+^CD25^-^ cells were used as conventional T cells. For co-culture, species-matched allogeneic T cells were added to passaged human organoids or passaged BALB/c small intestinal organoids with either human IL-2 (30 U/mL, Peprotec) and Dynabeads human T-activator CD3/CD28 (Thermo Fisher, 2 µL per well) or murine IL-2 (30 U/mL, Peprotec) and Dynabeads murine T-activator CD3/CD28 (Thermo Fisher, 2 µL per well). To prevent direct contact between the organoids and T cells, the plates were slightly tilted with the organoid drop above the T cells. T cells were added at the concentrations indicated in the figure legends. Blocking antibodies (InVivoMAb anti-mouse IL-10R (CD210), InVivoMAb anti-mouse IFNγ, InVivoMAb anti-human IFNγ, all Bioxcell) were added at a concentration of 10 µg/mL at the onset of the co-culture. Recombinant IFNγ (recombinant murine IFNγ, Peprotec) was added at the onset of the indicated co-cultures with IFNγ^−/−^ T_reg_ cells at a concentration of 0.25 ng/mL. After 4 days, the T cells were removed. Images for size determination were taken on day 6, and the size of the organoid area was analyzed in a blinded fashion via the ImageJ-based software Fiji. The organoids were passaged after 7 days and counted on day 3 after passage.

### Stimulation of intestinal organoids

For cytokine stimulation, human or murine organoids were seeded. After 24 h, 0.25 ng/mL or 5 ng/mL recombinant IFNγ (recombinant murine IFNγ or recombinant human IFNγ, both from Peprotec), 10 ng/mL recombinant IL-10 (recombinant human IL-10 or recombinant murine IL-10, both from Peprotec) or a combination of both were added to the culture. The concentrations used are based on the literature for IL-10 and on our own results for IFNγ (Fig. S4a).^27^ The mTOR inhibitor rapamycin (1 µg/mL, InvivoGen) or the c-myc inhibitor 10058-F4 (100 µM/mL, Sigma‒Aldrich) was added 6 h after organoid seeding. The cytokines and inhibitors were removed after 4 days. Images for size determination were taken on day 6, and the area of the organoids was analyzed in a blinded fashion via the ImageJ-based software Fiji. The organoids were passaged after 7 days and counted on day 3 after passage.

For organoid stimulation over several passages, the organoids were passaged, and their number after disruption was evaluated. These numbers were then used to calculate relative organoid growth. Afterward, the organoids from all the conditions were reseeded at a density of 80 organoids per well or at the highest possible density if organoid growth was compromised due to the culture conditions.

### Organoid engraftment experiments

Organoids were cultured and passaged as described above (murine organoid culture). After mechanical disruption of the grown organoids, the newly seeded cells were directly stimulated with 0.25 ng/mL rIFNγ and/or 10 ng/mL rIL-10.

### Abdominal irradiation

Specific anatomic regions of the mice were irradiated as previously described.^98^ Details are described in the Supplementary Materials.

### Irradiation of intestinal organoids and co-culture with T_reg_ cells or cytokine stimulation

Intestinal organoids were cultured and passaged as described above and irradiated via previously described techniques.^99^

### Statistical analysis

GraphPad Prism was used for statistical analysis. The statistical tests used for all individual experiments are indicated in the figure legends. Survival was analyzed via the log-rank test. A normal distribution was assumed, and differences between the means of two experimental groups were analyzed via an unpaired t-test. Two-sided tests were used. In specific cases, as indicated in the figure legends, one-tailed t tests were applied when the experimental design was based on prior results and conclusions that justified a directional hypothesis (explanations are provided in the corresponding figure legends). We did not assume a normal distribution in ex vivo organoid cultures or ex vivo scRNA analyses, which clearly revealed non-normally distributed patterns, and the Mann–Whitney U test and Kruskal‒Wallis test were used. We used ordinary one-way ANOVA and the Kruskal‒Wallis test for multiple comparisons and performed Dunnett’s test for multiple-test corrections. Multiple testing corrections were omitted in individual experiments that consisted of multiple previously investigated experimental conditions. P values are shown in the figures. Further details, including the statistical and methodological details of the scRNA-Seq and bulk tissue RNA-Seq analyses, are provided in the Supplementary Materials. The numbers of animals per group (n) and/or number of co-culture experiments (n) are depicted in the figures. We did not perform a sample size calculation prior to initiating the experiments but instead determined group sizes on the basis of published literature and our previous experience with similar experimental setups in animal research.

## Supplementary information

Supplementary Materials

Table S1

Table S2

Table S3

## Data Availability

All sequencing data are publicly available at the time of publication. Single-cell RNA-Seq data from murine organoids were deposited at the Gene Expression Omnibus (GEO) (accession number: GSE252335). The scripts used for scRNA-Seq analysis have been deposited on GitHub (https://github.com/lit-regensburg/scRNA_intest_org_co-culture/). RNA-Seq. Data from bulk murine tissue were deposited at the European Nucleotide Archive (ENA) (accession number PRJEB71507). The processed RNA-sequencing data and lists of differentially expressed genes are available in the Supplementary Materials (Tables S1–S3). This publication includes additional analysis of scRNA-Seq data of human samples that were previously described^62^ and were deposited at GEO (accession number: GSE234357) and previously described^60^ murine data (GEO accession number: GSE223798). Any additional information is available from the corresponding authors upon reasonable request.

# Supplementary material for: Tissue-adapted Tregs harness inflammatory signals to promote intestinal repair from therapy-related injury
**Source:** Signal Transduct Target Ther. 2025 Nov 26;10:384. doi: 10.1038/s41392-025-02476-5
**Supplement:** Supplementary file 1 — Supplementary Materials

# Supplementary Materials for

## Tissue-adapted Tregs harness inflammatory signals to promote intestinal repair from therapy-related injury

Julius C Fischer\*, Sascha Göttert, Maximilian Giller, Paul Heinrich, Kaiji Fan, Omer Khalid, Caroline N Walther, Maria Drießlein, Sophie M Nefzger, Gabriel Eisenkolb, Vincent R Timnik, Sebastian Jarosch, Lena Klostermeier, Thomas Engleitner, Nicholas Strieder, Claudia Gebhard, Sarah Diederich, Nicole A Schmid, Laura Lansink Rotgerink, Laura Joachim, Sakhila Ghimire, Eva Vonbrunn, Maike Büttner-Herold, Marianne Remke, Katja Steiger, Rupert Öllinger, Roland Rad, Daniel Wolff, Markus Feuerer, Petra Hoffmann, Matthias Edinger, Michael Rehli, Markus Tschurtschenthaler, Oliver Kepp, Guido Kroemer, Erik Thiele Orberg, Stephanie E Combs, Wolfgang Herr, Florian Bassermann, Dirk H Busch, Ernst Holler, Simon Heidegger and Hendrik Poeck\*

### **This PDF file includes:**

- I. Material and Methods
- II. Supplementary Figures S1-S8
- III. Table S4 (Antibodies)
- IV. References of Supplementary Materials

### **Other Supplementary Materials for this manuscript include the following:**

Table S1-S3 (Excel files)

## **I. Material and Methods**

### **Induction of GVHD after allo-BMT and treatment with ruxolitinib**

Induction of GVHD after allo-BMT with myeloablative TBI using major mismatch (H-2kd/H-2kb) GVHD mouse models was performed as previously described <sup>1</sup>. Treatment with ruxolitinib was performed as previously described <sup>2</sup>. Briefly, Balb/c recipients were intravenously injected with  $5 \times 10^6$  allogeneic (C57BL/6J donor mice) T cell-depleted BM cells (TCD-BM) directly after myeloablative TBI with 2 x 4.5 Gy (medium dose). In some experiment, mice received 2 x 4.0 Gy (low dose) or 2 x 5.0-5.5 Gy (high dose) as indicated in the figure legends. Radiation was performed using the Gulmay RS225A irradiation device (Gulmay Medical, Camberley, UK) at a dose rate of 0.95 Gy/min (15 mA, 200 keV). Co-transplantation of allogeneic T cells was typically done with  $0.5 \times 10^6$  C57BL/6J purified donor T cells (medium dose). In some experiment mice received  $0.1$  (low dose),  $1.5 - 2.5 \times 10^6$  T cells respectively (high dose), as indicated in the figure legends. Donor T cells were isolated from pooled spleens of naïve C57BL/6J mice using a mixture of CD4 and CD8 MicroBeads (Order No: 130-117-043 and 130-117-044, Miltenyi Biotec). Bone marrow cells were isolated from naïve C57BL/6J mice and TCD was performed using CD90.2 MicroBeads (Order No: 130-121-278, Miltenyi Biotec). Individual experiments were performed with transplantations of BM and  $T_{conv}$  cells ( $75-100 \times 10^3 CD4^+ CD25^- + 75-100 \times 10^3 CD8^+ T$  cells)  $\pm$  co-transfer of  $150 \times 10^3 T_{reg}$  cells ( $CD4^+ CD25^+$ ). Cells were isolated using the Regulatory T Cell Isolation Kit (Miltenyi Biotec) according to the manufacturer's protocol and CD8 MicroBeads as described above. Weight loss was monitored at least once per week after allo-BMT. Mice received ruxolitinib (30 mg/kg body weight, purchased from Novartis under the brand name Jakavi®) dissolved in PEG300/dextrose 5% in a 1:3 ratio (PEG/dextrose) by oral gavage twice daily, starting from day -1 prior allo-BMT until the day before analysis.

### **Abdominal irradiation**

Specific anatomic regions of mice were irradiated as previously described <sup>3</sup>. Mice were

anesthetized with an intraperitoneal injection of medetomidin (0.5 mg/kg), midazolam (5 mg/kg), and fentanyl (0.05 mg/kg) and were fixed on their back on a plastic disc before irradiation. The entire abdominal area from the costal arch to the pelvis of the mice was then irradiated on 5 consecutive days (4.5 Gy per day, cumulative dose of 22.5 Gy) using the CIX2 irradiation device (Xstrahl). Lead plates (9 mm in total) were used to shield the rest of the body from radiation. Control mice were also anesthetized but did not receive irradiation.

### **Irradiation of intestinal organoids and co-culture with T<sub>reg</sub> cells or cytokine stimulation**

Intestinal organoids were cultured and passaged as described above and irradiated using techniques as previously described <sup>4</sup>. Organoids were irradiated with 2 or 4 Gy dose of radiation using a Faxitron Cabinet X-ray System. Directly after irradiation, organoids were co-cultured with 100 x 10<sup>3</sup> syngeneic CD25<sup>+</sup> CD4<sup>+</sup> T<sub>reg</sub> cells isolated as described above. Alternatively, organoids were stimulated with indicated cytokines after irradiation (0,25ng/mL recombinant murine IFN $\gamma$ ; 10ng/mL recombinant murine IL-10, both Peprotec). Cytokines or immune cells were removed after 4 days.

### **Human organoid culture**

For human organoids, healthy tissue of colon resections of colorectal cancer patients was used. The tissue was cut in 5 mm pieces and incubated twice for 15 minutes in PBS + 30 mM EDTA. After washing with PBS, crypts were isolated by forcefully shaking for 30 seconds followed by 5-minute incubation on ice. This step was repeated four times. Afterwards crypts were strained through a 100  $\mu$ m and a 80  $\mu$ m strainer, embedded in Matrigel with 300 crypts per 50  $\mu$ L drop and cultured in human organoid media [DMEM/F-12 (ThermoFisher), 10 mM HEPES, 2 mM L-Glutamin, 100 ng/mL human Noggin (Peprotec), 10 % human R-spondin conditioned media, 100 ng/mL murine Wnt3A (Peprotec), B27 supplement (Gibco), 1,25 mM N-Acetylcystein, 10mM Nicotinamid (Sigma), 50 ng/mL human EGF (Peprotec), 15 mM SB202190 (Sigma), 500 nM A83-01 (Sigma), antibiotic antimycotic solution (Sigma), 100  $\mu$ g/mL Normocin (InvivoGen) and 10  $\mu$ M Y-27632 (Sigma, only after seeding or passaging)].

The media was changed every 3 days and organoids passaged after 7 days. For experiments, established organoids were used from passages three and onwards.

For some experiments, human organoids were passaged by digestion to single cells. Therefore, organoids were incubated with TrypleE Express (Gibco) for 25 minutes at 37°C. Afterwards organoids were dissociated by pipetting and passed through a 30µm strainer. Cells were then seeded in a density of 2500 cell/drop. In case of organoid stimulation experiments, cell counts were adjusted to 2500 cell/drop in control groups. In these experiments organoid size on day 6 and organoid counts after passage were determined by automated counting using the Incucyte SX5 (Sartorius).

### **FITC Dextran *in vivo* permeability assay**

Experiments were performed as previously described <sup>1</sup>. Mice were kept without food and water for 6-8 h. Then, FITC-dextran (#FD4-1G, Sigma) was administered by oral gavage at a concentration of 75 mg/mL in water (750 mg/kg). 4 h later, plasma was collected from peripheral blood (8,800 rcf, 10 min), then mixed 1:1 with PBS and analyzed on a plate reader for FITC fluorescence signal at 490 nm excitation wavelength and 525 nm emission wavelength using the Varioskan™ LUX multimode microplate reader (Thermo Scientific).

### **Leukocyte isolation from intestinal epithelium and lamina propria**

Isolation was performed similarly to previously described experiments <sup>1,5</sup>. Colon and/or ileum (defined as distal 1/3 of small intestine) were flushed with cold PBS and cut into 2 cm pieces. Longitudinally opened intestines were washed and then incubated with HBSS solution containing 2 mM EDTA, 10 mM HEPES, 5% FCS (Hyclone), 1% Penicillin-Streptomycin, 1% L-Glutamine and 1 mM DTT (all Sigma-Aldrich). After incubation on a shaker (200 rpm) at 37 °C for 15 min, tissues were washed and filtered through a 100 µm strainer (BD 352360), and flow through including the intraepithelial leukocytes (IEL) was placed on ice for 45 min. Next, intestines were incubated for 45 min in Hanks' Balanced Salt Solution (HBSS)<sup>+Ca/+Mg</sup> supplemented with FCS (10%), Collagenase II (200 U/mL; Worthington) on a shaker at 37 °C.

Alternatively, digestion was performed with Liberase (400 U/mL) and DNase1 (0.1 mg/mL) (Roche Diagnostics, Indianapolis, IN). Cells in suspension were filtered through a 100 µm strainer. LPL and IEL were purified on a 40/80% Percoll gradient (GE Healthcare Life Science, Pittsburgh, PA).

### **Flow cytometry**

For intracellular cytokine staining, cells were stimulated for 3-4h with eBioscience™ Cell Stimulation Cocktail (plus protein transport inhibitors) (#00-4975-93). Single cell suspensions were stained with Live/Dead Yellow (Life Technologies, Grand Island, NY) and antibodies (Table S4) followed by fixation/permeabilization (Cytofix/Cytoperm, BD) and intracellular staining. Flow cytometry was performed using a Fortessa cytometer (BD) or CytoFLEX (Beckman Coulter) and data were analyzed with FlowJo 10 software (BD). *Ex vivo* analyses of very small cell populations (in particular large intestinal epithelial T cells) were whenever possible performed as soon as at least 100 live CD4<sup>+</sup> cells and 10 live CD4<sup>+</sup> Foxp3<sup>+</sup> cells were identified. For ISC proliferation, small intestinal organoids derived from Lgr5-GFP reporter mice and the Click-iT™ Plus EdU Alexa Fluor™ 647 (Thermo Fisher) were used. Organoids were incubated with EdU for 1h and stained according to manufacturer's instructions.

### **Cytokine measurement in supernatants**

Detection of IFNγ in the supernatant of organoid cultures was performed using the LEGENDplex™ Mouse Inflammation Panel (13-plex, with V-bottom plates) according to the manufacturer's instructions.

### **Cell Sorting**

For FACS purified T<sub>reg</sub> cell cultures, splenic CD25<sup>+</sup> cells from FoxP3-GFP reporter mice were enriched with anti-CD25-PE antibodies and anti-PE microbeads (Miltenyi Biotec), and were

then stained for CD4. T<sub>reg</sub> cells were sorted on a FACS-ARIA II (BD Bioscience) as CD4<sup>+</sup>CD25<sup>high</sup>FoxP3-GFP<sup>+</sup>. T<sub>reg</sub> cell purity was >98%.

Single cell suspensions of small intestinal organoids were generated by removing organoids from the culture with PBS and digestion with TrypleE Express for 10 minutes at 37°C. Single cells were passed through a 100µm strainer, washed and stained with EpCAM-BUV395 (BD Bioscience) and respective hashing antibody (TotalSeq-B0301-306 anti-mouse Hashtag 1-6 Antibody, Biolegend). Live/dead staining was performed immediately before sorting by adding propidium iodide. Single cells were sorted as live/dead<sup>-</sup>EpCAM<sup>+</sup> cells.

### **Histological sample preparation**

Mouse tissues were fixed in 10% (v/v) neutral-buffered formalin solution for a minimum of 48 h, dehydrated under standard conditions (Leica ASP300S, Wetzlar, Germany) and were embedded in paraffin. Serial 2 µm-thin sections prepared with a rotary microtome (HM355S, Thermo Fisher Scientific, Waltham, USA) were collected and subjected to histological and immunohistochemical analysis. Hematoxylin-Eosin (H.-E.) staining was performed on deparaffinized sections with Eosin and Mayer's hemalum solution according to the standard protocol.

### **Immunohistochemistry**

Immunohistochemistry was performed using a BondMax RXm system (Leica, Wetzlar, Germany, all reagents from Leica) with a primary antibody against CD3 (clone SP7, Cl 597C01, DCS, Hamburg, Germany). In brief, slides were deparaffinized using deparaffinization solution, pretreated with Epitope retrieval solution 1 (corresponding to citrate buffer pH 6) for 30 minutes. Antibody binding was detected with a polymer refine detection kit without post-primary reagent and visualized with DAB as a dark brown precipitate. Counterstaining was done with hematoxyline. Stained slides were scanned with an automated slide scanner (Leica Biosystems, Wetzlar, Germany, AT-2) and visually analyzed using the Aperio Imagescope software (version 12.3, Leica Biosystems, Wetzlar, Germany). The degree of CD3<sup>+</sup> T-cell

infiltration was examined in a blinded fashion by an experienced pathologist. The degree of epithelial T cell infiltration was assessed by counting the number of infiltrating CD3<sup>+</sup> cells (intraepithelial lymphocytes) in 5 low power fields (20x magnification on scanned specimens) and calculating the average number of infiltrating cells for each specimen.

Ki67 staining was performed using a primary antibody against Ki67 (rat, clone TEC-3), a secondary anti-rat antibody (Vector, clone U0729, order no. BA-4001), and the VECTASTAIN® Elite® ABC-HRP Kit. Scanned slides were analyzed in a blinded fashion using Qupath (version 0.6.0; Open source software for digital pathology image analysis) <sup>6</sup>. Properly orientated and cut crypts of the small intestine were selected manually. Ki67<sup>+</sup> cells were annotated and the absolute amount of Ki67<sup>+</sup> cells per crypt was assessed.

### **In situ hybridization**

For detection of Lgr5 expression in FFPE mouse tissue, in situ hybridization (ISH) was performed using RNAscope® 2.5 HD Reagent Kit-BROWN (322300; ACD, Hayward, CA, USA) with the RNAscope® Probe- Mm-Lgr5 (312171; ACD) specific for Lgr5 RNA in mouse. Tissue sections of 4 µm thickness were deparaffinized in xylene and ethanol and blocked with peroxidase (10 min). Slides were boiled in kit-provided antigen retrieval buffer at 95°C for 15 minutes and digested afterwards with protease at 40°C for 30 minutes. For hybridization tissue sections were incubated with the target probe in the HybEZ hybridization oven (ACD) at 40°C for 2 hours. Pre-amplification and amplification steps were conducted using kit-provided reagents according to the manufacturer's recommendations. For signal detection sections were incubated with the BROWN Reagent for 10 minutes at room temperature followed by counterstaining with hematoxylin, dehydration in ethanol and xylene and mounting with a xylene-based mounting medium. Scanned slides were analyzed in a blinded fashion using Qupath (version 0.6.0; Open source software for digital pathology image analysis)<sup>6</sup>. Crypts of the small intestine were selected as described above and cells were classified as Lgr5<sup>+</sup> in case of a distinguishable enhanced expression in comparison to unspecific background stainings.

## **RNA sequencing of bulk murine tissue**

RNA isolation: RNA was isolated from bulk tissue homogenates, which were prepared as follows: 1 cm of small intestine was flushed, and longitudinally slit pieces were frozen in 500  $\mu$ L TRIzol (ambion) reagent using liquid nitrogen. After thawing, samples were homogenized using 5 mm stainless steel beads in a Tissue lyser II (Qiagen) for 1 min with 30 Hz (1800 oscillations/minute). Total RNA was isolated and used for RNA sequencing.

RNA sequencing: Library preparation for bulk 3'-sequencing of poly(A)-RNA was done as described previously<sup>7</sup>. Briefly, barcoded cDNA of each sample was generated with a Maxima RT polymerase (ThermoFisher) using oligo-dT primer containing barcodes, unique molecular identifiers (UMIs) and an adapter. 5' ends of the cDNAs were extended by a template switch oligo (TSO) and after pooling of all samples, full-length cDNA was amplified with primers binding to the TSO-site and the adapter. cDNA was tagmented with the Nextera XT kit (Illumina) and 3'-end-fragments finally amplified using primers with Illumina P5 and P7 overhangs. The library was sequenced on a NextSeq 500 (Illumina) with 16 cycles for the barcodes and UMIs in read1 and 65 cycles for the cDNA in read2.

Analysis of RNA sequencing: Gencode gene annotations version M18 and the mouse reference genome major release GRCm38 were derived from the Gencode homepage (<https://www.gencodegenes.org/>). Dropseq tools v1.12<sup>8</sup> was used for mapping the raw sequencing data to the reference genome. The resulting UMI filtered count matrix was imported into R v3.4.4. Prefiltering the data was performed by calculating the median gene expression within each experimental condition. Genes having a groupwise median below 3 reads in at least 2 experimental conditions were filtered out. Prior differential expression analysis with Limma v3.40.6<sup>9</sup>, sample specific weights were estimated and used as coefficients alongside the T cell dosages as covariate during model fitting with Voom. The t-test was used for determining differentially regulated genes between all possible experimental groups. A gene was determined to be differentially regulated if the adjusted p-value was below 0.05. Gene set enrichment analysis was conducted with the preranked GSEA method<sup>10</sup> within the MSigDB Reactome, KEGG and Hallmark databases (v7.2). Genes were ranked according

to their respective log2 fold change. A pathway was considered to be significantly associated with an experimental condition at an alpha level of 0.05. Genes that contribute most to the GSEA Enrichment Score for selected and significantly associated pathways for the comparison of the conditions  $0.1 \times 10^6$  T cells vs.  $2.5 \times 10^6$  T-Cell are visualized as Heatmap including all experimental conditions.

### **Single cell RNA sequencing of human samples**

Single cell extraction from human gut biopsies: Biopsies were transferred into pre-warmed (37°C) HBSS (Hank's Balanced Salt Solution w/o  $Mg^{2+}/Ca^{2+}$ ) as soon as possible after resection. Tissue pieces were disrupted mechanically, transferred into 5 mL of digestion buffer (25 mM HEPES, 0,1 % Collagenase IV, in HBSS w/o  $Ca^{2+}/Mg^{2+}$ ), vortexed and digested in a thermo shaker (30 min, 37°C, 220 rpm, vortexed after 15 min). The resulting suspension was filtered using a 100  $\mu$ m nylon-mesh into a 50 mL Falcon-tube, and the digestion was stopped by addition of 40 mL wash-buffer (RPMI1640, 10 % FCS, 25mM HEPES). Centrifugation (470x g, RT) was followed by another washing step with wash buffer, before the cells were resuspended in 250  $\mu$ L freezing buffer (FCS, 10% DMSO) and frozen at -80°C (-1°C/min).

Thawing and sorting single cell suspensions from human gut biopsies: Each vial was thawed in 10 ml pre-warmed (37°C) RPMI and washed with 5 mL RPMI. Cell suspensions were stained on ice with CD45 (DAKO murine antiCD45 PB450, clone T29/33 # PB986) and Propidium iodide (PI). CD45<sup>+</sup>PI<sup>-</sup> viable cells were sorted for scRNA sequencing.

10x experiments: After sorting, cells were centrifuged and the supernatant was carefully removed. Cells were resuspended in the Mastermix + 37.8  $\mu$ L of water before 70  $\mu$ L of cell suspension were transferred to the chip. (Step 1.1 and 1.2 of the original protocol). After each step, the integrity of the pellet was checked under the microscope to ensure that all cells are loaded onto the chip. From here on, 10x experiments have been performed according to the manufacturer's protocol (Chromium next GEM Single Cell VDJ V1.1, Rev D). QC has been performed with a High sensitivity DNA Kit (Agilent #5067-4626) on a Bioanalyzer 2100 as recommended in the protocol and libraries were quantified with the Qubit dsDNA hs assay kit

(life technologies #Q32851). All steps have been performed using RPT filter tips (Starlab #S1183-1710, #SS1180-8710, #S1182-1730) and DNA LoBind tubes (Sigma #EP0030108051, #EP0030108078, #EP0030124359).

Sequencing: Libraries were pooled according to their minimal required read counts (20.000 reads/cell for gene expression libraries and 5.000 reads/cell for TCR libraries). Illumina paired end sequencing was performed with 150 cycles on a NovaSeq 6000.

Analysis of scRNA sequencing Data: Annotation was performed using cellranger (V3.0.2, 10x genomics) against the human reference genome GRCH38. All subsequent analysis has been performed using SCANPY<sup>11</sup>. After general preprocessing according to good practice in scRNA seq analysis (<10% mitochondrial genes, regressing out cell cycle, mitochondrial genes and total counts), data were count normalized per cell and logarithmized. T<sub>reg</sub> cells were identified via expression cut-offs of CD3 and FoxP3 genes.

### **ChipCytometry**

ChipCytometry of human FFPE biopsies was performed as previously described <sup>12</sup>. Briefly, tissue sections were rehydrated on coverslips and antigen retrieval was performed using TRIS-EDTA buffer (pH 8.5). Sections were then transferred to CellSafe Chips (Zellkraftwerk) and IFN $\gamma$  Fluorescent in-situ hybridization was performed following the multiplex V2 RNA Scope protocol (ACD Bio), and Opal 560 (Akoya bioscience) was used for the detection. The signal was inactivated using an oxidative quenching buffer (PBS, 24 mM NaOH, 4,5% H<sub>2</sub>O<sub>2</sub>), before cyclic immunofluorescence with photobleaching was performed on the chip.

### **Single cell RNA sequencing of murine small intestinal organoids**

Murine small intestinal organoids were co-cultured with CD25<sup>high</sup>FoxP3-GFP<sup>+</sup> T<sub>reg</sub> cells alone or in presence of IL-10 receptor and IFN $\gamma$  receptor blocking antibodies, or were stimulated with IL-10 and IFN $\gamma$  directly without T<sub>reg</sub> cell co-culture. Organoids were suspended to single cell suspensions and labeled with hash-tag oligo (HTO) antibodies to enable pooling (cell hashing) <sup>13</sup>. FACS was used to filter and sort a defined number of viable EpCam<sup>+</sup> intestinal epithelial

cells as described above. All experimental groups were pooled in the process. Three experimental replicates with 7200 cells per treatment group were generated.

#### 10x processing and sequencing

Each replicate was split into two batches of 18000 cells, and each batch was subjected to 10x Genomics processing to isolate cDNA of mRNA and HTOs of single cells using the Chromium Next GEM Single Cell 3' Reagent Kits v3.1 and 3' Feature Barcode Kit (Dual Index). The amplified libraries were then sequenced on an Illumina Nextseq 2000 device (P3 flow cell, all libraries multiplexed, 60% HTO libraries, 40% RNA-seq libraries) for initial probing. 

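The 6 libraries can be compared by the counts in the deposited files. The median was 2214.5 UMIs per barcode in the excluded library of replicate 3 and lay between 3485.5 and 27317 UMIs in the other 5 libraries. Its total was 40121095 UMIs. By the paper's methods and the deposited description, this library was sequenced only in the first run and the other 5 also in a deeper second run, although its files are named after both runs like those of the others. By that description, these counts are of unlike depth. HTODemux left 36.6% of its 9100 barcodes without a hashtag, compared with 17.9% to 28.6% in the others, and called 1816 doublets among the 5768 barcodes with a hashtag.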

For one library, low average counts and a large degree of insufficient/ambiguous HTO labeling was observed, it was excluded from further processing. The remaining five libraries were subjected to deeper sequencing on an Illumina Novaseq 6000 device (S2 flow cell, all libraries multiplexed, 8% HTO libraries, 92% RNA-seq libraries). All sequencing runs were performed using the following parameters: PE-28-10-10-90. Reads from both sequencing runs were combined in the subsequent analysis.

#### Raw read processing

Base-calling and demultiplexing of sequencing reads was carried out using the bcl2convert provided by Illumina Dragon (v-3.8.4 NextSeq2000) and DragonServer (2.1 NextSeq 6000) (Illumina Inc., San Diego, California, USA) . Sequencing reads were combined and mapped to the mouse genome (<https://cf.10xgenomics.com/supp/cell-exp/refdata-gex-mm10-2020-A.tar.gz>", based on Mus\_musculus.GRCm38.dna.primary\_assembly.fa.modified and gencode.vM23.primary\_assembly.annotation.gtf.filtered.) using cellranger (v 7.0.0) with standard options and expected cells set to 10000. Cellranger created count files for gene expression libraries and Cell-surface-marker (HTO) libraries.

#### Processing and analysis of single cell RNA-seq and HTO count data

Processing and analysis of single cell RNA-seq and HTO count data was mainly performed in R (version 4.1.1) with the *Seurat* package (version 4.0.5). Since cell hashing was applied, it was possible to pool different treatment groups in a single RNA-seq library. In order to assign treatment groups to single cells based on HTO counts, the *HTODemux()* function from the

*Seurat* package was employed with default settings (positive-quantile parameter of 0.99) after centralized log normalization. 

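The deposited matrices of the 6 libraries hold 7756, 7116, 5387, 7995, 7731 and 9100 cell barcodes, which sum to 45085. Without the excluded library, the sum is 35985.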

Cell calling via *Cellranger* yielded a total of 45085 cells across the five libraries and all conditions. Cells that could not be assigned a treatment group due to insufficient HTO labeling (negative cells) were excluded from the analysis, resulting in 34507 remaining cells.

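With HTODemux at a positive quantile of 0.99 applied to each library here, 27620 of the 35985 cells of 5 libraries and 33388 of the 45085 cells of 6 libraries carried at least 1 hashtag. In barcodes without a hashtag call, the tag of the cytokine-stimulated group made up 52.6% of the tag UMIs.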

Doublets were identified based on ambiguous HTO labeling reported by *HTODemux()* and using the *scDbIFinder* R-package (version 1.8.0, used together with *SingleCellExperiment*, version 1.16.0) and also excluded from the analysis<sup>14</sup>. *scDbIFinder* was run in cluster-based mode using the top 30 principal components (PCs) associated with the 3000 top expressed genes to build the k-nearest-neighbor (kNN) network. The top 15 principal components were included when training the gradient boosting classifier. Three iterations of scoring were performed. Known doublets from cell hashing were supplied, but only used for score thresholding and not for training. To obtain clusters for use with *scDbIFinder*, the *FindNeighbours()* and *FindClusters()* functions of *Seurat* were used with default parameters on each scRNA-seq library separately after excluding negative cells, using the top 30 principal components as input. The clustering resolution was 0.5. Clustering and data preparation for clustering are described in more detail in the following section. To obtain an estimate for the expected doublet rate to supply to *scDbIFinder*, the probability  $p_g$  that a doublet is formed from the same treatment group, as well as the probability  $p_c$  that a doublet is formed from the same cluster (homotypic doublet) were estimated based on the respective group and cluster sizes. Then the expected doublet rate  $r_e$  is estimated as  $r_e = \frac{r_h \cdot (1 - p_c)}{1 - p_g}$ , where  $r_h$  is the observed doublet rate from cell hashing. However, *scDbIFinder* is only very loosely bound to the  $r_e$  values supplied. 

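In the 5 libraries, HTODemux called 24374 of 27620 hashtagged cells as carrying a single hashtag, and 23724 cells were left after further doublets had been called from simulated doublets. The share of hashtagged cells with several hashtags was 10.2%, 7.44%, 26.0%, 10.0% and 9.34% in the 5 libraries. As a check, the score of simulated doublets told hashtag doublets from other cells with an area under the curve between 0.481 and 0.770 in these libraries, where 0.481 in the first library of replicate 2 means that it did not tell them apart there.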

After removing doublets, 23496 cells remained.

In order to obtain a valid set of cells for analysis, cells have additionally been filtered to have a total RNA count between 10000 and 90000, a total number of features between 3000 and 10000 and a maximum percentage of mitochondrial genes of 8.5%. In this step, filtering removed about 35% to 60% of cells, depending on the library. 

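With the limits of the paper, 58.9% and 58.6% of the cells of the libraries of replicate 1, 37.3% and 34.0% of those of replicate 2 and 61.0% of those of replicate 3 were removed. In the excluded library, the same limits would remove 91.3%.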

One of the six libraries was excluded completely due to the very low number of UMI counts compared to the other libraries,

and ambiguous cell hashing. Across all libraries, a total of 11301 cells were then used for subsequent analyses.

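The cells kept here were 2179 and 1916 in the libraries of replicate 1, 1759 and 3524 in those of replicate 2 and 2199 in replicate 3, or 11577 in all. Without the further doublet calls, 11987 cells were kept, and 12581 with limits of at least 5000 UMIs, at least 2000 genes and at most 15% mitochondrial UMIs. Of the cells kept, 2058 came from co-culture with the antibody against IFNγ alone and 2027 from co-culture with that against IL-10R alone.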

Counts were normalized for library size by dividing by the sum of total counts per cell and multiplying with a scale factor of  $1 \cdot 10^6$ . Afterwards, a value of 1 was added and the natural logarithm of the counts was computed. The 3000 top variable features were identified by applying *Seurat's FindVariableFeatures()* function with default parameters (variance stabilizing transformation as selection method). Data was then mean-centered, scaled to unit variance, and subjected to principal component analysis (PCA). The principal components (PCs) were then used as input to the *RunHarmony()* function from the *harmony* R-package (version 0.1.0) to integrate the data from the different libraries by removing batch effects. *RunHarmony()* was employed with default parameters, grouping by library.

Afterwards, *Seurat's FindNeighbours()* function was used with the first 30 dimensions of the *harmony*-transformed data as input to construct a nearest-neighbor graph. The *FindClusters()* function was then run with default parameters (standard Louvain algorithm) to perform graph-based clustering on the cells. Clustering was run at different resolutions to find the optimal clustering setup. For visualization, a UMAP (Uniform Manifold Approximation and Projection)<sup>15</sup> dimensionality reduction was additionally applied to the data, using *Seurat's RunUMAP()* function on the first 30 dimensions of the *harmony*-transformed data. A resolution of 1.0 was chosen for the final clustering setup, as it provided the best compromise between granularity and meaningfulness of clusters, as well as agreement with the localization of cells in UMAP space. There were no pronounced differences in clustering or UMAP projection across libraries.

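The share of cytokine-stimulated cells in the clusters 6, 9 and 12 was 76.7%, 54.0% and 67.6% in replicates 1, 2 and 3. Sums of counts per class were also compared between groups of the same and of different replicates. After the group means had been removed, groups of the same replicate correlated with a mean of 0.528 in ISC-like and 0.668 in TA-like cells, for which reason replicate entered the tests as a block.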

For cell type annotation of single cells, the R-package *SingleR* (version 1.8.1) was used<sup>16</sup>, together with scRNA-seq reference dataset from the murine intestine from Haber et al. (2017, GEO accession number GSE92332, full length atlas data)<sup>17</sup>. The reference labels taken from that data set were stem cells, TA (transient amplifying) cells, enterocyte progenitors (late and early were combined), enterocytes, enteroendocrine, goblet, paneth and tuft cells. As the method for determining reference label marker genes, the Wilcoxon rank-sum test was used,

otherwise *SingleR* was run with default parameters. Briefly, *SingleR* computes correlations between cells from the query dataset and annotated cells from a reference dataset, based on a set of reference label marker genes inferred from the reference dataset. A given cell is then annotated with the reference label it correlates best with. To validate the *SingleR*-based annotation, scores of cell type marker gene signatures have additionally been computed for each cell, using the *UCell* R-package (version 2.0.1, together with R version 4.2.0)<sup>18</sup>. To this end, marker gene signatures for stem cells, enterocytes, goblet, paneth, enteroendocrine and tuft cells as well as cell cycle marker genes have been taken from Haber et al. (2017), where they are shown in Extended Data Figure 1. Additionally, cell cycle marker gene signatures specific to either G2M- or S-phase have been taken from *Seurat*, they are originally from Tirosh et al. (2016)<sup>19</sup>. *UCell* provides robust signature scores based on the Mann-Whitney U statistic<sup>18</sup>. It has been run with a maximum of 3000 ranked genes per cell, otherwise default parameters were employed. UMAP plots of single cells, colored by *UCell* scores of the given cell type signature, could then be inspected to derive possible cell type annotations of sets of cells, and be checked for agreement with the *SingleR*-based annotation.

When aligning *SingleR*-based annotation with clustering results in UMAP space, which can be seen in Figures S5A + B, respectively, enterocyte and enterocyte progenitor annotation for the large population in the center of the UMAP visualization, as well as goblet/paneth cell and enteroendocrine cell annotation is in acceptable agreement with the obtained clusters. Neither clustering nor annotation could distinguish goblet and paneth cells, though, and only a negligibly small number of cells resembled tuft cells according to annotation. Also, the clustering does not reflect the distinction between stem and TA cells, which can be seen as a trend from left to right (lower UMAP 1 to higher UMAP 1) in the large cell population in the center, and from top to bottom (higher UMAP 2 to lower UMAP 2) in the smaller population to the left – there, also enterocyte progenitors cannot be separated by the clustering. This distinction can also not be properly reproduced in clustering when increasing the resolution. 

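The control cells clustered here also gave no class of tuft cells. 1 cluster of control cells combined secretory markers and was split again, at a resolution chosen after its markers had been seen, into goblet/Paneth-like clusters of 30 and 20 cells and an endocrine-like cluster of 26 cells. In the clustering of all groups, cluster 11 was led by goblet cell genes (Fcgbp, Agr2, Tff3, Spdef) and cluster 13 by Paneth cell genes (Defa30, Defa24, Defa17), with 336 and 290 cells.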

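In control organoids, 1 cluster of 340 cells was named ISC-like. It was led by Ung, Dtl, Cdt1 and Mcm4, which are expressed around the entry into S phase, besides Olfm4. The 4 TA-like clusters held 277, 251, 150 and 83 cells, and the EP-like cluster held 217. The fixed markers were compared by their mean log2 fold over the other control cells. In the TA-like cluster of 83 cells, it was 0.65 for ISC and -0.13 for TA markers, compared with 0.55 and -0.92 in the ISC-like cluster. Lgr5 was at 110.5 and 108.4 CPM there. In the EP-like cluster, EP markers were at -0.06 and TA markers at 0.25. The names thus do not follow these markers alone. When the control cells of 1 replicate were assigned from the others, 79.8% to 83.8% of ISC-like, 81.6% to 97.5% of TA-like and 62.9% to 86.2% of EP-like cells received their class again.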

However, when considering **Fig S5b**, marked clustering of the large center population in UMAP 2 direction, and of the smaller population on the left in UMAP 1 direction can be observed,

which is not reflected by cell type annotation. Based on the UMAP plots of cell cycle signature *UCell* scores in **Fig. S6**, we assume that this clustering results from differences in cell cycle stage, where the upper-center population shows high G2M-phase signatures, while the lower-center population shows high S-phase signatures. Furthermore, stem, TA and enterocyte progenitor cells comprise both the large center population, as well as the smaller population to the left. 

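The clusters of all groups were led by cell cycle genes in part. Cluster 0 (1663 cells) was led by histone genes, clusters 3 (1027 cells) and 4 (963 cells) by Ccne2, Ung and Ccne1, Rrm2, which belong to the entry into and passage through S phase, and clusters 1 (1396 cells) and 8 (710 cells) by Ube2c, Ccnb1 and Cenpf, Cdc20, which belong to G2 and M phase.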

We show in our study that the appearance of most cells in this population results from treatment.

Another reason why the clustering does not fully align with cell type annotation is that the transition from stem over TA to enterocyte progenitor cells would be expected to be smooth, with probably rather subtle differences. This is supported by the heatmap of centered and scaled marker gene expression in **Fig. S5f**. The columns correspond to single cells with *SingleR* celltype annotation, while the rows correspond to the expression of a given marker gene from a reference signature. While stem cells show a higher expression of stem cell markers than TA cells, their overall profile is relatively similar. A progression from stem cells over TA cells and enterocyte progenitors to enterocytes is perceivable. This transition is also visible in the heatmap of *SingleR* scores (**Fig. S5g**). The columns again correspond to single cells with *SingleR* celltype annotation, while the rows correspond to the *SingleR* scores for a given cell type label from the reference. Higher scores mean a higher correlation with and thus similarity to the reference label. *UCell* scores of marker gene signatures support the *SingleR* annotation. This can be seen in the UMAP plots of *UCell* scores (**Fig. S6**): The stem cell score is highest in the rightmost part of the large center population as well as in the upper part of the smaller population to the left. It then diminishes from right to left and from top to bottom, respectively, indicating the aforementioned smooth transition. However, the smoothness of the transition also means that it is hard to define strict boundaries for stem, TA and enterocyte progenitor cells, and that the annotation is fuzzy/approximate. The enterocyte score is very high in the bottom population of the UMAP projection, matching the *SingleR* enterocyte annotation. It then diminishes upwards, indicating enterocyte progenitor cells. The leftmost part of the large center population as well as the bottom part of the smaller population to the left

also show slightly higher enterocyte scores, which matches with the enterocyte progenitor annotation from *SingleR*. Of course, agreement between signature *UCell* scores and *SingleR* annotation is not unexpected, as the annotation of the scRNA-seq reference dataset from Haber et al. (2017) was done with these gene signatures. Nevertheless, provided the correctness of the reference dataset annotation, the match supports the validity of the *SingleR* annotation. The annotation obtained from *SingleR* was then used in subsequent analyses.

#### Differential gene expression and gene set enrichment analysis

For each population of cells annotated with a given cell type (except tuft cells, due to the very low number of cells), testing for differential gene expression between treatment groups was performed on the raw count data with the *NEBULA* R-package (version 1.2.2)<sup>20</sup>. *NEBULA* fits (by default) a negative binomial mixed model to the count data, and estimates both cell- and subject-level overdispersions. For each cell type, a *NEBULA* negative binomial gamma mixed model was fitted with treatment group and library (batch) as categorical variables, as well as the number of features per cell as a continuous variable (to account for possible effects not captured by a library size scaling factor). Each combination of treatment group and experimental replicate was considered a distinct subject. 

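Here, the same 3 experimental replicates per group were the units of the test, but the counts of all cells of one replicate, group and class were summed first, and edgeR took the place of NEBULA. A model on cells with a random effect per subject also estimates the spread between cells of a replicate, which sums leave out. With sums per library in place of replicate, which takes the pairs of libraries of replicates 1 and 2 as units of their own, 44 genes changed in ISC-like and 151 in TA-like cells in T_reg_ cell co-culture, which is more than with sums per replicate.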

Library size was set as the scaling factor, and minimum counts per cell for a gene to be tested were set to 0.005. The fit was computed with the *NEBULA*-LN method. All other parameters were set to default values. In order to be able to make all desired comparisons, contrasts were employed. To that end, the covariance matrix of the model was extracted and used together with the log fold-change (log FC) estimates and a vector of linear contrasts in a chi-squared test, as described in the vignette of the *NEBULA* package.

The differential gene expression results for a given cell type and comparison of treatment groups were then used as input to pathway/gene set analysis, using the GSEA (gene set enrichment analysis) approach as implemented in the *fgsea* R-package (version 1.20.0)<sup>10</sup>. As input for GSEA, the negative log<sub>10</sub> p-values signed with the direction of the log FC were used. If there were p-values with a value of zero, these were set to the smallest non-zero normalized floating-point number ( $2.23 \cdot 10^{-308}$ ) prior to log-transformation. Values were then sorted by the

signed log-transformed p-values in descending order, breaking possible ties by sorting according to log FC. Gene sets were obtained from MSigDB (Molecular signatures database)<sup>21</sup> via the *msigdb* R-package (version 7.4.1). Chosen gene set collections were hallmark gene sets (H), the KEGG and Reactome subsets from curated gene sets (C2), as well as transcription factor targets from regulatory target gene sets (C3). Only gene sets where at least 70% of genes were in the genes tested for differential expression in the given cell type were assessed. 

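This requirement decided which lists could be tested here. Of the lists written by hand, MYC V1 and V2, mTORC1, antigen presentation, proteasome and ribosome biogenesis were tested in all 5 classes, and the interferon gamma list in TA-like cells only. Genes enter or fail the filter on low counts by class, with 11088 genes tested in ISC-like, 13051 in TA-like, 10814 in EP-like, 11008 in enterocyte-like and 8599 in goblet/Paneth-like cells.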

For each cell type, the p-values obtained from GSEA for the different comparisons and gene sets were corrected for multiple testing with the false discovery rate (FDR) approach<sup>22</sup>, controlling for an FDR of 10%. In order to assess the similarity of treatment conditions in terms of pathway activation, the GSEA-derived normalized enrichment scores (NES) of different comparisons (within each cell type) have been correlated using the Pearson correlation coefficient. 

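The number of sets behind each correlation depends on this selection. Over every Reactome set tested, the NES correlation between T_reg_ cell co-culture and cytokine stimulation was 0.872 in EP-like, 0.857 in enterocyte-like and 0.461 in goblet/Paneth-like cells. In 10 simulations with unchanged groups that share a control, the mean NES correlation over every set was 0.320 in ISC-like, 0.278 in TA-like, 0.399 in EP-like, 0.383 in enterocyte-like and 0.409 in goblet/Paneth-like cells. The maximum was 0.569, 0.379, 0.500, 0.687 and 0.595, so that the observed values in ISC-like (0.406) and goblet/Paneth-like cells lay within the range of unchanged groups and the other 3 above it. Genes were drawn independently in these simulations, which may make this range too narrow.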

To reduce statistical noise, only gene sets significantly regulated at an FDR of 10% in either of the two comparisons have been used in the correlation.

#### Analysis of IFN $\gamma$ and IL-10 gene expression in tissue T<sub>reg</sub> cells

For analyzing gene expression of IFN $\gamma$  and IL-10 in tissue T<sub>reg</sub> cells, a published a scRNA-seq dataset (GEO accession number: GSE223798) was used. Briefly, donor T<sub>reg</sub> cells were expanded *in vitro*, supplied to recipient mice and then extracted from the respective tissues to assess tissue adaption<sup>23</sup>. Testing for differential gene expression between T<sub>reg</sub> cell populations from different tissues (or input T<sub>reg</sub> cells) was performed with the Wilcox test, via the *FindMarkers()* function of the *Seurat* package (version 4.0.5). Resulting p-values were corrected for multiple testing with the Bonferroni method.

#### Additional software/packages

Other R-packages used were ggplot2 (version 3.3.5), patchwork (version 1.1.1), dplyr (version 1.0.7) stringr (version 1.4.0) and tidyr (version 1.1.4), pheatmap (version 1.0.12) and viridis (version 0.6.2), as well as foreach (version 1.5.1), doParallel (version 1.0.16), future (version 1.31.0), rprojroot (version 2.0.2), yaml (version 2.2.1) and WriteXLS (version 6.3.0). For creating Venn diagrams, Python (version 3.9.17) was used together with the packages numpy (version 1.25.2), pandas (version 2.0.3), matplotlib (3.7.1) and matplotlib-venn (0.11.9).

## II. Supplementary Figures

## Supplementary Figure 1

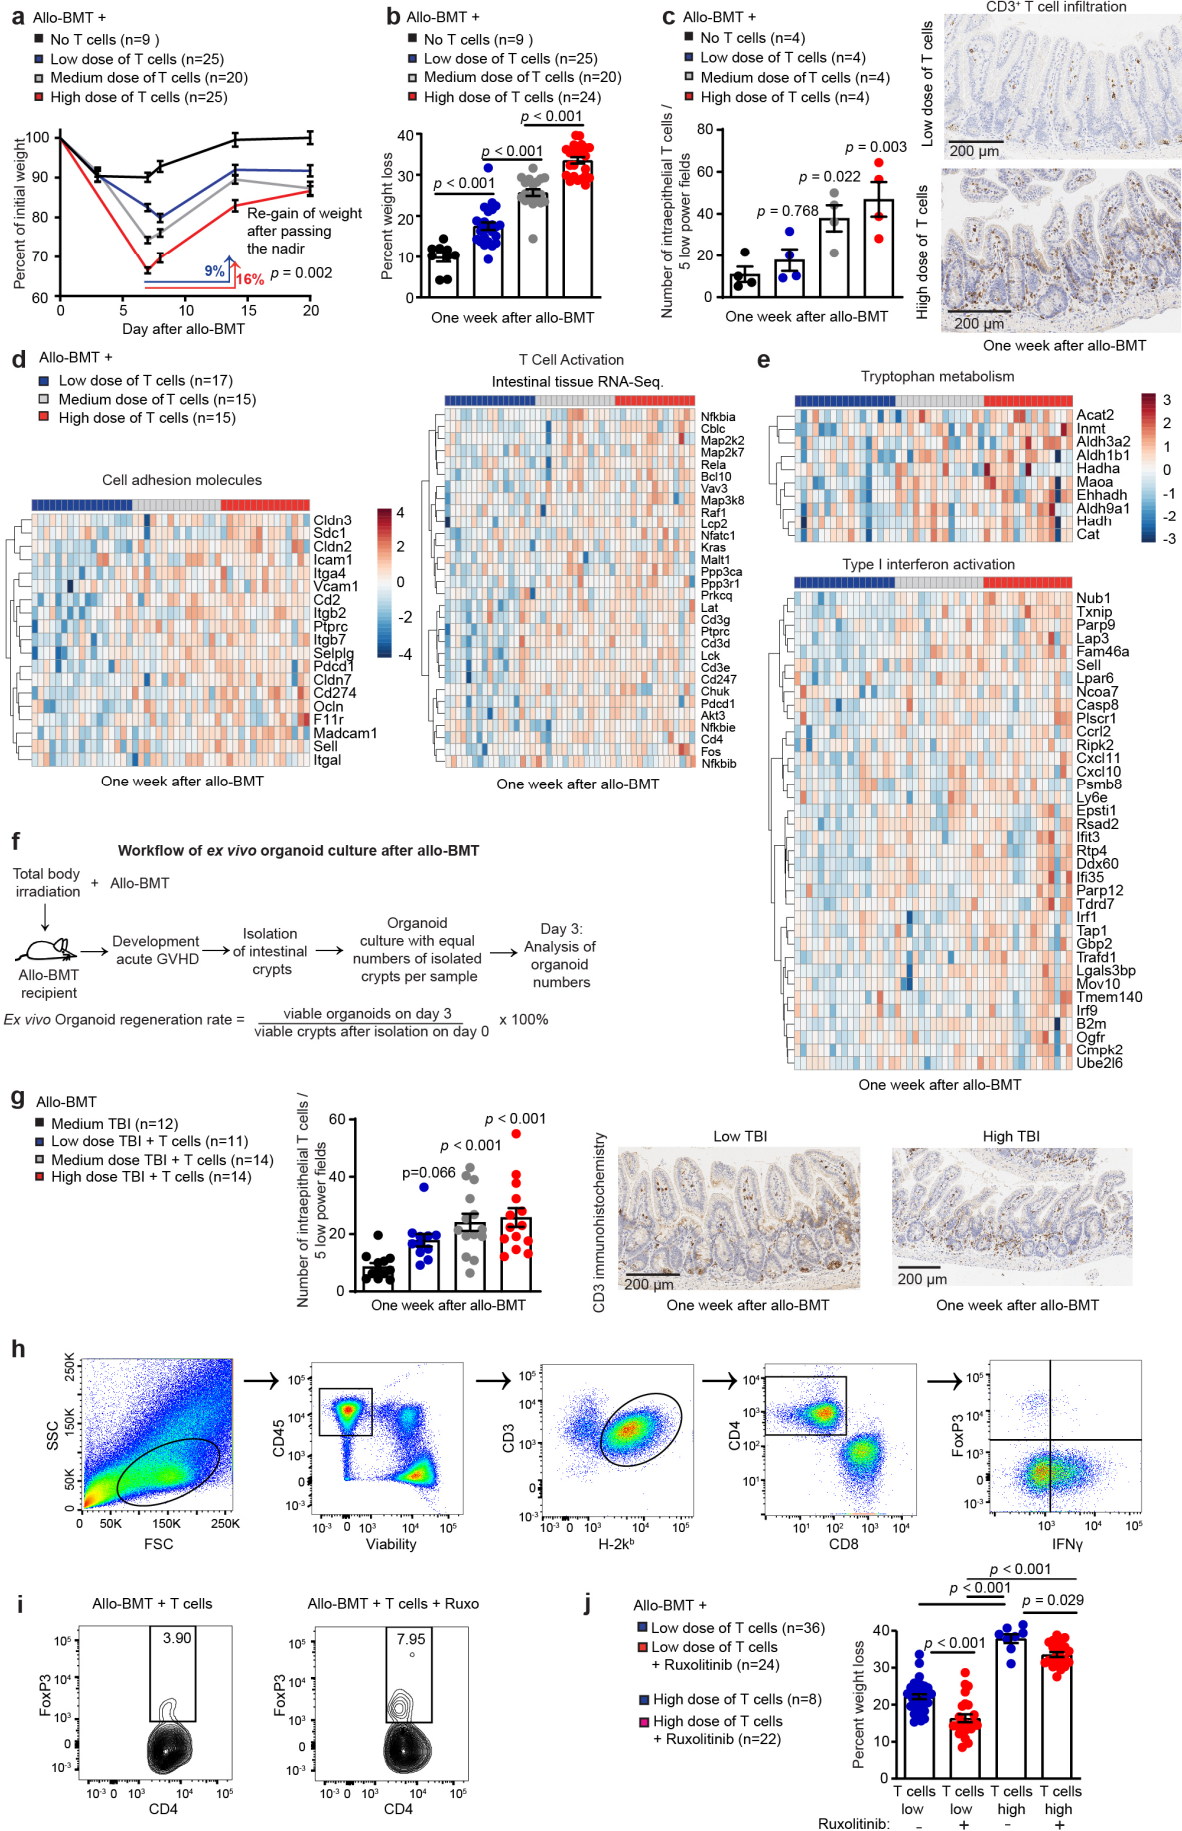

## **Intestinal T cell infiltration determines acute weight loss and regeneration after allo-BMT**

**a)** Weight loss of Balb/c mice that received 9 Gy TBI followed by allo-BMT (C57BL/6J donors) of BM  $\pm$  allogeneic T cells (low dose:  $0.1 \times 10^6$  T cells; medium dose:  $0.5 \times 10^6$  T cells; high dose:  $2.5 \times 10^6$  T cells). The depicted regain of weight was calculated between initial weight loss on day 7 and recovery until day 14 after allo-BMT. Pooled data of 3 independent experiments. **b)** Maximal weight loss one week after allo-BMT. Pooled data of 3 independent experiments. **c)** Immunohistochemical analysis of small intestine (SI) CD3<sup>+</sup> intestinal intraepithelial T cells one week after allo-BMT with 9 Gy TBI. Representative images of intraepithelial T cell infiltration with low dose or high dose of T cells. **d-e)** Next generation RNA sequencing from bulk SI tissue one week after allo-BMT: gene set enrichment analysis was conducted with the preranked GSEA method within the MSigDB Reactome, KEGG and Hallmark databases. Genes that contribute most to the GSEA Enrichment Score for the selected pathways (Cell Adhesion Molecules and tryptophan Metabolism) of the KEGG database for the comparison of low vs. high T cells doses are shown as heatmap including all three experimental T cell conditions. **f)** Workflow of *ex vivo* organoid culture: on day 7 after allo-BMT, recipient mice were sacrificed, SI crypts isolated and constant numbers were used for intestinal organoid culture. Organoids were counted on day 3 of culture. **g)** Immunohistochemical analysis of SI CD3<sup>+</sup> intestinal intraepithelial T cells one week after allo-BMT. Low (8Gy) vs. medium (9Gy) vs high (10-11Gy) dose TBI + BM + T cells. Representative images of T cell infiltration. **h)** Representative gating strategy of Balb/c SI intraepithelial leukocytes isolated one week after allo-BMT and analyzed by flow cytometry. The depicted example shows results from an allo-BMT recipient mouse transplanted with BM and a high dose ( $2.5 \times 10^6$ ) of T cells. **i)** Allo-BMT of Balb/c mice with BM and  $1 \times 10^6$  T cells  $\pm$  ruxolitinib treatment (30 mg/kg body weight, administered orally twice daily from day -1 prior to allo-BMT until the day before analysis). Depicted are representative flow cytometry plots showing the fraction of FoxP3<sup>+</sup> T<sub>reg</sub> cells among all live CD3<sup>+</sup> H-2K<sup>b</sup><sup>+</sup> (donor-derived) CD4<sup>+</sup> intraepithelial cells. **j)** Balb/c mice received TBI (9 Gy) followed by allo-BMT with BM and a low ( $0.1 \times 10^6$ ) or high dose ( $2.5 \times 10^6$ ) of T cells  $\pm$  ruxolitinib treatment (30 mg/kg body weight, administered

orally twice daily from day –1 prior to allo-BMT until the day before analysis). Peak weight loss of recipients one week after allo-BMT. Data are presented as mean  $\pm$  S.E.M. Data were analyzed using ordinary one-way ANOVA for multiple comparisons unless otherwise stated above. Animal numbers per group (n) are depicted.

## Supplementary Figure 2

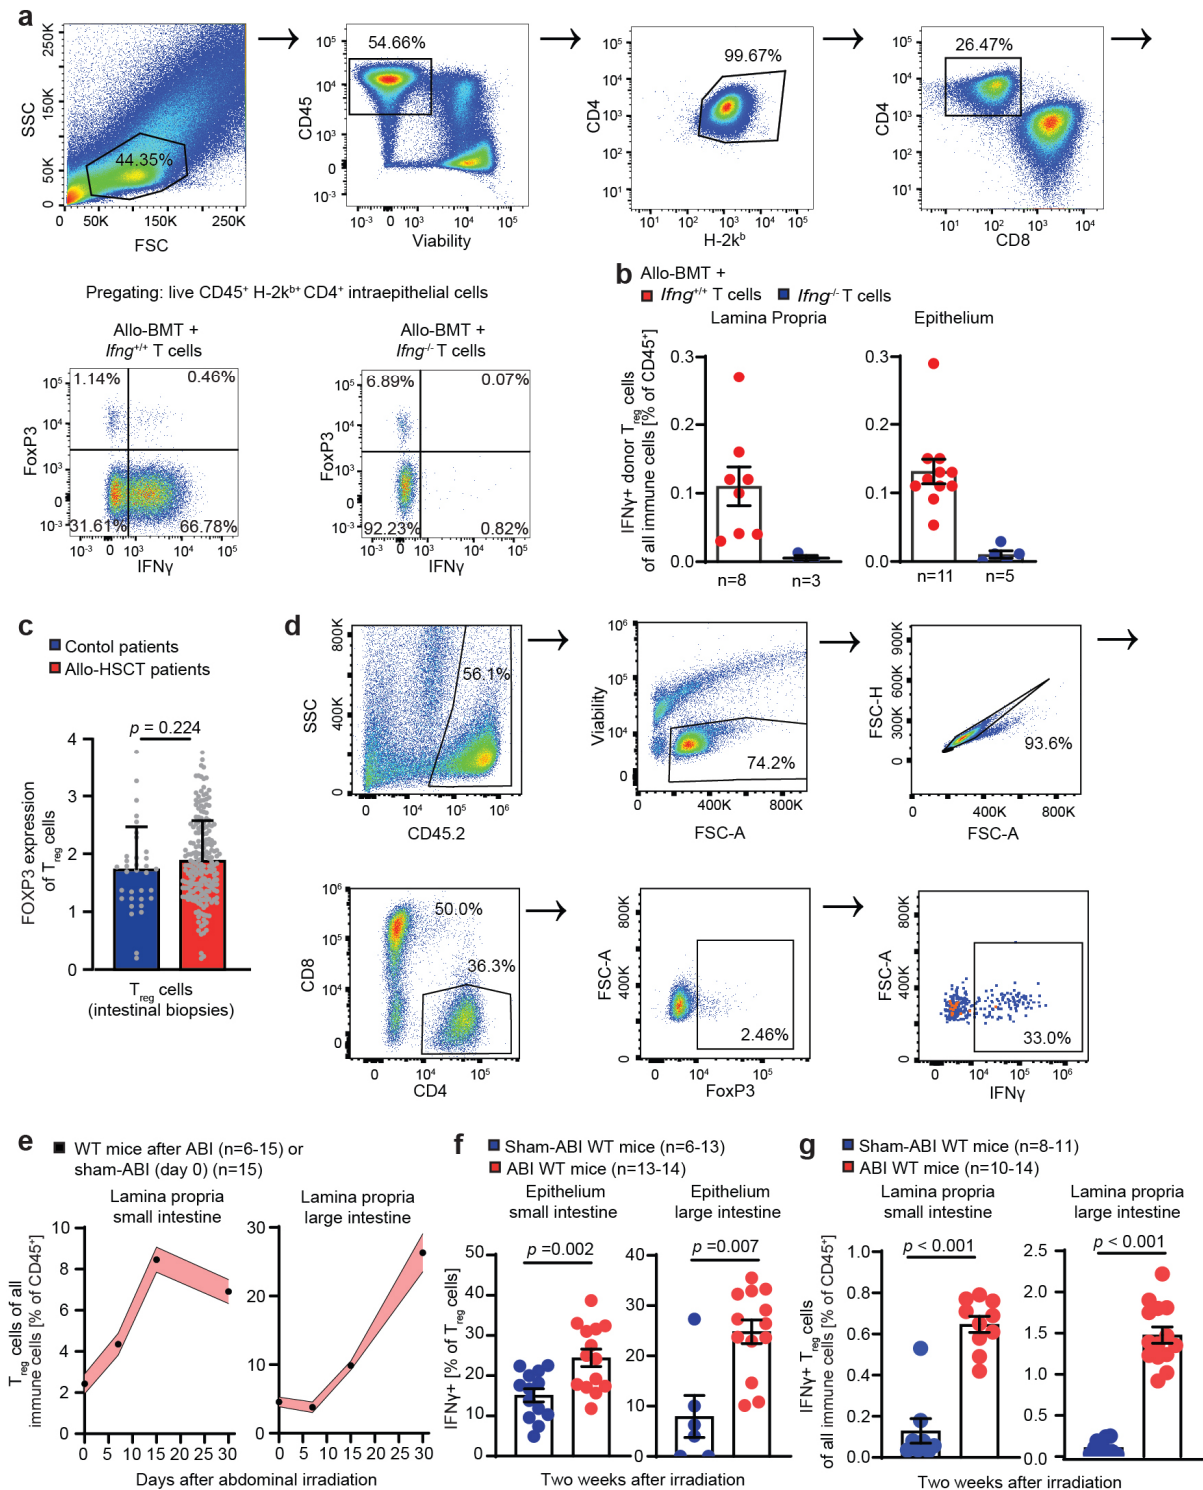

## Enhanced intestinal abundance of IFN $\gamma$ -expressing intestinal T<sub>reg</sub> after tissue injury

**a)** Balb/c mice received TBI (9 Gy) followed by allo-BMT with BM and a high dose of T cells derived from either WT (*Ifng*<sup>+/+</sup>) or IFN $\gamma$ -deficient (*Ifng*<sup>-/-</sup>) donor animals (C57BL/6). Gating strategy and representative FACS Gating of IFN $\gamma$ <sup>+</sup> FoxP3<sup>+</sup> CD4<sup>+</sup> donor (H-2k<sup>b</sup>) cells within all

CD45<sup>+</sup> intestinal intraepithelial or lamina propria leukocytes. **b)** Frequency of IFN $\gamma$ <sup>+</sup> FoxP3<sup>+</sup> CD4<sup>+</sup> donor (H-2kb<sup>+</sup>) cells within all CD45<sup>+</sup> SI intraepithelial or lamina propria leukocytes analyzed by flow cytometry. Pooled data of 3 independent experiments. **c)** *FOXP3* gene expression (library-size normalized UMI counts) of T<sub>reg</sub> cells were analyzed via scRNA-Seq of cells isolated from large intestinal biopsies of allo-HCST recipients (n=22 patients, with n=208 identified T<sub>reg</sub> cells) or control patients that did not undergo allo-HSCT (n=5 patients with n=34 identified T<sub>reg</sub> cells). **d)** C57BL/6 WT mice received abdominal irradiation (ABI, 5 x 4,5 Gy/day from day 0 until day 4). Gating strategy for flow cytometry of intestinal leukocytes (example of intraepithelial leukocytes of the SI). **e)** SI and large intestine (LI) lamina propria leukocytes were analyzed by flow cytometry after 3 hours of *in vitro* restimulation. Cells were isolated at different time points (days 7, 15, and 30) following ABI. Control mice without ABI are pooled and shown as day 0 after ABI. Graphs show the percentage of T<sub>reg</sub> cells of all live CD45<sup>+</sup> immune cells. Pooled data from 7 experiments. **f)** Data shows the percentage of IFN $\gamma$ <sup>+</sup> of all T<sub>reg</sub> cells isolated from the intestinal epithelium after ABI and **g)** the percentage of IFN $\gamma$ <sup>+</sup> T<sub>reg</sub> cells of all live lamina propria immune cells isolated from SI and LI. Data from 3 independent experiments. All data were analyzed using unpaired t-test, Mann–Whitney U test (Fig. S2c) or ordinary one-way ANOVA for multiple comparisons and are presented as mean  $\pm$  S.E.M. Animal numbers per group (n) are depicted.

## Supplementary Figure 3

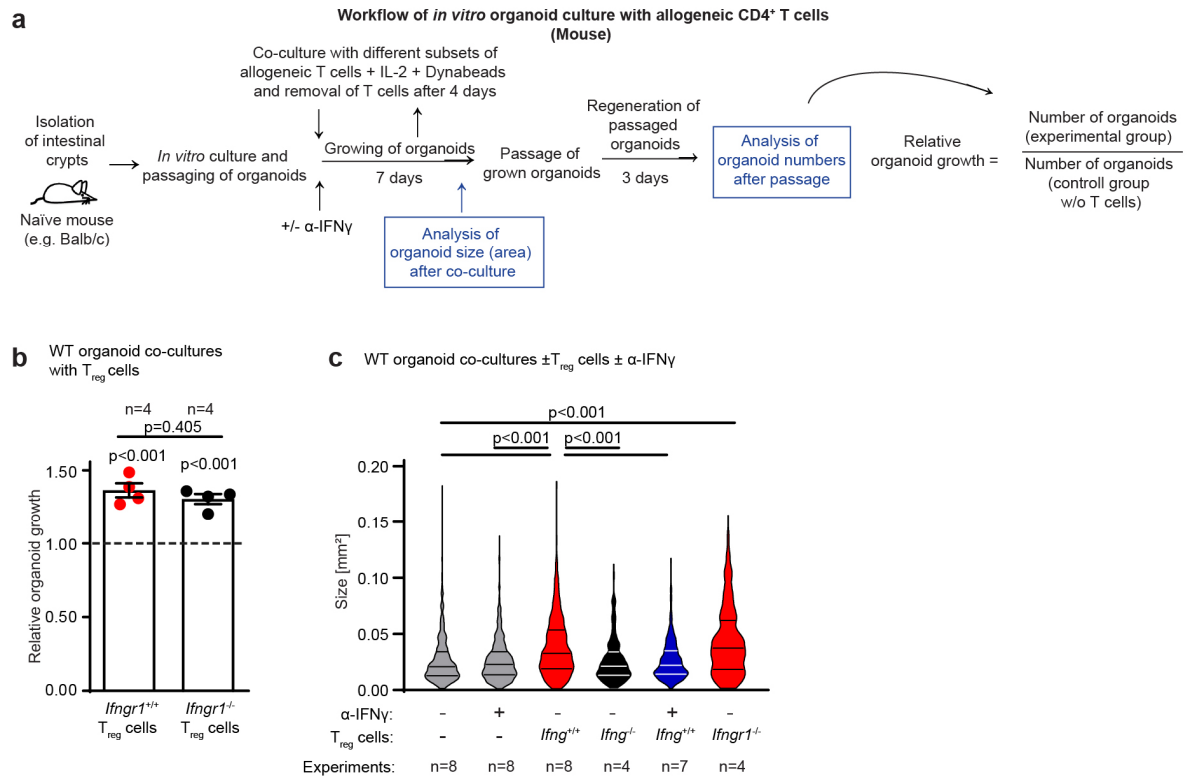

### T<sub>reg</sub> cell-derived IFNγ promotes the growth of intestinal organoids independently of an IFNγR feedback loop on T<sub>reg</sub> cells

**a)** Work flow of *in vitro* organoid coculture as described in Material and Methods. **b)** Relative organoid growth of SI organoids co-cultured with allogeneic T<sub>reg</sub> cells isolated from WT (*Ifngr1*<sup>+/+</sup>) or IFNγ receptor-deficient (*Ifngr1*<sup>-/-</sup>) mice. **c)** Size (area) of murine SI organoids on day 6 after coculture with allogeneic T<sub>reg</sub> cells. Cultures were stimulated as described above (IL-2, +/- α-IFNγ) and T<sub>reg</sub> cells were isolated from indicated donor animals (WT, *Ifngr*<sup>-/-</sup>, *Ifngr1*<sup>-/-</sup>). Pooled data from all performed experiments described above with the indicated experimental groups (number of measured organoids: untreated (n=1129); α-IFNγ (n=772); WT T<sub>reg</sub> (n=656); *Ifngr*<sup>-/-</sup> T<sub>reg</sub> (n=349); WT T<sub>reg</sub> + α-IFNγ (n=579); *Ifngr1*<sup>-/-</sup> T<sub>reg</sub> (n=280). Violin plots showing the distribution of values with medians and quartiles indicated. The number (n) of separate organoid culture experiments is indicated in the figure.

## Supplementary Figure 4

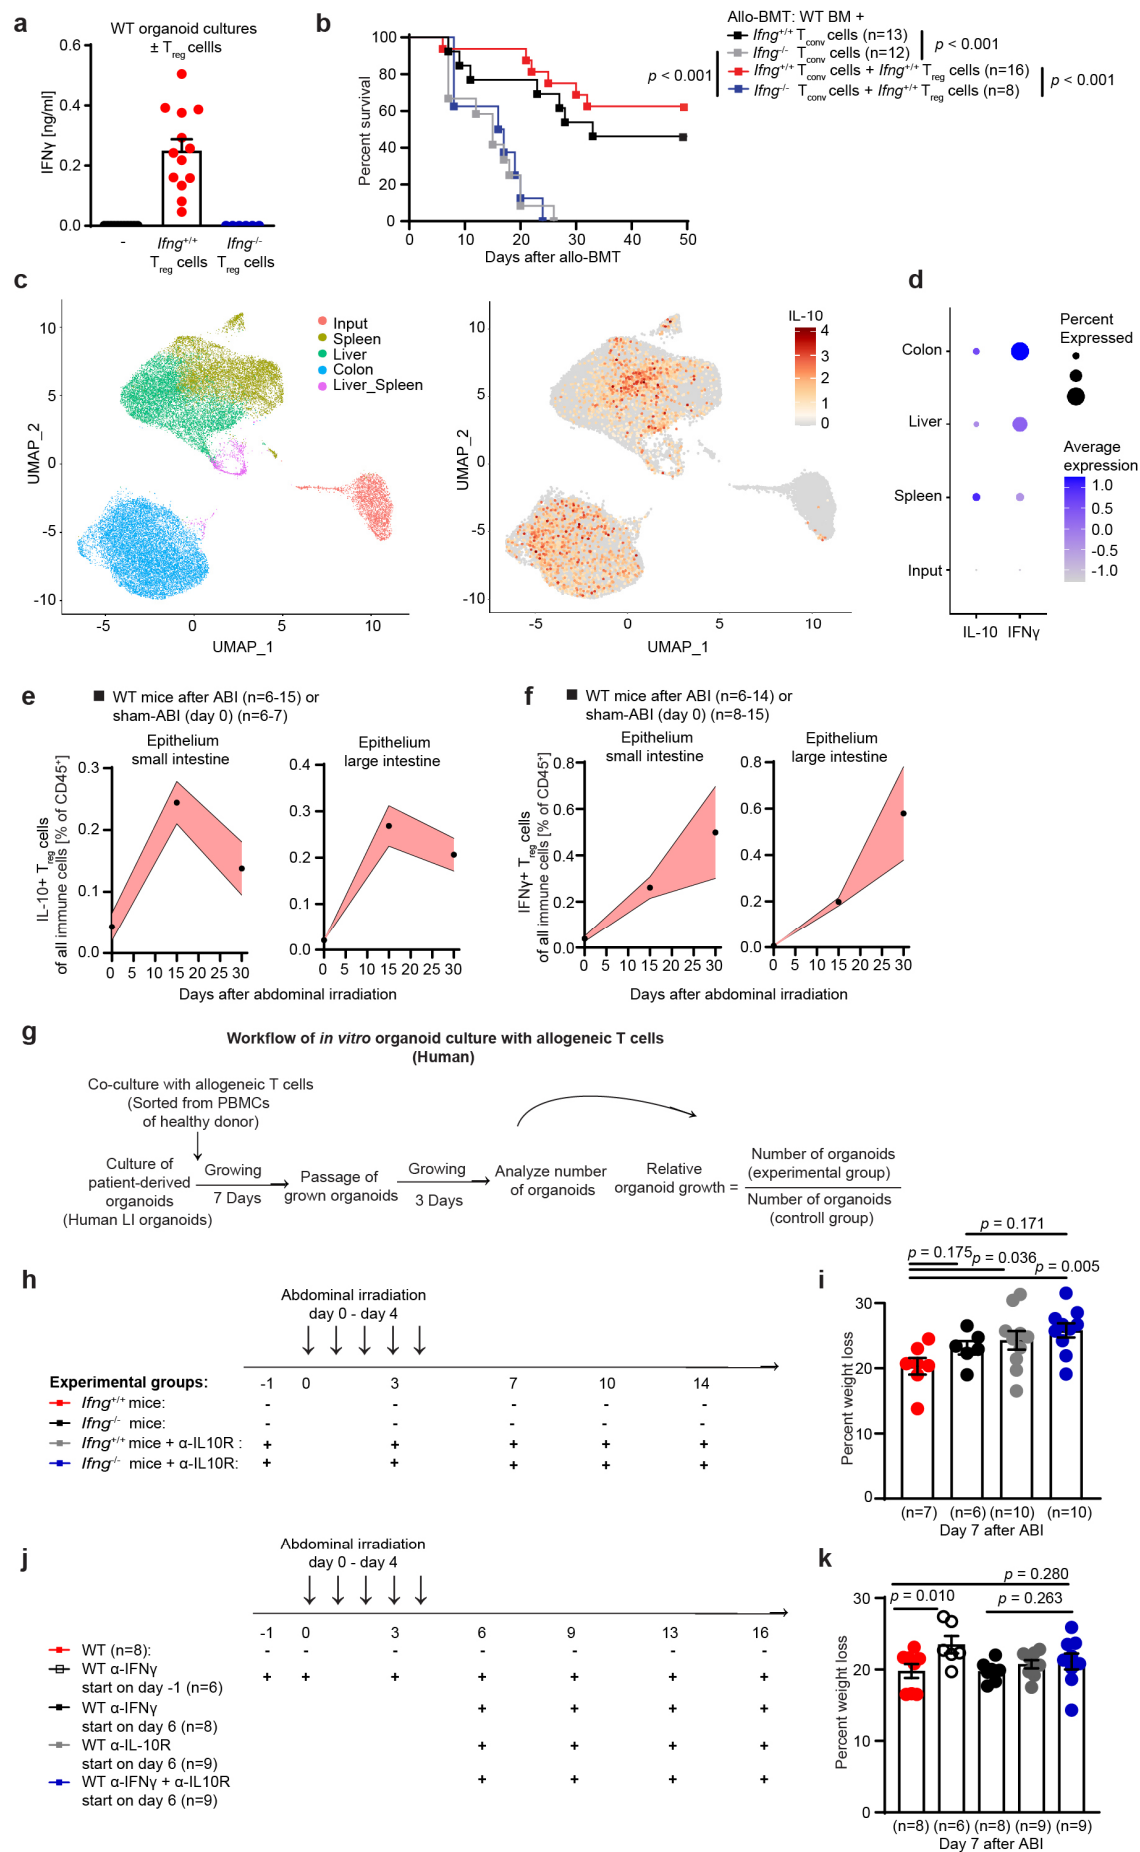

**IFN $\gamma$  and IL-10 are critical mediators of regeneration following intestinal tissue injury and T<sub>conv</sub> cell-derived IFN $\gamma$  is essential for protection from GVHD after allo-BMT**

**a)** Murine SI organoids were co-cultured with T<sub>reg</sub> cells, and IFN $\gamma$  levels were measured in the supernatant on day 4 by ELISA. Pooled data from 13 co-cultures. **b)** Balb/c mice received TBI (9 Gy) followed by allo-BMT with WT BM and *Ifng*<sup>+/+</sup> or *Ifng*<sup>-/-</sup> T<sub>conv</sub> cells (C57BL/6J donors). Indicated mice received a co-transfer of *Ifng*<sup>+/+</sup> T<sub>reg</sub> cells. Pooled data from 2 independent experiments. **c)** A published scRNA-seq dataset (GEO accession number: GSE223798) was used as previously described in the figure legend of main Figure 2. Plots of single cells in UMAP space for all experimental conditions, colored by their origin or colored by their IL-10 expression (library-size normalized and log-transformed UMI counts). **d)** IFN $\gamma$  and IL-10 expression profiles of tissue and input T<sub>reg</sub> cells. Dot color represents average library-size normalized UMI counts per tissue, log-transformed and scaled to zero mean and unit variance. Dots are sized by the percentage of cells where the transcripts could be detected. **e)** SI and LI intraepithelial leukocytes were analyzed by flow cytometry after 3 hours of *in vitro* restimulation. Cells were isolated at different time points (day 15 and 30) following ABI. Control mice without ABI are pooled and shown as day 0 after ABI. Graphs show the percentage of IL10<sup>+</sup> T<sub>reg</sub> cells of all live CD45<sup>+</sup> immune cells and **f)** the percentage of IFN $\gamma$ <sup>+</sup> T<sub>reg</sub> cells of all live CD45<sup>+</sup> immune cells. Pooled data from 3 and 5 experiments. **g)** Workflow of *in vitro* human organoid co-culture with allogeneic T cells: Large intestinal (LI) organoids (patient-derived organoids, PDOs) were co-cultured with allogeneic T cells. Three days after a passage, the number of established organoids were counted and analyzed. Relative organoid growth is normalized to the number of organoids in steady-state culture without T cells. **h)** *Ifng*<sup>+/+</sup> or *Ifng*<sup>-/-</sup> mice received ABI (5x 4.5 Gy/day from day 0 until day 4) and body weight was monitored. The treatment schedule is depicted.  $\alpha$ -IL10R injections: day -1, day 3, 7, 10, 14 (500 $\mu$ g/ mouse). **i)** Day of maximal weight loss (day 7) after start of ABI. Pooled data from 2 experiments. **j)** WT mice received ABI (5x 4.5 Gy/day from day 0 until day 4)  $\pm$   $\alpha$ -IFN $\gamma$   $\pm$  IL-10R at indicated time points. Treatment schedule is depicted. Group day -1  $\alpha$ -IFN $\gamma$ : day-1 (1000 $\mu$ g/ mouse), day 3 (1000 $\mu$ g/ mouse); day 6, 9, 13, 16 (500 $\mu$ g/ mouse). Group day 6  $\alpha$ -IFN $\gamma$  + IL-10R: day 6, 9, 13, 16 (Mice received

500 µg/mouse α-IFNγ and 500 µg/mouse α-IL-10R on each treatment day; on days 6 and 9, the dose of α-IFNγ was increased to 1000 µg/mouse). **k)** Day of maximal weight loss (day 7) after start of ABI. Pooled data from 2 experiments. Data are presented as mean ± S.E.M and body weight was analyzed using ordinary one-way ANOVA plus Fisher's LSD. Animal numbers per group (n) are depicted.

## Supplementary Figure 5

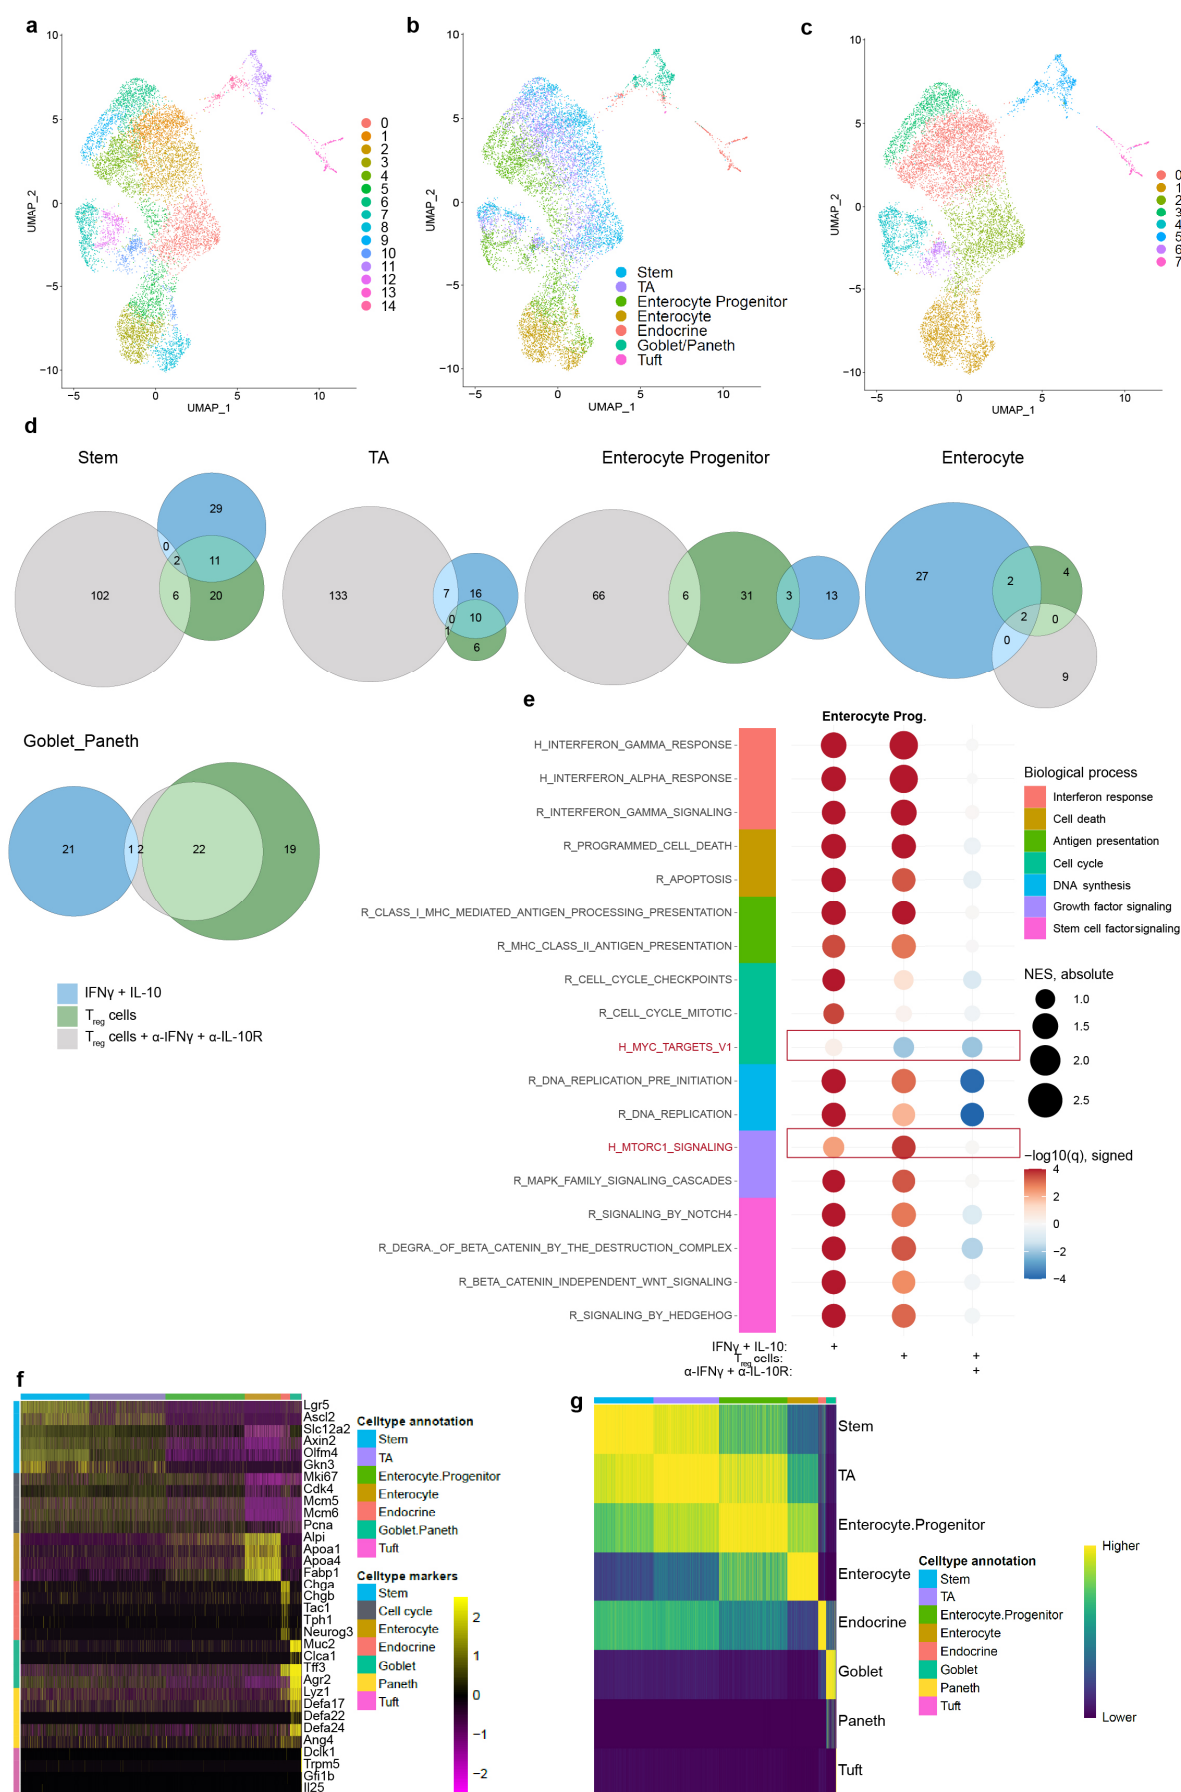

## **Clustering, cell type annotation and overlap of downregulated signaling pathways between experimental conditions from scRNA-seq analysis**

**a)** Single cell RNA sequencing of murine SI organoids after  $T_{reg}$  cell coculture or cytokine stimulation as described for Figure 5. UMAP plot of clustering results with a resolution of 1.0. Plot of single cells in UMAP space, colored by the results of graph-based clustering. **b)** UMAP plot of SingleR cell type annotation. Plot of single cells in UMAP space, colored by SingleR cell type annotation. **c)** Single cell RNA sequencing as described in A. UMAP plot of clustering results with a resolution of 0.3. Plot of single cells in UMAP space, colored by the results of graph-based clustering. **d)** Venn diagrams indicating the overlap of downregulated pathways between experimental conditions compared to control organoids. Only gene sets/pathways significantly upregulated when controlling for an FDR of 10% were considered. **e)** Dotmap of GSEA results of selected pathways/gene sets for different treatments (vs. control), enterocyte progenitor cells. Dots are colored by the negative  $\log_{10}$  of the GSEA q-value (FDR), the sign indicates the direction of the regulation (up positive, down negative). The size of the dots corresponds to the GSEA NES. Gene sets/pathways are derived from the Hallmark (H) and Reactome (R) gene set collections of MSigDB. **f)** Heatmap of marker gene expression. Columns correspond to single cells, the bar on top provides the cell label obtained from SingleR annotation. Rows correspond to the gene expression of marker genes, where the bar to the left groups the marker genes according to their respective cell type/process. Gene expression is shown mean-centered, scaled to unit variance and clipped at values -2.5 and 2.5. **g)** Heatmap of SingleR scores. Columns correspond to single cells, the bar on top provides the cell label obtained from SingleR annotation. Rows correspond to the SingleR scores for a given cell type label from the reference. Higher scores denote a higher correlation with and thus similarity to the reference label. Scores of single cells have been min-max normalized to lie within a [0, 1] interval, and transformed to the power of 3 to improve visibility of the dynamic range near 1 (see documentation of the SingleR package).

Supplementary Figure 6

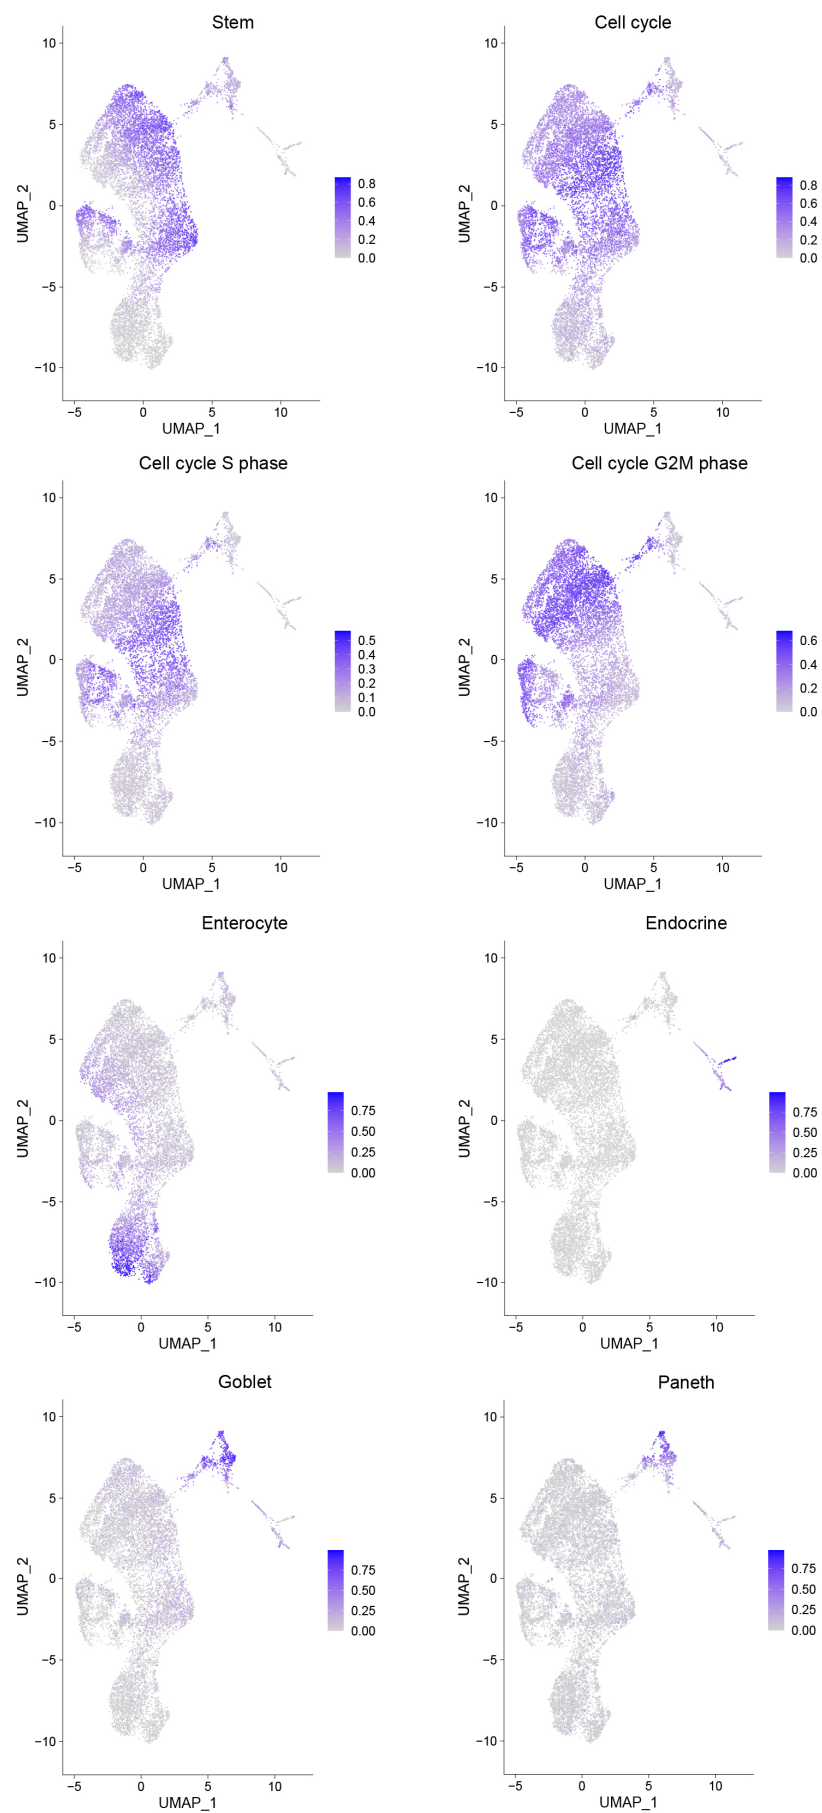

### **UMAP plots of UCell scores from scRNA-seq analysis**

UMAP plots of UCell scores. Plots of single cells in UMAP space from scRNA-seq analysis of murine small intestinal organoids, colored by the UCell scores of the respective marker gene signature.

## Supplementary Figure 7

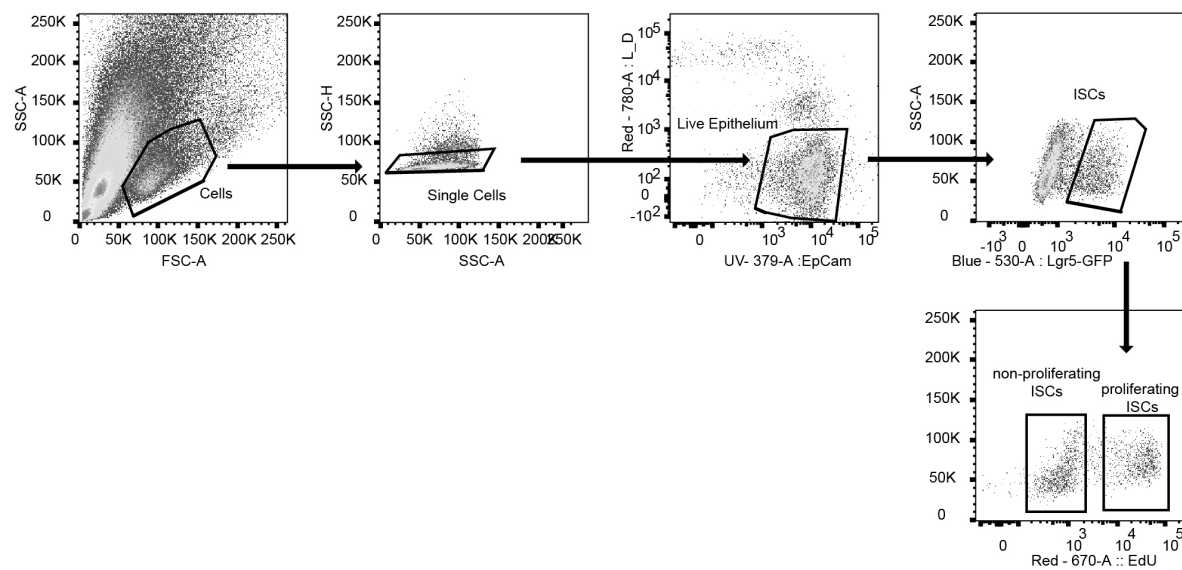

### Combined stimulation with IFN $\gamma$ and IL-10 maintains the pool of proliferating ISCs

Murine small SI organoids were stimulated for 5 days with indicated cytokines and analyzed by flow cytometry. Gating strategy of Lgr5<sup>+</sup> ISC of all viable epithelial cells (EpCAM<sup>+</sup>), and fraction of proliferating (EdU<sup>+</sup>) cells.

**Supplementary Figure 8**

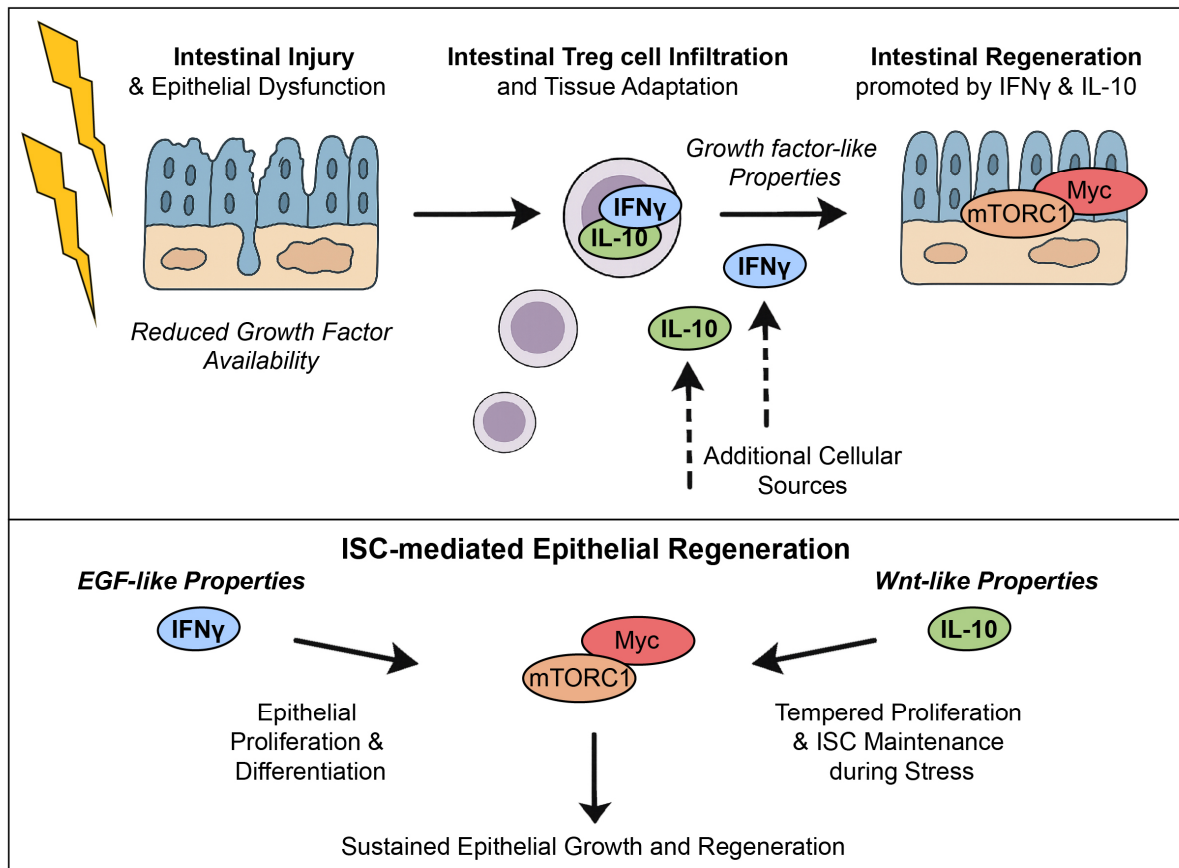

**Proposed model of how T<sub>reg</sub> cells integrate proinflammatory signals to promote ISC-mediated intestinal regeneration**

### III. Table S4

| Antibodies                                    |                          |                  |
|-----------------------------------------------|--------------------------|------------------|
| REAGENT                                       | SOURCE                   | IDENTIFIER       |
| Anti-human Pan-Cytokeratin (AF488)            | BioLegend                | RRID: AB_2616664 |
| Anti-human CD4 (AF488)                        | R&D systems              | RRID: AB_2728839 |
| Anti-human Foxp3 (PE)                         | Thermo Fisher Scientific | RRID: AB_1944444 |
| Anti-human CD45 (PerCP/Cy5.5)                 | BioLegend                | RRID: AB_893338  |
| Anti-human CD3                                | Thermo Fisher Scientific | RRID: AB_149924  |
| Anti-mouse CD3-AF488                          | Biolegend                | RRID: AB_389301  |
| Anti-mouse PD-1 (PE)                          | Biolegend                | RRID: AB_1877231 |
| Anti-mouse CD4 (PerCp/Cy5.5)                  | Biolegend                | RRID: AB_893324  |
| Anti-mouse CD8 (BUV395)                       | BD                       | RRID: AB_2732919 |
| Anti-mouse H2K-B (BUV421)                     | Biolegend                | RRID: AB_2876430 |
| Anti-mouse CD45 (AF700)                       | Biolegend                | RRID: AB_493715  |
| Anti-mouse IFN $\gamma$ (PE-Cy7)              | Biolegend                | RRID: AB_2295770 |
| Anti-mouse Foxp3 (AF647)                      | Biolegend                | RRID: AB_439750  |
| Anti-rabbit IgG (PE)                          | Biolegend                | RRID: AB_2563484 |
| Anti-mouse CD45 (APC-Cy7)                     | Biolegend                | RRID: AB_312981  |
| Anti-mouse Foxp3 (PB)                         | BioLegend                | RRID: AB_2105047 |
| Anti-mouse Foxp3 (PE)                         | Biolegend                | RRID: AB_1089117 |
| Anti-mouse CD16/32 Fc block                   | Biolegend                | RRID: AB_2783138 |
| Anti-mouse IL-10 (BV421)                      | Biolegend                | RRID: AB_2563240 |
| Anti-Mouse CD326 (EpCAM) (BUV395)             | BD                       | RRID: AB_2740020 |
| Anti-Mouse IFN $\gamma$ ( <i>in vivo</i> )    | Leinco Technologies      | RRID: AB_2737526 |
| Anti-mouse IL-10R ( <i>in vivo</i> )          | Bio X Cell               | RRID: AB_1107611 |
| TotalSeq™-B0301 anti-mouse Hashtag 1 Antibody | Biolegend                | RRID: AB_2814067 |
| TotalSeq™-B0302 anti-mouse Hashtag 2 Antibody | Biolegend                | RRID: AB_2814068 |
| TotalSeq™-B0303 anti-mouse Hashtag 3 Antibody | Biolegend                | RRID: AB_2814069 |
| TotalSeq™-B0304 anti-mouse Hashtag 4 Antibody | Biolegend                | RRID: AB_2814070 |
| TotalSeq™-B0305 anti-mouse Hashtag 5 Antibody | Biolegend                | RRID: AB_2814071 |
| TotalSeq™-B0306 anti-mouse Hashtag 6 Antibody | Biolegend                | RRID: AB_2814072 |

#### IV. References of Supplementary Materials

- 1 Fischer, J. C., Wintges, A., Haas, T. & Poeck, H. Assessment of mucosal integrity by quantifying neutrophil granulocyte influx in murine models of acute intestinal injury. *Cell Immunol* (2017).
- 2 Spoerl, S. *et al.* Activity of therapeutic JAK 1/2 blockade in graft-versus-host disease. *Blood* **123**, 3832-3842 (2014).
- 3 Lansink Rotgerink, L. *et al.* Experimental investigation of skin toxicity after immune checkpoint inhibition in combination with radiation therapy. *J Pathol* **258**, 189-198 (2022).
- 4 Felchle, H. *et al.* Novel Tumor Organoid-Based Mouse Model to Study Image Guided Radiation Therapy of Rectal Cancer After Noninvasive and Precise Endoscopic Implantation. *Int J Radiat Oncol Biol Phys* (2023).
- 5 Thiele Orberg, E. *et al.* The myeloid immune signature of enterotoxigenic *Bacteroides fragilis*-induced murine colon tumorigenesis. *Mucosal Immunol* **10**, 421-433 (2017).
- 6 Bankhead, P. *et al.* QuPath: Open source software for digital pathology image analysis. *Sci Rep* **7**, 16878 (2017).
- 7 Parekh, S., Ziegenhain, C., Vieth, B., Enard, W. & Hellmann, I. The impact of amplification on differential expression analyses by RNA-seq. *Sci Rep* **6**, 25533 (2016).
- 8 Macosko, E. Z. *et al.* Highly Parallel Genome-wide Expression Profiling of Individual Cells Using Nanoliter Droplets. *Cell* **161**, 1202-1214 (2015).
- 9 Ritchie, M. E. *et al.* limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res* **43**, e47 (2015).
- 10 Subramanian, A. *et al.* Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* **102**, 15545-15550 (2005).
- 11 Wolf, F. A., Angerer, P. & Theis, F. J. SCANPY: large-scale single-cell gene expression data analysis. *Genome Biol* **19**, 15 (2018).
- 12 Jarosch, S. *et al.* Multiplexed imaging and automated signal quantification in formalin-fixed paraffin-embedded tissues by ChipCytometry. *Cell Rep Methods* **1**, 100104 (2021).
- 13 Stoeckius, M. *et al.* Cell Hashing with barcoded antibodies enables multiplexing and doublet detection for single cell genomics. *Genome Biol* **19**, 224 (2018).
- 14 Germain, P. L., Lun, A., Garcia Meixide, C., Macnair, W. & Robinson, M. D. Doublet identification in single-cell sequencing data using scDblFinder. *F1000Res* **10**, 979 (2021).
- 15 McInnes, L., Healy, J., Saul, N. & Großberger, L. UMAP: Uniform Manifold Approximation and Projection. *J. Open Source Softw.* **3**, 861 (2018).
- 16 Aran, D. *et al.* Reference-based analysis of lung single-cell sequencing reveals a transitional profibrotic macrophage. *Nat Immunol* **20**, 163-172 (2019).
- 17 Haber, A. L. *et al.* A single-cell survey of the small intestinal epithelium. *Nature* **551**, 333-339 (2017).
- 18 Andreatta, M. & Carmona, S. J. UCell: Robust and scalable single-cell gene signature scoring. *Comput Struct Biotechnol J* **19**, 3796-3798 (2021).
- 19 Tirosh, I. *et al.* Dissecting the multicellular ecosystem of metastatic melanoma by single-cell RNA-seq. *Science* **352**, 189-196 (2016).
- 20 He, L. *et al.* NEBULA is a fast negative binomial mixed model for differential or co-expression analysis of large-scale multi-subject single-cell data. *Commun Biol* **4**, 629 (2021).
- 21 Liberzon, A. *et al.* The Molecular Signatures Database (MSigDB) hallmark gene set collection. *Cell Syst* **1**, 417-425 (2015).
- 22 Benjamini, Y. & Hochberg, Y. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. *J R Statist Soc B* **57**, 289-300 (1995).
- 23 Dittmar, D. J. *et al.* Donor regulatory T cells rapidly adapt to recipient tissues to control murine acute graft-versus-host disease. *Nat Commun* **15**, 3224 (2024).

How the deposited data were processed for this re-analysis (not part of the article)

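Small intestinal organoids of BALB/c mice were cultured for 4 days alone (control), with CD25 highFoxP3-GFP+ T_reg_ cells, with T_reg_ cells and antibodies against IFNγ, IL-10R or both, or with rIFNγ plus rIL-10. Live EpCAM+ cells of the 6 groups were hashed, pooled and sequenced in 6 libraries from 3 experimental replicates. Each library holds cells of all groups, and the key that the authors deposited pairs each hashtag with its group. The authors mapped the reads with Cell Ranger to GRCm38, combined the reads of both sequencing runs (of the excluded library, by the paper and the deposited description, only the first was made) and deposited, for each library, the number of UMIs counted for each gene and each hashtag in every barcode called as a cell. The values are whole numbers without normalization or a further filter on cells. The Seurat objects that the authors list with the data were not used here. Reads were not processed again.

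The choices of tests, settings, alternatives, gene lists and named genes were made before the data were examined, apart from those marked in the text as chosen after values had been seen. Hashtags were called with HTODemux (Seurat 5.3.0, positive quantile 0.99) in each library, and cells without a hashtag or with several were removed. In place of scDblFinder, further doublets were called with a method written for this purpose, which took the place of the planned program. It simulated doublets at a ratio of 2 from cells of the library, embedded them with 2000 variable genes in 30 principal components and scored each cell by its simulated neighbors. The number of cells called in a library was the number of doublets within a group expected from the hashtag doublets. This score told hashtag doublets from other cells with an area under the curve between 0.481 and 0.77 in the 5 libraries used, where 0.5 is no separation. Among cells with at least 10000 UMIs, it was 0.35 in the first library of replicate 2, where hashtag doublets scored below other cells. Cells with 10000 to 90000 UMIs, 3000 to 10000 genes and at most 8.5% mitochondrial UMIs were kept, as in the paper. The library that the authors excluded was left out, and the other 5 gave 11577 cells.

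Control cells were clustered with the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9, resolution 1, 30 principal components of 3000 variable genes, 20 neighbors). Clusters were named with marker genes fixed beforehand, once the clusters had been seen. The names of ISC-like, TA-like and EP-like clusters do not follow these markers alone. The 1787 control cells fell into 9 clusters, of which 1 with secretory markers was split again, at a resolution chosen after its cells had been seen. Each cell received the class of the control cluster with the highest Spearman correlation over 443 genes, at most 50 marker genes per class, from which interferon and antigen presentation genes had been removed. Cells of 1 cluster without clear markers were left unnamed. For the joint clustering of all groups, each library was centered on its mean, and a resolution of 1 and of 0.3 was used. The mixing of groups was measured as the share of control cells among the 30 nearest neighbors of a cell in its library, with groups drawn to equal size in each library and class. Response clusters were those with less than 1% of control cells and more than 10% of cytokine-stimulated cells, a rule chosen after the clusters had been seen. Interferon scores were expressed as the difference from the median of the control cells of the same replicate and class, in standard deviations of these control cells. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, statsmodels 0.14.6 and matplotlib 3.10.9 was used for these steps.

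For the tests, UMIs were summed over the cells of a class, group and replicate where every replicate had at least 10 cells. The sums held 1948528 to 6611242 UMIs in ISC-like, 6523833 to 24166433 in TA-like, 1552761 to 6351894 in EP-like, 2128410 to 9204156 in enterocyte-like and 415059 to 2636926 in goblet/Paneth-like cells. Limits given for a count of 0 use 3 counts and cover counting error only. Endocrine-like cells were too few for the test. The sums were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr) in R 4.3.3, with all 6 groups in one fit and replicate as a block, and Benjamini-Hochberg adjustment at 0.05. After removal of the group means, groups of the same replicate correlated with a mean of 0.528, 0.668, 0.508, 0.569 and 0.306 in the classes as listed, while groups of different replicates correlated with a mean between -0.321 and -0.152. The tests were tried on simulated counts with known changes first.

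Gene lists were tested with fgsea 1.28.0 on genes ranked by the signed negative log_10_ p, where at least 70% of a list's genes were tested, at an FDR of 10% over the lists of a class and comparison. The lists were mTORC1 signaling, Myc targets V1 and V2, interferon alpha and interferon gamma response (written from memory after the Hallmark collection before the data were examined, without a comparison of their membership), antigen presentation, proteasome subunits, cell death and ribosome biogenesis (written by hand), and the S phase and G2/M lists of Seurat. Reactome sets were those shipped with fgsea, with 15 to 500 tested genes and at least 70% of their genes tested. The named genes were 28 genes of the study, the 5 higher and 5 lower genes with the largest log2 fold change of each comparison with control in ISC-like cells, among those with an adjusted p below 0.05, the same direction in 3 of 3 replicates and at least 20 CPM in the higher group, and Foxp3, Ptprc, Cd3e, Trac and Xist. The lists and genes were chosen with knowledge of the paper.

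Alternatives were DESeq2 1.42.0 in place of edgeR, RLE size factors, no filter on low counts, no replicate block, each replicate left out in turn, sums per library, the 6th library included, looser cell limits (5000 UMIs, 2000 genes, 15% mitochondrial UMIs), hashtag doublets alone, merged or stricter hashtag calls (top hashtag of at least 80%), classes from joint clustering, equal numbers of cells, camera (limma 3.58.1, preset correlation of 0.01 or estimated), fry, ranking by log2 fold change, an FDR of 5%, lists without cell cycle, interferon or proteasome genes, every Reactome set, a split control, 15 or 60 neighbors, no centering, cells thinned to 10000 UMIs, and clustering without interferon and antigen presentation genes. Expected correlations came from 10 simulations of unchanged groups, in which each gene was drawn independently. Differences between classes were tested with an exact sign-flip permutation test, whose smallest p is 0.25, and shares of cells with an exact permutation test, whose smallest p is 0.1. For each number of changed genes, the 4 splits of the samples that part all 3 pairs were compared. The reference dataset for cell types, the MSigDB collections, NEBULA, Harmony and SingleR were not used here. Data on organoid growth were not analysed here.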

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

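The tests of cell numbers, of wrong hashtags in the antibody groups, of class borders and of scaling were chosen only after the results had been seen, and the other tests were planned.

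Among the libraries, 3 values lay far from the others, in 16 tests of the highest and lowest library (Dixon's test at 95%, where chance gives about 1 in 20). The second library of replicate 2 held 223155304 UMIs, and the other 4 used held 128917456 to 149972247. It also gave 3524 cells after all filters, compared with 1759 to 2199. In the excluded library, the cells that would have been kept had a median of 26355 UMIs, while the medians of the 5 other libraries were between 41774 and 47467.5. All libraries hold every group, so that these differences affect all groups alike, and replicate was a block in the tests. By the paper's methods and the deposited description, the excluded library was sequenced only in the first run and the other 5 also in a deeper second run, although its files are named after both runs. By that description, its median is of unlike depth. For the library of replicate 2, cell loading and sequencing depth were not separated by a test, and no biological explanation was tested.

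The sequenced organoids co-cultured with T_reg_ cells and a single antibody, on which the paper does not report, differed by antibody. With the antibody against IL-10R alone, edgeR called 43 genes changed against control in ISC-like and 156 in TA-like cells, 35 and 118 of them higher. Without replicate 3, the numbers were 8 and 12, and without replicate 1 they were 101 and 461. With the antibody against IFNγ alone, edgeR called 1 gene in ISC-like cells (Rbp2, log2 fold change 0.62, adjusted p = 0.0368, higher in 3 of 3 replicates; 368 genes with an unadjusted p below 0.05) and 0 in TA-like cells (276 with an unadjusted p below 0.05), and DESeq2 called 1 and 0. The antigen presentation list had an NES between 2.60 and 2.79 in the 5 classes with the antibody against IL-10R and between -1.71 and 0.705 with that against IFNγ. In TA-like cells, the interferon gamma list was at 2.92 and 0.775, with mean log2 fold changes of 0.469 ± 0.151 (SD, n = 3; higher in 3 of 3) and 0.005 ± 0.050 (SD, n = 3; higher in 1 of 3). The response clusters held 15.2% ± 12.5 (SD, n = 3) of the cells with the antibody against IL-10R, with 3.22%, 28.1% and 14.1% in replicates 1, 2 and 3, and 8.67% without replicate 2. They held 0.14% with the antibody against IFNγ. Compared directly, T_reg_ cell co-culture differed from co-culture with the antibody against IFNγ in 19 genes in ISC-like and 52 in TA-like cells, and from that with the antibody against IL-10R in 2 and 0 genes (418 and 391 with an unadjusted p below 0.05).

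Of the technical sources of this pattern, only fewer cells and cytokine-stimulated cells with a wrong hashtag are argued against. Both groups had as many cells as the others (2058 and 2027), and with equal numbers of cells 129 genes changed in TA-like cells with the antibody against IL-10R. If cytokine-stimulated cells had been called into this group by a wrong hashtag, its cells in the response clusters would carry more of the cytokine tag. They carried less, by -7.55 percentage points (11.1% compared with 18.7% in cells outside these clusters), in 3 of 3 replicates. Chance cannot be excluded by splits of the samples. Only the real one, 1 of 4, gave as many changed genes in both classes with the antibody against IL-10R and in ISC-like cells with that against IFNγ, and the other 3 gave 0 genes, but 4 splits cannot give a share under 0.05. In TA-like cells with the antibody against IFNγ, where the number was 0, 4 of 4 did. Exchanged hashtags of both antibody groups cannot be told apart from the key as given, because only the key tells which tag belongs to which antibody. With an NES of 2.92 for the interferon gamma list, the group named after the IL-10R antibody would then be the one with the antibody against IFNγ. Within these limits, the interferon and antigen presentation genes stayed higher with the antibody against IL-10R and not with that against IFNγ. The paper links these pathways to IFNγ, so that this readout cannot weigh IFNγ against IL-10. For organoid growth, which was not analysed here, the paper reports that either antibody alone abolished the benefit of T_reg_ cells. The difference between the antibodies was not tested in a model of its own.

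For some lists, every replicate moved up in one class and down in another under the same treatment, and both classes passed the FDR. The restriction to pairs in which both classes passed was chosen after the values had been seen. The exact sign-flip permutation test gave p = 0.25 for each, the smallest p that 3 replicates allow, and beyond this the differences were not tested. Each value is the mean difference in log2 fold change between the first class and the second. In T_reg_ cell co-culture, the G2/M list differed by -0.172 between TA-like and enterocyte-like, by -0.176 between EP-like and enterocyte-like and by 0.262 between enterocyte-like and goblet/Paneth-like cells. In 3 further pairs, of ISC-like with TA-like (0.142), EP-like (0.146) and goblet/Paneth-like cells (0.232), the replicates also moved apart, but the list did not pass the FDR in ISC-like cells. With cytokines, the G2/M list differed by 0.731 between ISC-like and TA-like and by 0.734 between ISC-like and EP-like cells. The S phase list with cytokines differed by 0.438 (ISC-like and EP-like), 0.669 (ISC-like and enterocyte-like), 0.393 (TA-like and EP-like), 0.624 (TA-like and enterocyte-like), -0.79 (EP-like and goblet/Paneth-like) and -1.02 (enterocyte-like and goblet/Paneth-like). The Myc target list V2 with cytokines differed by 0.62 between ISC-like and enterocyte-like and by 0.681 between TA-like and enterocyte-like cells.

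The ribosome biogenesis list in T_reg_ cell co-culture differed by -0.087 (ISC-like and TA-like), -0.080 (ISC-like and EP-like), 0.222 (TA-like and enterocyte-like), 0.282 (TA-like and goblet/Paneth-like), 0.216 (EP-like and enterocyte-like) and 0.275 (EP-like and goblet/Paneth-like), and with cytokines by 0.684 (ISC-like and enterocyte-like), 0.328 (ISC-like and goblet/Paneth-like), 0.779 (TA-like and enterocyte-like) and 0.422 (TA-like and goblet/Paneth-like). For these, the exact sign-flip test also gave p = 0.25, and they were not tested further. Without TMM factors, a scaling also compared only afterwards, the list in T_reg_ cell co-culture was lower in 2 of 3 replicates in ISC-like and higher in 2 of 3 in EP-like cells, so that the opposite directions with these classes depend on the scaling. For the Myc V2 and ribosome biogenesis lists, which were lower in enterocyte-like and higher in TA-like cells with cytokines, fewer UMIs per cell are argued against, because enterocyte-like cells had more UMIs with cytokines in 3 of 3 replicates, by at least 2039.5 in the median. A more mature composition of the enterocyte-like class cannot be told apart from a change in expression. Stem cell markers in this class changed by -1.14 ± 0.506 (SD, n = 3) with cytokines, lower in 3 of 3, but enterocyte markers changed by 0.058 ± 0.191 (SD, n = 3; higher in 1 of 3) and TA cell markers by 0.119 ± 0.283 (SD, n = 3; higher in 2 of 3), and cytokines might lower stem cell markers themselves. A response of the class to IFNγ and IL-10 also stays open.

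The G2/M list was higher in ISC-like and lower in TA-like cells with cytokines (NES 2.30 and -2.49). Both classes differ by the cell cycle in control organoids, and cells might be moved between them by a change of phase. With classes from joint clustering, the NES was 2.55 in ISC-like cells and -0.983 (adjusted p = 0.477 by fgsea) in TA-like cells, and in ISC-like, TA-like and EP-like cells together, the mean log2 fold change was -0.305, -0.089 and -0.209 in replicates 1, 2 and 3. Moving cells between these classes does not change the pooled value. How much of the change in each class comes from moved borders cannot be told apart, since both sets of classes rest in part on genes of the cell cycle. Free RNA in the droplets, which also enters such lists, was not tested.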

How the results depend on the processing

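The alternatives without a minimum share of tested genes and without TMM factors were chosen only after the results had been seen, and all other alternatives were planned. Changed genes are counted at an adjusted p below 0.05 in edgeR's test unless DESeq2 is named, and lists and sets at an FDR of 10%. Where a result moved, the cause was not tested unless the alternative itself removes genes, cells or replicates or adds them.

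Some results kept their size, or their direction and side of the threshold, under every alternative run for them. These were the interferon gamma list in TA-like cells in T_reg_ cell co-culture and after cytokine stimulation, which passed the FDR also with fry and with camera at an estimated correlation; the share of control cells among the nearest neighbors in control organoids, T_reg_ cell co-culture and co-culture with both antibodies or with the antibody against IL-10R; the shares of goblet/Paneth-like cells in control, T_reg_ cell co-culture, co-culture with both antibodies and cytokine stimulation; and the share of cells co-cultured with both antibodies in clusters without control cells. The RLE size factors and the 6th library left all 64 log2 fold changes of named genes, all 19 numbers of changed genes and all 29 list results on their side of the threshold.

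Named genes were compared over 64 log2 fold changes, none of which reversed. Without the replicate block, 15 lost their call, as did 12 without replicate 3, 6 without replicate 2 and 4 without replicate 1, while 2 were gained without replicate 1. Classes from joint clustering took away 5 calls, equal numbers of cells 4, and DESeq2, hashtag doublets alone, looser cell limits and sums per library 1 each. Calls were added by the lack of a filter on low counts (2), by hashtag doublets alone (1) and by sums per library (1).

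The numbers of changed genes moved as follows. Without the replicate block, the number of changed genes was 1 in ISC-like and enterocyte-like, 5 in TA-like and 3 in EP-like cells for T_reg_ cell co-culture, 323 in ISC-like, 789 in TA-like, 621 in EP-like and 918 in enterocyte-like cells for cytokine stimulation, 0 in ISC-like cells for co-culture with both antibodies, 0 in ISC-like cells for co-culture with the antibody against IFNγ, and 6 in ISC-like and 29 in TA-like cells for co-culture with the antibody against IL-10R. Without the filter on low counts, the number of changed genes was 118 in ISC-like, 329 in TA-like, 211 in EP-like, 180 in enterocyte-like and 72 in goblet/Paneth-like cells for T_reg_ cell co-culture, 431 in goblet/Paneth-like cells for cytokine stimulation, 36 in ISC-like, 33 in TA-like, 7 in EP-like, 15 in enterocyte-like and 23 in goblet/Paneth-like cells for co-culture with both antibodies, 15 in ISC-like and 12 in TA-like cells for co-culture with the antibody against IFNγ, and 168 in ISC-like and 590 in TA-like cells for co-culture with the antibody against IL-10R. With DESeq2, the number of changed genes was 18 in enterocyte-like and 3 in goblet/Paneth-like cells for T_reg_ cell co-culture and 0 in ISC-like and 1 in TA-like cells for co-culture with both antibodies. With sums per library, the number of changed genes was 44 in ISC-like, 151 in TA-like, 71 in EP-like and 37 in enterocyte-like cells for T_reg_ cell co-culture, 1 in TA-like cells for co-culture with both antibodies, 0 in ISC-like cells for co-culture with the antibody against IFNγ, and 66 in ISC-like and 346 in TA-like cells for co-culture with the antibody against IL-10R. With classes from the clustering of all groups, the number of changed genes was 31 in TA-like and 93 in EP-like cells for T_reg_ cell co-culture, 2642 in ISC-like cells for cytokine stimulation, 0 in ISC-like cells for co-culture with both antibodies, and 0 in ISC-like cells for co-culture with the antibody against IFNγ. With equal numbers of cells, the number of changed genes was 1090 in ISC-like and 84 in goblet/Paneth-like cells for cytokine stimulation, 0 in ISC-like cells for co-culture with both antibodies, and 0 in ISC-like cells for co-culture with the antibody against IFNγ. With hashtag doublets alone removed, the number of changed genes was 279 in goblet/Paneth-like cells for cytokine stimulation and 0 in ISC-like cells for co-culture with both antibodies. With looser cell limits, the number of changed genes was 0 in ISC-like cells for co-culture with both antibodies and 0 in ISC-like cells for co-culture with the antibody against IFNγ. With each replicate left out in turn, the number of changed genes ranged from 7 (without replicate 3) to 41 (without replicate 1) in ISC-like, 3 (without replicate 3) to 150 (without replicate 1) in TA-like, 9 (without replicate 3) to 72 (without replicate 1) in EP-like, 0 (without replicate 3) to 36 (without replicate 1) in enterocyte-like and 0 (without replicate 2) to 1 (without replicate 1) in goblet/Paneth-like cells for T_reg_ cell co-culture, 826 (without replicate 1) to 1462 (without replicate 2) in ISC-like, 2010 (without replicate 3) to 3673 (without replicate 2) in TA-like, 816 (without replicate 1) to 2363 (without replicate 2) in EP-like, 1259 (without replicate 1) to 3374 (without replicate 2) in enterocyte-like and 83 (without replicate 1) to 118 (without replicate 3) in goblet/Paneth-like cells for cytokine stimulation, 0 (without replicate 2) to 3 (without replicate 1) in ISC-like and 0 (without replicate 1) to 1 (without replicate 2) in enterocyte-like cells for co-culture with both antibodies, 0 (without replicate 3) to 3 (without replicate 1) in ISC-like and 0 (without replicate 2) to 1 (without replicate 1) in TA-like cells for co-culture with the antibody against IFNγ, and 8 (without replicate 3) to 101 (without replicate 1) in ISC-like and 12 (without replicate 3) to 461 (without replicate 1) in TA-like cells for co-culture with the antibody against IL-10R. Where a number was 0 in the comparisons with both antibodies, between 86 and 892 genes had an unadjusted p below 0.05. With 1 replicate left out, the remaining 2 per group were tested with the spread estimated over all groups. The removal of a replicate or of cells lowers the number of calls that a test can make, and sums per library take libraries of one replicate as independent. The gain without the filter on low counts and without replicate 1 was not explained by a test.

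Of 29 list results, 26 passed the FDR. The same number passed with DESeq2, RLE size factors and the 6th library and without the minimum share of tested genes, 27 with looser cell limits, 25 with camera and with hashtag doublets alone, 24 with classes from joint clustering, 19 without the replicate block and without the filter on low counts, 15 with genes ranked by log2 fold change, 8 with fry and 2 with camera at an estimated correlation. With replicates 1, 2 and 3 left out in turn, 24, 20 and 24 passed. Of 26 results with 24 passing, 24 passed with sums per library, without cell cycle genes and without proteasome genes, 23 without interferon genes and 21 with equal numbers of cells. When replicate was not a block, the NES of the mTORC1 list was 1.25 in ISC-like and 1.07 in enterocyte-like cells for T_reg_ cell co-culture, 1.26 in goblet/Paneth-like cells for cytokine stimulation, and -1.17 in TA-like cells for co-culture with both antibodies; the NES of the Myc target list V1 was -0.975 in ISC-like cells for T_reg_ cell co-culture and -1.16 in goblet/Paneth-like cells for cytokine stimulation; the NES of the Myc target list V2 was 1.35 in TA-like cells for T_reg_ cell co-culture. When every gene with a count was tested, the NES of the mTORC1 list was -1.13 in goblet/Paneth-like cells for T_reg_ cell co-culture and 1.52 in ISC-like, 1.33 in enterocyte-like and 1.35 in goblet/Paneth-like cells for cytokine stimulation; the NES of the Myc target list V1 was 1.63 in TA-like cells for T_reg_ cell co-culture and -1.30 in enterocyte-like and -1.03 in goblet/Paneth-like cells for cytokine stimulation; the NES of the Myc target list V2 was 1.47 in TA-like cells for T_reg_ cell co-culture; the NES of the interferon gamma list was 1.52 in TA-like cells for co-culture with both antibodies. Under DESeq2, the NES of the mTORC1 list was 1.23 in goblet/Paneth-like cells for cytokine stimulation; the NES of the interferon gamma list was 1.30 in TA-like cells for co-culture with both antibodies. Under classes from joint clustering, the NES of the mTORC1 list was 1.00 in goblet/Paneth-like cells for T_reg_ cell co-culture and 1.29 in goblet/Paneth-like cells for co-culture with both antibodies; the NES of the Myc target list V1 was -1.18 in ISC-like and -0.819 in goblet/Paneth-like cells for T_reg_ cell co-culture. At equal cell numbers, the NES of the mTORC1 list was -1.09 in goblet/Paneth-like cells for T_reg_ cell co-culture; the NES of the Myc target list V1 was -1.11 in ISC-like cells for T_reg_ cell co-culture; the NES of the Myc target list V2 was -1.29 in ISC-like cells for T_reg_ cell co-culture. When no further doublets were called, the NES of the mTORC1 list was 1.22 in goblet/Paneth-like cells for cytokine stimulation. Under looser cell limits, the NES of the interferon gamma list was 1.29 in TA-like cells for co-culture with both antibodies. Ranked by log2 fold change, the NES of the mTORC1 list was 1.22 in ISC-like, 1.01 in enterocyte-like and -0.792 in goblet/Paneth-like cells for T_reg_ cell co-culture, 1.20 in goblet/Paneth-like cells for cytokine stimulation, and -0.918 in TA-like cells for co-culture with both antibodies; the NES of the Myc target list V1 was -0.841 in ISC-like and 1.16 in TA-like cells for T_reg_ cell co-culture, -0.628 in goblet/Paneth-like cells for cytokine stimulation, and -1.20 in goblet/Paneth-like cells for co-culture with both antibodies; the NES of the Myc target list V2 was -1.17 in ISC-like and 1.16 in TA-like cells for T_reg_ cell co-culture. Without interferon genes, the NES of the mTORC1 list was 1.19 in goblet/Paneth-like cells for cytokine stimulation. Under camera, the adjusted p of the mTORC1 list was 0.265 in goblet/Paneth-like cells for cytokine stimulation. With fry, the adjusted p of the mTORC1 list was 0.656 in ISC-like, 0.21 in TA-like, 0.396 in enterocyte-like and 0.421 in goblet/Paneth-like cells for T_reg_ cell co-culture, 0.354 in goblet/Paneth-like cells for cytokine stimulation, and 0.525 in ISC-like and 0.972 in TA-like cells for co-culture with both antibodies; the adjusted p of the Myc target list V1 was 0.679 in ISC-like, 0.436 in TA-like, 0.396 in enterocyte-like and 0.238 in goblet/Paneth-like cells for T_reg_ cell co-culture, 0.354 in goblet/Paneth-like cells for cytokine stimulation, and 0.525 in ISC-like, 0.972 in TA-like, 0.494 in enterocyte-like and 0.758 in goblet/Paneth-like cells for co-culture with both antibodies; the adjusted p of the Myc target list V2 was 0.529 in ISC-like and 0.303 in TA-like cells for T_reg_ cell co-culture. Under camera with the correlation estimated, the adjusted p of the mTORC1 list was 0.708 in ISC-like, 0.296 in TA-like, 0.453 in enterocyte-like and 0.472 in goblet/Paneth-like cells for T_reg_ cell co-culture, 0.184 in ISC-like, 0.161 in TA-like, 0.388 in enterocyte-like and 0.584 in goblet/Paneth-like cells for cytokine stimulation, and 0.565 in ISC-like and 0.95 in TA-like cells for co-culture with both antibodies; the adjusted p of the Myc target list V1 was 0.735 in ISC-like, 0.543 in TA-like, 0.453 in enterocyte-like and 0.333 in goblet/Paneth-like cells for T_reg_ cell co-culture, 0.277 in ISC-like, 0.161 in TA-like, 0.442 in enterocyte-like and 0.584 in goblet/Paneth-like cells for cytokine stimulation, and 0.565 in ISC-like, 0.95 in TA-like, 0.476 in enterocyte-like and 0.793 in goblet/Paneth-like cells for co-culture with both antibodies; the adjusted p of the Myc target list V2 was 0.705 in ISC-like and 0.41 in TA-like cells for T_reg_ cell co-culture. Leaving out each replicate in turn, the NES of the mTORC1 list ranged from 1.04 (without replicate 3) to 2.06 (without replicate 1) in ISC-like, 0.962 (without replicate 3) to 1.83 (without replicate 2) in enterocyte-like and -1.47 (without replicate 1) to -1.16 (without replicate 2) in goblet/Paneth-like cells for T_reg_ cell co-culture, 1.02 (without replicate 1) to 1.52 (without replicate 2) in goblet/Paneth-like cells for cytokine stimulation, and -1.29 (without replicate 1) to 1.21 (without replicate 2) in enterocyte-like and -1.18 (without replicate 3) to 1.46 (without replicate 1) in goblet/Paneth-like cells for co-culture with both antibodies. When 1 replicate was left out, the NES of the Myc target list V1 ranged from -1.96 (without replicate 2) to 0.688 (without replicate 1) in ISC-like, 1.13 (without replicate 2) to 2.16 (without replicate 1) in TA-like and -2.27 (without replicate 3) to -1.06 (without replicate 2) in enterocyte-like cells for T_reg_ cell co-culture, -1.83 (without replicate 3) to -0.942 (without replicate 1) in goblet/Paneth-like cells for cytokine stimulation, and -2.62 (without replicate 3) to -0.957 (without replicate 1) in goblet/Paneth-like cells for co-culture with both antibodies. With each replicate left out in turn, the NES of the Myc target list V2 ranged from -1.93 (without replicate 3) to -1.19 (without replicate 1) in ISC-like and 0.924 (without replicate 2) to 1.86 (without replicate 1) in TA-like cells for T_reg_ cell co-culture. Leaving out each replicate in turn, the NES of the interferon gamma list ranged from 0.791 (without replicate 3) to 1.32 (without replicate 1) in TA-like cells for co-culture with both antibodies. Of the results that passed the FDR with the settings used, 2 turned. The mTORC1 list in goblet/Paneth-like cells of T_reg_ cell co-culture turned to 1.00 with joint classes, and the Myc target list V1 in ISC-like cells turned to 0.688 without replicate 1; neither passed the FDR then. The cause was not tested. Further lists changed sign without passing the FDR in either setting, all with both antibodies, namely mTORC1 in enterocyte-like and goblet/Paneth-like cells and interferon gamma in TA-like cells. Of 30 mean log2 fold changes of the mTORC1 and Myc V1 lists, 28 moved by less than 1 SD between replicates without TMM factors. Among these, the means in ISC-like cells with both antibodies went from -0.053 to -0.018 (mTORC1) and from -0.049 to -0.014 (Myc V1). The Myc target list V1 turned from -0.018 to 0.008 in ISC-like cells of T_reg_ cell co-culture and from 0.044 to -0.016 in EP-like cells with cytokines. Of the means of all lists, 26 of 276 changed sign.

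Once the block was dropped, the number of higher Reactome sets was 6 in ISC-like and 0 in TA-like cells for co-culture with both antibodies; the number of sets higher in both comparisons was 1 in ISC-like, 4 in enterocyte-like and 0 in goblet/Paneth-like cells for co-culture without and with both antibodies. Once low counts were kept, the number of higher Reactome sets was 9 in goblet/Paneth-like cells for T_reg_ cell co-culture, 93 in ISC-like and 95 in TA-like cells for cytokine stimulation, and 26 in ISC-like, 22 in TA-like and enterocyte-like and 25 in goblet/Paneth-like cells for co-culture with both antibodies; the number of sets higher in both comparisons was 7 in goblet/Paneth-like cells for T_reg_ cell co-culture and cytokines and 0 in ISC-like, 4 in TA-like, 1 in enterocyte-like and 2 in goblet/Paneth-like cells for co-culture without and with both antibodies. With DESeq2 as the count test, the number of higher Reactome sets was 11 in TA-like and 5 in goblet/Paneth-like cells for co-culture with both antibodies; the number of sets higher in both comparisons was 0 in ISC-like and goblet/Paneth-like and 2 in TA-like cells for co-culture without and with both antibodies. With RLE size factors, the number of higher Reactome sets was 0 in goblet/Paneth-like cells for co-culture with both antibodies; the number of sets higher in both comparisons was 1 in ISC-like and 0 in goblet/Paneth-like cells for co-culture without and with both antibodies. At looser limits on cells, the number of higher Reactome sets was 13 in goblet/Paneth-like cells for co-culture with both antibodies; the number of sets higher in both comparisons was 1 in ISC-like and 2 in goblet/Paneth-like cells for co-culture without and with both antibodies. When the 6th library was added, the number of higher Reactome sets was 30 in goblet/Paneth-like cells for T_reg_ cell co-culture and 6 in goblet/Paneth-like cells for co-culture with both antibodies; the number of sets higher in both comparisons was 4 in goblet/Paneth-like cells for co-culture without and with both antibodies. At an FDR of 5%, the number of higher Reactome sets was 9 in goblet/Paneth-like cells for T_reg_ cell co-culture and 0 in goblet/Paneth-like cells for co-culture with both antibodies; the number of sets higher in both comparisons was 6 in goblet/Paneth-like cells for T_reg_ cell co-culture and cytokines and 1 in ISC-like and 0 in goblet/Paneth-like cells for co-culture without and with both antibodies. When log2 fold changes ranked the genes, the number of higher Reactome sets was 79 in TA-like, 72 in enterocyte-like and 2 in goblet/Paneth-like cells for T_reg_ cell co-culture, 103 in ISC-like, 84 in TA-like and 76 in enterocyte-like cells for cytokine stimulation, and 0 in ISC-like, TA-like and goblet/Paneth-like and 3 in enterocyte-like cells for co-culture with both antibodies; the number of sets higher in both comparisons was 74 in TA-like, 68 in enterocyte-like and 2 in goblet/Paneth-like cells for T_reg_ cell co-culture and cytokines and 0 in ISC-like, enterocyte-like and goblet/Paneth-like cells for co-culture without and with both antibodies. With proteasome subunit genes removed, the number of higher Reactome sets was 1 in ISC-like, 42 in TA-like, 29 in EP-like and 24 in enterocyte-like cells for T_reg_ cell co-culture, 124 in ISC-like, 131 in TA-like, 36 in EP-like, 42 in enterocyte-like and 32 in goblet/Paneth-like cells for cytokine stimulation, and 2 in TA-like cells for co-culture with both antibodies; the number of sets higher in both comparisons was 1 in ISC-like, 33 in TA-like, 25 in EP-like and 18 in enterocyte-like cells for T_reg_ cell co-culture and cytokines and 0 in ISC-like and goblet/Paneth-like cells for co-culture without and with both antibodies. By camera, the number of higher Reactome sets was 6 in goblet/Paneth-like cells for T_reg_ cell co-culture and 5 in ISC-like and 0 in goblet/Paneth-like cells for co-culture with both antibodies; the number of sets higher in both comparisons was 6 in goblet/Paneth-like cells for T_reg_ cell co-culture and cytokines and 0 in ISC-like and goblet/Paneth-like cells for co-culture without and with both antibodies. By camera at an estimated correlation, the number of higher Reactome sets was 0 in the cells of each class for T_reg_ cell co-culture, 0 in ISC-like, TA-like, EP-like and enterocyte-like and 6 in goblet/Paneth-like cells for cytokine stimulation, and 0 in ISC-like, TA-like, enterocyte-like and goblet/Paneth-like cells for co-culture with both antibodies; the number of sets higher in both comparisons was 0 in the cells of each class for T_reg_ cell co-culture and cytokines and 0 in ISC-like, enterocyte-like and goblet/Paneth-like cells for co-culture without and with both antibodies. When 1 replicate was left out, the number of higher Reactome sets ranged from 0 (without replicate 2) to 33 (without replicate 3) in goblet/Paneth-like cells for T_reg_ cell co-culture, and 11 (without replicate 1) to 30 (without replicate 3) in ISC-like, 6 (without replicate 3) to 31 (without replicate 2) in TA-like, 0 (without replicate 2) to 3 (without replicate 1) in EP-like, 4 (without replicate 3) to 11 (without replicate 1) in enterocyte-like and 0 (without replicate 2) to 8 (without replicate 3) in goblet/Paneth-like cells for co-culture with both antibodies. With each replicate left out in turn, the number of sets higher in both comparisons ranged from 0 (without replicate 2) to 27 (without replicate 3) in goblet/Paneth-like cells for T_reg_ cell co-culture and cytokines, and 0 (without replicate 1) to 6 (without replicate 3) in ISC-like, 0 (without replicate 2) to 1 (without replicate 1) in TA-like, 0 (without replicate 2) to 3 (without replicate 1) in EP-like, 3 (without replicate 2) to 4 (without replicate 3) in enterocyte-like and 0 (without replicate 1) to 2 (without replicate 3) in goblet/Paneth-like cells for co-culture without and with both antibodies. Without proteasome subunit genes fewer genes enter each set, and fewer sets reach the required size.

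Correlations moved with the control cells that both comparisons share. If replicates were not blocked, the NES correlation was 0.749 in goblet/Paneth-like cells for T_reg_ cell co-culture and cytokines, 0.179 in ISC-like and 0.286 in enterocyte-like cells for co-culture with both antibodies and cytokines, and 0.31 in ISC-like and -0.123 in TA-like cells for co-culture without and with both antibodies; the correlation of log2 fold changes was 0.206 in enterocyte-like cells for co-culture with both antibodies and cytokines. Given looser limits on cells, the NES correlation was 0.656 in ISC-like cells for T_reg_ cell co-culture and cytokines and -0.283 in TA-like cells for co-culture without and with both antibodies; the correlation of log2 fold changes was 0.185 in ISC-like and 0.229 in enterocyte-like cells for co-culture with both antibodies and cytokines. Minus proteasome subunit genes, the NES correlation was 0.376 in ISC-like and 0.863 in goblet/Paneth-like cells for T_reg_ cell co-culture and cytokines, 0.336 in ISC-like, 0.544 in enterocyte-like and 0.777 in goblet/Paneth-like cells for co-culture with both antibodies and cytokines, and 0.599 in ISC-like, -0.228 in TA-like and 0.622 in enterocyte-like cells for co-culture without and with both antibodies. Over every Reactome set tested, the NES correlation was 0.406 in ISC-like, 0.872 in EP-like and 0.857 in enterocyte-like cells for T_reg_ cell co-culture and cytokines, -0.048 in enterocyte-like cells for co-culture with both antibodies and cytokines, and -0.051 in ISC-like and -0.291 in TA-like cells for co-culture without and with both antibodies. With the control cells split between both comparisons, the NES correlation was 0.515 in ISC-like, 0.895 in EP-like and 0.817 in enterocyte-like cells for T_reg_ cell co-culture and cytokines, -0.385 in ISC-like cells for co-culture with both antibodies and cytokines, and -0.345 in ISC-like, -0.514 in TA-like, -0.301 in EP-like and -0.169 in enterocyte-like cells for co-culture without and with both antibodies; the correlation of log2 fold changes was 0.455 in ISC-like, 0.533 in EP-like and 0.464 in enterocyte-like cells for T_reg_ cell co-culture and cytokines, -0.010 in ISC-like, 0.031 in TA-like, 0.030 in EP-like and -0.021 in enterocyte-like cells for co-culture with both antibodies and cytokines, and 0.056 in ISC-like, 0.041 in TA-like, -0.038 in EP-like and -0.017 in enterocyte-like cells for co-culture without and with both antibodies. With each replicate left out in turn, the NES correlation ranged from 0.565 (without replicate 3) to 0.637 (without replicate 1) in ISC-like, 0.696 (without replicate 2) to 0.952 (without replicate 1) in TA-like, 0.92 (without replicate 2) to 0.978 (without replicate 3) in EP-like and 0.507 (without replicate 2) to 0.826 (without replicate 1) in goblet/Paneth-like cells for T_reg_ cell co-culture and cytokines, -0.378 (without replicate 3) to 0.093 (without replicate 2) in ISC-like, -0.488 (without replicate 2) to -0.175 (without replicate 1) in TA-like, -0.098 (without replicate 2) to 0.139 (without replicate 3) in enterocyte-like and -0.277 (without replicate 2) to 0.408 (without replicate 3) in goblet/Paneth-like cells for co-culture with both antibodies and cytokines, and -0.144 (without replicate 1) to 0.151 (without replicate 2) in ISC-like, -0.243 (without replicate 2) to -0.185 (without replicate 3) in TA-like, -0.257 (without replicate 3) to 0.788 (without replicate 1) in EP-like, -0.193 (without replicate 2) to 0.252 (without replicate 3) in enterocyte-like and 0.107 (without replicate 1) to 0.918 (without replicate 3) in goblet/Paneth-like cells for co-culture without and with both antibodies. Leaving out each replicate in turn, the correlation of log2 fold changes ranged from 0.431 (without replicate 2) to 0.688 (without replicate 1) in ISC-like, 0.547 (without replicate 2) to 0.778 (without replicate 1) in TA-like, 0.513 (without replicate 2) to 0.74 (without replicate 1) in EP-like, 0.50 (without replicate 2) to 0.763 (without replicate 1) in enterocyte-like and 0.509 (without replicate 2) to 0.721 (without replicate 1) in goblet/Paneth-like cells for T_reg_ cell co-culture and cytokines, 0.182 (without replicate 3) to 0.218 (without replicate 1) in ISC-like, 0.175 (without replicate 2) to 0.262 (without replicate 1) in EP-like and 0.233 (without replicate 3) to 0.244 (without replicate 1) in enterocyte-like cells for co-culture with both antibodies and cytokines, and 0.372 (without replicate 1) to 0.531 (without replicate 2) in ISC-like, 0.364 (without replicate 1) to 0.397 (without replicate 2) in TA-like, 0.319 (without replicate 3) to 0.442 (without replicate 2) in EP-like, 0.362 (without replicate 1) to 0.515 (without replicate 2) in enterocyte-like and 0.501 (without replicate 2) to 0.605 (without replicate 3) in goblet/Paneth-like cells for co-culture without and with both antibodies. Correlations of co-culture with both antibodies thus changed sign in several classes, both without replicate 2 and with the control split. The correlations of log2 fold changes between T_reg_ cells and cytokines stayed above 0 throughout. Without replicate 2, however, the simulated maxima, which all 3 replicates went into, were exceeded in TA-like cells only. The NES correlation between co-culture without and with both antibodies in goblet/Paneth-like cells had no value without replicate 2, because no set passed the FDR.

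Without interferon and antigen presentation genes, the share of cells in clusters without control cells was 40.7% after cytokine stimulation, 2.20% in co-culture with the antibody against IL-10R and 0% with the antibody against IFNγ, compared with 66.1%, 15.2% and 0.14% with all genes. It was 0.96% in T_reg_ cell co-culture, compared with 6.93%. This alternative removes genes from the clustering by its construction. The share of control cells among the nearest neighbors was 4.80% with cytokines and 21.5% with the antibody against IFNγ without these genes, compared with 2.00% and 23.6%, and 3.30% with cytokines for 60 neighbors. With each replicate left out in turn, the response clusters held between 1.43% and 10.2% of co-cultured cells. Of the cells kept, 4222 remained when the top hashtag had to make up at least 80% of the tag UMIs, 9915 with hashtag calls over all libraries merged, and 11890 with the 6th library.

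Some alternatives gave no value. With stricter and with merged hashtag calls, groups fell below 10 cells per replicate and no test was run. Merged calls left, for example, 3 TA-like control cells in replicate 3, where the tag of the cytokine-stimulated group made up a median of 69.7% of the tag UMIs of control cells, compared with 14.0% and 13.6% in replicates 1 and 2. EP-like cells had no comparison with cytokines under joint classes. Depth limits the classes unequally. Sums of goblet/Paneth-like cells started at 415059 UMIs and 11 cells, while those of TA-like cells started at 6523833 UMIs. Simulated counts with the same design and depth were tested with edgeR, and 85.4% of 198 changed genes were recovered in ISC-like, 88.3% of 197 in TA-like, 80.6% of 196 in EP-like, 87.3% of 197 in enterocyte-like and 73.8% of 195 in goblet/Paneth-like cells, with 6, 6, 8, 11 and 7 false calls. DESeq2 recovered 81.3%, 85.8%, 77.0%, 83.2% and 67.7%. These shares hold for single genes with changes of the simulated size. A list shifted by 0.2 on the log2 scale was also simulated. Its NES was 3.35, 3.61, 3.35, 3.27 and 2.72 in the classes in the same order. Other lists were called as well, namely 2, 4, 1, 0 and 0, with 9, 10, 9, 9 and 7 lists tested. Smaller changes than these were not simulated.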

Differences from the paper's values

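The rule for response clusters, the dropped minimum share of tested genes and the scaling without TMM factors were chosen only after the results had been seen, and the other tests in this part were planned. No number of cells or clusters differed from the paper's by more than 1.5 times under the settings used. The paper gives 45085 cells across 5 libraries. This number equals the sum of all 6 libraries here, while the 5 libraries used hold 35985. The paper's 34507 cells with a hashtag compare with 27620 in 5 libraries and 33388 in 6, the paper's 23496 cells after doublet removal with 23724, and the paper's 11301 cells after all filters with 11577. The paper's range of cells removed by the limits, 35% to 60%, compares with 34.0% to 61.0%. Of the alternatives set before the data were examined, stricter hashtag calls (4222 cells) and the 6th library (91.3% removed) differ from the paper's values, and the others do not. The number of clusters was 16 here and about 15 in Fig. S5a, read by eye, at the higher resolution, and 7 here and about 8 in Fig. S5c, read by eye, at the lower. Without interferon and antigen presentation genes, it was 15 at the higher resolution.

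The paper's tests took cells as observations, with a random effect for each group and replicate, while sums per replicate were tested here, and cell classes, gene lists and Reactome sets are other than the paper's. The mTORC1, Myc and interferon lists were written from memory after the Hallmark collection and not compared with it. The names of ISC-like, TA-like and EP-like classes also do not follow the fixed markers alone. These points limit each comparison that follows.

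The paper describes that the less differentiated cells of its treatment-related clusters form a cluster of their own at the lower resolution. Here, none of 7 clusters held less than 1% of control cells and more than 10% of cytokine-stimulated cells, and the cells of clusters 6 and 9 joined clusters with 604, 345 and 378 control cells. At the higher resolution, clusters of their own were found, as the paper describes, and the enterocyte-like cluster joined untreated cells at the lower resolution, also as described.

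The paper states that the treatment-related clusters also appear in T_reg_ cell co-culture. Here, they held 0.44%, 17.9% and 2.43% of co-cultured cells in replicates 1, 2 and 3, so that most of this share came from replicate 2, and 1 of 2027 co-cultured cells lay in the enterocyte-like cluster.

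The paper states that Myc signaling was higher in ISCs and TA cells with T_reg_ cells and with cytokines. With cytokines, the Myc target list V1 was higher here in both (NES 2.41 and 2.61), and with T_reg_ cells it was higher in TA-like cells (1.80). The call in TA-like cells with T_reg_ cells depends on the processing. This list had a lower NES there without replicate 2 and with genes ranked by log2 fold change. By fry and by camera at an estimated correlation, it was not called. In ISC-like cells with T_reg_ cells, it was lower (NES -1.61; mean log2 fold change -0.018 ± 0.045, SD, n = 3), and the V2 list was at -1.77. Without TMM factors, a scaling compared after the values had been seen, the mean of V1 was 0.008 ± 0.028 (SD, n = 3; higher in 2 of 3 replicates), so that its direction depends on the scaling. No setting called V1 higher there. The highest NES was 0.688, without replicate 1, and it was -1.11 with equal numbers of cells and -0.975 without the replicate block, neither past the FDR.

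For Myc signaling in enterocytes and goblet/Paneth cells, the paper found no effect. Here, the V1 list passed the FDR in the lower direction, with an NES of -1.74 and -2.29 with T_reg_ cells and of -1.82 and -1.43 with cytokines. The mean log2 fold change in enterocyte-like cells was -0.047 ± 0.057 (SD, n = 3) with T_reg_ cells and -0.134 ± 0.122 (SD, n = 3) with cytokines. No call was made with T_reg_ cells in enterocyte-like cells without replicate 2 (-1.06), by fry (adjusted p = 0.396) and by camera at an estimated correlation (adjusted p = 0.453), nor in goblet/Paneth-like cells with classes from joint clustering (-0.819), by fry (adjusted p = 0.238) and by camera at an estimated correlation (adjusted p = 0.333). With cytokines, no call was made in enterocyte-like cells without the filter on low counts (-1.30) or by camera at an estimated correlation (adjusted p = 0.442), nor in goblet/Paneth-like cells when genes were ranked by log2 fold change (-0.628), without the filter on low counts (-1.03), without the replicate block (-1.16), without replicate 1 (-0.942), by fry (adjusted p = 0.354) or by camera at an estimated correlation (adjusted p = 0.584).

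The paper states that mTORC1 signaling rose with T_reg_ cells, and that the effect appeared stronger in ISCs and TA cells than in enterocytes. Here, the list was called higher in all 3 classes, with an NES of 1.59, 2.25 and 1.44. The call was lost in ISC-like cells without replicate 2 (1.15), without replicate 3 (1.04) and without the replicate block (1.25), and in enterocyte-like cells without replicate 3 (0.962) and without the block (1.07). The mean log2 fold change in ISC-like cells was 0.047 ± 0.064 (SD, n = 3; higher in 2 of 3 replicates), and 0.072 ± 0.048 (SD, n = 3; higher in 3 of 3) without TMM factors. The difference in mean log2 fold change from enterocyte-like cells was -0.007 ± 0.077 (SD, n = 3) for ISC-like and 0.016 ± 0.065 (SD, n = 3) for TA-like cells, within the spread between replicates (exact sign-flip permutation test, p = 1.0 for both). For differentiated cells such as Paneth cells, the paper's discussion names no activation. In goblet/Paneth-like cells here, the NES was -1.46 with T_reg_ cells, and 1.00 (not past the FDR) with classes from joint clustering. With cytokines it was 1.28 (adjusted p = 0.0816 by fgsea), a call that was lost with DESeq2 (1.23) and without the replicate block (1.26).

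The paper describes uniform upregulation in all epithelial cell types of interferon, cell death and antigen presentation pathways and of pathways of the cell cycle and DNA synthesis. Antigen presentation was higher in all 5 classes here with T_reg_ cells, cell death in the 4 classes tested and interferon gamma in TA-like cells, the class in which it could be tested. Without the minimum share of tested genes, which was dropped after the values had been seen, interferon gamma was higher in the other 4 classes also. The S phase list with T_reg_ cells was higher in TA-like and goblet/Paneth-like cells (1.99 and 1.53) and lower in EP-like cells (-2.27), and the G2/M list was lower in TA-like, EP-like and goblet/Paneth-like cells (-2.15, -1.98 and -1.96) and higher in enterocyte-like cells (1.34). With cytokines, the S phase list was higher in ISC-like, TA-like and goblet/Paneth-like cells (2.25, 2.26 and 2.04) and lower in EP-like and enterocyte-like cells (-1.51 and -1.61), and the G2/M list was higher in ISC-like cells (2.30) and lower in TA-like and EP-like cells (-2.49 and -2.21).

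The paper describes that differentiated cells such as enterocytes appear less affected under its conditions. Here, enterocyte-like, ISC-like and TA-like cells all mixed little with control cells after cytokine stimulation (2.4%, 2.1% and 0.7% of control neighbors). These shares are near their lowest possible value, so that they cannot rank how far each class moved. In enterocyte-like cells, 3267 genes changed, compared with 1638 in ISC-like and 3866 in TA-like cells. These numbers depend on the cells per class and on the processing, and were 918, 323 and 789 without the replicate block and 1259, 826 and 2171 without replicate 1. With T_reg_ cells, 11 genes changed in enterocyte-like cells and 26 and 47 in ISC-like and TA-like cells. The order of these also depends on the processing, since they were 180, 118 and 329 without the filter on low counts and 1, 1 and 5 without the replicate block, and the share of control neighbors was 17.1%, 18.4% and 17.3%.

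In the paper, clustering did not tell goblet from Paneth cells. Here, cluster 11 was led by goblet cell genes and cluster 13 by Paneth cell genes, while the control cells alone gave 1 secretory cluster, whose further split gave goblet/Paneth-like clusters of 30 and 20 cells.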

Other observations

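The tests of proteasome subunit genes, of class borders, single replicates and scaling for the Myc list, of the cell limits and classes for the goblet/Paneth-like share and of a mixture of responding and other cells were chosen only after the results had been seen, and the tests of free hashtag and of wrong hashtags in T_reg_ cell co-culture were planned.

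For each number of changed genes, the 4 splits that part all 3 pairs of samples were compared. Chance cannot be excluded by these splits for any of them, because 4 splits cannot give a share under 0.05. With T_reg_ cells (ISC-like, TA-like, EP-like and enterocyte-like cells), with cytokines (5 classes) and with both antibodies (ISC-like cells), 1 of 4 splits, the real one, gave as many changed genes, and the other 3 gave 0. Where edgeR called 0 genes, 4 of 4 splits did. This was so in goblet/Paneth-like cells with T_reg_ cells (545 genes with an unadjusted p below 0.05, 3 genes by DESeq2) and with both antibodies in TA-like, EP-like, enterocyte-like and goblet/Paneth-like cells (511, 337, 431 and 414 genes with an unadjusted p below 0.05, and 1, 0, 0 and 0 genes by DESeq2).

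Many Reactome sets that were higher in T_reg_ cell co-culture contain proteasome subunit genes, but their number was not counted. The list of these subunits was higher in co-culture in ISC-like, TA-like, EP-like and enterocyte-like cells. It rose by 0.197 ± 0.107, 0.209 ± 0.098, 0.218 ± 0.085 and 0.178 ± 0.056 (SD, n = 3, higher in 3 of 3 each) on the log2 scale. A candidate explanation is that these genes account for most of the calls. In ISC-like cells, 1 of 89 sets remained higher without them, although 49 could still be tested, which is what the explanation predicts. In TA-like, EP-like and enterocyte-like cells, 42 of 129, 28 of 107 and 24 of 112 sets remained, of which 91, 66 and 70 could still be tested, so that the genes of the proteasome cannot be told apart from a wider response in these classes, where neither most nor few of the sets were left. With cytokines, proteasome subunits rose by 0.535 ± 0.086 (SD, n = 3) in ISC-like cells, and with both antibodies they fell by 0.063 ± 0.066 (SD, n = 3).

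The Myc target list V1 was not higher in ISC-like cells with T_reg_ cells. If classes made from control clusters were the reason, classes from joint clustering would show an increase. The NES was -1.18 there and did not pass the FDR. If a single replicate were the reason, the list would be called higher without it. The highest NES was 0.688, without replicate 1, which did not pass the FDR either. Neither explanation can be told apart from a lack of increase, because no call in either direction was made in these settings. The lower NES with all replicates rests on replicate 1, and the sign of the mean depends on the scaling (-0.018 ± 0.045 with and 0.008 ± 0.028 without TMM factors, SD, n = 3). A smaller response than with cytokines may not be detectable in 3 replicates, since the mean change is below its SD with either scaling.

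The share of goblet/Paneth-like cells was 3.36% ± 1.17 (SD, n = 3) in control organoids (2.65%, 2.73% and 4.71%) and 10.6% ± 1.42 (SD, n = 3) with cytokines (11.3%, 9.02% and 11.6%; exact permutation test, p = 0.1, the smallest possible), compared with 4.50% ± 1.38 (SD, n = 3; p = 0.3 by the exact test) with T_reg_ cells and 3.33% with both antibodies. The paper does not report this. The cell limits are argued against as the reason, because the share was 9.59% with looser limits, and so are the classes made from control clusters, because it was 11.2% with joint classes. Goblet/Paneth-like cells of the other groups had the higher share of cytokine tag in 14 of 15 pairs of group and replicate. Their tag UMIs were mostly fewer (136 compared with 278 in replicate 1 of T_reg_ cell co-culture), which raises this share without uptake. It therefore does not decide. Tag counts were looked up after the shares had been seen. Goblet/Paneth-like cells of the cytokine-stimulated group held 1286, 551.5 and 1207.5 tag UMIs in replicates 1, 2 and 3, and its other cells 1191, 641 and 1551. The cytokine tag made up 97.7%, 91.9% and 98.0%, lower than in other cells in 2 of 3 replicates. Goblet/Paneth-like control cells, which show free tag, held 91, 98 and 280.5 tag UMIs. These values argue against free tag as the main source of the higher share with cytokines. Single wrong calls stay open, since no second label of the group exists. ISC-like cells were 18.0% ± 3.08 (SD, n = 3) in control and 12.7% ± 4.07 (SD, n = 3) with cytokines (exact test, p = 0.2), TA-like 43.3% ± 5.15 and 32.1% ± 8.66 (SD, n = 3; p = 0.2), enterocyte-like 18.2% ± 2.27 and 26.6% ± 10.8 (SD, n = 3; p = 0.2) and endocrine-like 1.54% ± 0.31 and 3.79% ± 1.22 (SD, n = 3; p = 0.1). These tests are unpaired. Within replicates, a comparison made after the shares had been seen, ISC-like cells changed by -6.17, -5.66 and -4.07 and TA-like cells by -24.2, -7.94 and -1.27 percentage points in replicates 1, 2 and 3, lower in 3 of 3 for both (exact sign-flip permutation test, p = 0.25, the smallest possible), and enterocyte-like cells were higher in 2 of 3.

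The response in T_reg_ cell co-culture was weaker than with cytokines. The median interferon score, in SDs of the control cells, was 0.517, 1.63 and 0.813 in replicates 1, 2 and 3 with T_reg_ cells and 3.75, 2.94 and 3.67 with cytokines. If a part of the cells responded as fully as with cytokines and the rest not at all, the 90th percentile would be that of a mixture of control and cytokine-stimulated cells. It lay below it in each replicate, by -0.794 at the least (2.03, 3.44 and 2.58 compared with 3.61, 4.24 and 4.54). If cytokine-stimulated cells with a wrong hashtag made up the response, co-cultured cells outside the response clusters would score like control cells, but the lowest median among replicates was 0.515. These values are in line with a graded response of most cells at a lower level, as a hypothesis that would need an independent dataset. The level of the cytokines in co-culture was not analysed here.

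Il10ra, which encodes the ligand-binding chain of IL-10R, had 2 UMIs in all 11577 cells, both in TA-like cells with the antibody against IL-10R. That group also held 6 cells with Ptprc, 5 with Cd3e and 6 with Trac, genes of T cells. Il10rb was found in 63.9% of cells (25.4 CPM), Ifngr1 in 93.7% (98.7 CPM) and Ifngr2 in 89.5% (66.7 CPM), with CPM taken without TMM factors. Foxp3 had a UMI in 3 control cells, 6 cells of T_reg_ cell co-culture and 2 of cytokine stimulation. It also had a UMI in 5 cells with the antibody against IL-10R, 1 with that against IFNγ and 1 with both. Xist was found in more than 99% of the cells of each group, from 99.7% to 100.0%. No explanation was tested for these values.

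In barcodes without a hashtag call, the cytokine tag had a median of 15 UMIs and made up 52.6% of tag UMIs, the T_reg_ cell tag 18.3% and the control tag 10.5%. In replicate 3, control cells carried a median of 69.7% of the cytokine tag, and cells with both antibodies 70.5%, more than of their own tag. HTODemux compares each tag with its own background in the library. Further values of this replicate were looked up after these shares had been seen. In replicate 3, 0% of control cells and of cells with both antibodies lay in the response clusters, compared with 67.6% of cytokine-stimulated cells. The rule for these clusters limits their control cells, but does not use the cells with both antibodies. The median interferon score was 0.002 with both antibodies and 3.67 with cytokines. These values argue against cytokine-stimulated cells making up these 2 groups in replicate 3. Whether cells of other groups were exchanged was not tested.

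With a single antibody, further lists were measured. The mTORC1 list had an NES of 1.64 in ISC-like, 1.93 in TA-like, 1.93 in EP-like, 1.64 in enterocyte-like and -1.06 in goblet/Paneth-like cells with the antibody against IL-10R, and of -1.19, -0.846, 1.35, -1.56 and -1.32 with that against IFNγ. The Myc target list V1 had 0.701, 1.18, 0.973, -1.56 and -1.78, and -1.82, -1.62, 1.06, -2.13 and -2.41. For interferon alpha in TA-like cells, the NES was 2.70 and -1.50. EP-like, enterocyte-like and goblet/Paneth-like cells had 58, 36 and 1 changed genes with the antibody against IL-10R, of which the single gene was Cd74, looked up after the count had been seen. Reactome sets that were higher numbered 98, 100, 87, 102 and 86 with the antibody against IL-10R and 2, 0, 17, 9 and 4 with that against IFNγ, and sets that were lower in both groups with an IFNγ antibody numbered 29, 4, 1, 97 and 3.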
